# Thyrotropin exacerbates insulin resistance by triggering macrophage inflammation in subclinical hypothyroidism

**DOI:** 10.1038/s12276-025-01478-1

**Published:** 2025-06-16

**Authors:** Haihong Zhang, Zekun Zeng, Yan Liu, Wenfang Zheng, Jianling Wang, Yao Yao, Yanan Wang, Meiju Ji, Peng Hou

**Keywords:** Type 2 diabetes, Thyroid diseases

## Abstract

In subclinical hypothyroidism, the levels of serum thyroid-stimulating hormone (TSH) are positively correlated with insulin resistance; however, the precise mechanism is unclear. Except for thyroid follicular epithelial cells, macrophages express the highest levels of *TSHR*. Thus, we speculate that TSH may promote insulin resistance by triggering macrophage inflammation. Here we established a mouse model of TSH receptor (*Tshr*) myeloid-specific knockout (*Tshr*^*MKO*^) and found that *Tshr*^*MKO*^ mice showed improvement on high-fat diet-induced obesity and insulin resistance compared with wild-type mice (*Tshr*^*f/f*^). In addition, *Tshr*^*MKO*^ mice exhibited decreased infiltration and M1 polarization of macrophages in liver, adipose and skeletal muscle. Co-culture experiments proved that *Tshr*-deficient macrophages decreased gluconeogenesis in hepatocytes but increased glucose uptake in adipocytes and skeletal muscle cells by improving the insulin signaling pathway. Mechanistically, increased TSH levels in subclinical hypothyroidism promoted the secretion of cytokines IL-1α, IL-1β and IL-6 by inducing macrophage M1 polarization, which upregulated *EGR1* to transcriptionally activate *LCN2* and *SOCS3* in insulin target cells, thereby exacerbating insulin resistance. These effects could be reversed by IL-1 and IL-6 blockers IL-1RA and IL-6ST. Thus, we provided mechanistic insights into the predisposition to insulin resistance in subclinical hypothyroidism and revealed the role of TSH in metabolic disorders.

## TSH induces macrophage inflammation linked to insulin resistance

Subclinical hypothyroidism is a condition in which the thyroid-stimulating hormone (TSH) levels are high, but thyroid hormone levels are normal, and the levels of serum TSH are positively correlated with insulin resistance. Researchers investigated this by using mice with a specific genetic modification that affects TSH receptors in macrophages. The study found that high TSH levels can cause these macrophages to become more inflammatory, which, in turn, worsens insulin resistance. The researchers used a mouse model to show that, when TSH receptors were removed from macrophages, the mice had better insulin sensitivity and less inflammation. This suggests that TSH plays a role in promoting inflammation and insulin resistance. The findings indicate that managing TSH levels in patients with subclinical hypothyroidism could help to reduce their risk of developing insulin resistance and related conditions such as type 2 diabetes.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Subclinical hypothyroidism (SH) is characterized by increased serum thyroid-stimulating hormone (TSH) levels with normal free thyroxine (also known as Tetraiodothyronine, T4) levels^1^. The incidence of SH varies among populations, ranging from 3% to 15%, with a higher incidence associated with increasing age, female sex and a suboptimal iodine status^2,3^. SH is caused by autoimmune thyroid disease in the majority of cases^4^. Patients can be asymptomatic and, therefore, undiagnosed and untreated, leading to important adverse events^5,6^. Hypothyroidism has been well recognized to be accompanied by insulin resistance. Traditionally, this is attributed to the decreased thyroid hormone levels in these patients^7^. However, patients with SH also have an elevated risk of insulin resistance or type 2 diabetes mellitus (T2DM)^8–10^. Individual changes in TSH, even within the normal reference range, are an additional risk factor of T2DM^11^. In SH, thyroid hormone levels remain normal and only TSH levels are increased. This suggests that TSH may play a critical role in insulin resistance independent of its effect on thyroid hormones.

In the hypothalamus–pituitary–thyroid axis, TSH, also known as thyrotropin, is widely known for its traditional function of stimulating thyroid hormone synthesis and secretion from the thyroid gland^12^. In addition to thyroid follicular cells expressing high levels of TSH receptor (*TSHR*), other types of cell also express *TSHR*, including macrophages^13^. This suggests that its function is not limited to controlling thyroid function. Previous studies have indicated that the levels of hypersensitive C-reactive protein are significantly higher in patients with SH than in controls with normal thyroid function^14^, which are decreased after treatment with l-thyroxine^15,16^. Moreover, increased TSH levels can promote macrophage M1 polarization^17^ and activate macrophage inflammation by G13- and G15-dependent pathways^13^. TSH can also aggravate atherosclerosis by promoting macrophage inflammation in plaques^18^. M1-polarized macrophages have been shown to be critically involved in insulin resistance^19,20^. Therefore, we speculate whether increased TSH levels can aggravate insulin resistance in SH by promoting macrophage M1 polarization.

In the present study, we tested the above scientific hypothesis by demonstrating the causal relationship between TSH and insulin resistance using myeloid-specific *Tshr*-deficient mice. Specifically, TSH promoted the synthesis and secretion of IL-1α, IL-1β and IL-6 by inducing macrophage M1 polarization. These cytokines upregulated *EGR1* expression in hepatocytes, adipocytes and skeletal myocytes to transcriptionally activate its downstream targets *LCN2* and *SOCS3*, thus aggravating insulin resistance in SH.

## Materials and methods

Further information about the materials and methods, including statistical analyses, is included in the online Supplementary Information. Information about chemical and biological reagents (Supplementary Table 2), antibodies (Supplementary Table 3), primer and siRNA sequences (Supplementary Tables 4–6) and patients with SH and healthy controls (Supplementary Table 7) is also included in the online Supplementary Information.

## Results

### A mouse model of myeloid *Tshr* deficiency is established

Given that TSH exerts its biological function by interacting with its receptor (*TSHR*), we first analyzed the expression of *TSHR* in different types of tissues or cells using the human protein atlas database. The results showed that *TSHR* expression was the highest in thyroid follicular cells, followed by macrophages (Supplementary Fig. 1a). Next, we validated this finding in C57BL/6N mice using quantitative real-time polymerase chain reaction (qRT-PCR) and western blotting assays, showing that *TSHR* expression in macrophages was much higher than that of adipose tissue, skeletal muscle and liver (Supplementary Fig. 1b,c). To determine the effect of the TSH–TSHR signaling pathway in macrophages on insulin sensitivity, we intercrossed mice bearing a conditional loxP-flanked (‘floxed’) allele of *Tshr* (*Tshr*^*f/f*^, used as a wild-type control) with the Lysozyme 2-Cre (Lyz2-Cre) line^13^ to create myeloid-specific Tshr-knockout (*Tshr*^*MKO*^) C57BL/6N mice (Supplementary Fig. 1d). *Tshr*^*MKO*^ mice were born in a Mendelian ratio, and no defective developmental phenotypes were observed between genotypes.

We next performed western blotting analysis and immunofluorescent staining to demonstrate that *TSHR* was efficiently ablated in bone-marrow-derived macrophages (BMDMs) from *Tshr*^*MKO*^ mice (Fig. 1a and Supplementary Fig. 1e). Moreover, we detected *TSHR* protein levels in liver, adipose tissue, skeletal muscle, brain, testis and ovary of *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice by western blotting analysis. The results showed that its levels in these samples were very low and not significantly different between *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (Supplementary Fig. 2a). This essentially rules out the possibility that off-target effects can affect metabolic parameters. In addition, to further exclude the possibility that thyroid hormones interfere with the endpoints of *Tshr*^*MKO*^ mice, we measured the levels of T3, free T4 and TSH in liver, adipose, skeletal muscle tissue and serum of *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice by enzyme-linked immunosorbent assay (ELISA) and did not find a significant difference in these indicators between *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (Supplementary Fig. 2b–d). We also examined thyroid hormone receptor α (THRα) levels in liver, adipose and skeletal muscle tissues of these mice by western blotting analysis and similarly failed to find significant differences between *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (Supplementary Fig. 2e). These findings, taken together, indicate that *Tshr* knockout in myeloid cells has no effect on thyroid function in mice.

**Fig. 1:**
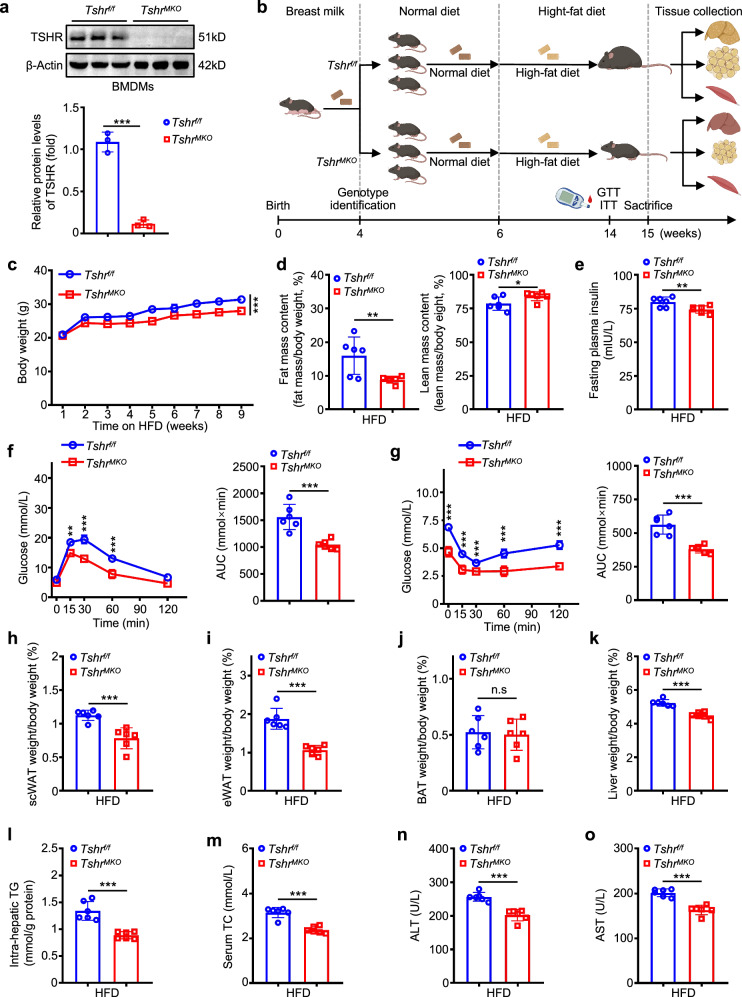
Myeloid *Tshr* deficiency improves HFD-induced insulin resistance and glucose intolerance. **a** The protein levels of *TSHR* in BMDMs from *Tshr*^*MKO*^ mice and age-matched *Tshr*^*f/f*^ littermates were determined by western blotting analysis (*n* = 3). **b** Schedule of the experiment. *Tshr*^*MKO*^ mice and age- and sex-matched *Tshr*^*f/f*^ littermates (male, 6 weeks old) were fed a HFD for 9 weeks. GTT and ITT were tested at 14 weeks of age. At 15 weeks of age, tissues were collected. **c** Growth curves of body weight in HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (*n* = 6). **d** EchoMRI was used to measure the percentage of fat (left) and lean (right) body mass in HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (*n* = 6). **e** The levels of fasting plasma insulin were measured in the above mice after 8-h fasting (*n* = 6). **f** GTT (left) and area under the curve (AUC, right) in HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (*n* = 6). **g** ITT (left) and AUC (right) in HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (*n* = 6). Two groups of mice on HFD for 9 weeks were euthanized after 8-h fasting. **h**–**k** The percentages of scWAT (**h**), eWAT (**i**), BAT (**j**) and liver weights to body weight (**k**) in HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (*n* = 6). **l**–**o** Intrahepatic TG contents (**l**) as well as serum levels of total cholesterol (TC) (**m**), ALT (**n**) and AST (**o**) were measured using the respective commercial kits (*n* = 6). Data are presented as mean ± standard error of the mean (s.e.m.) (**c**, **f** and **g**) and as mean ± s.d. (**a**, **d**, **e** and **h**–**o**). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant (two-way analysis of variance (ANOVA) for **c**, **f** and **g**; unpaired two-tailed Student’s *t*-test for **a**, **d**, **e** and **h**–**o**).

### Myeloid *Tshr* deficiency protects against HFD-induced insulin resistance and glucose intolerance

*Tshr*^*MKO*^ mice and sex- and age-matched wild-type littermates (*Tshr*^*f/f*^ mice) were fed with high-fat diet (HFD) beginning at 6 weeks of age. Glucose tolerance test (GTT) and insulin tolerance test (ITT) were measured at 14 weeks of age, and tissues of 15-week-old mice were then collected after euthanasia (Fig. 1b). After 9 weeks of HFD feeding, male *Tshr*^*MKO*^ mice exhibited lower body weights (Fig. 1c) and fat mass (Fig. 1d, left), accompanied by significantly increased total lean mass (Fig. 1d, right). However, there was no significant difference in food intake and water drinking between male *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice (Supplementary Fig. 3a,b). Compared with male *Tshr*^*f/f*^ mice, the levels of fasting insulin were decreased in HFD-fed male *Tshr*^*MKO*^ mice (Fig. 1e). Consistently, HFD-fed male *Tshr*^*MKO*^ mice showed greatly improved glucose tolerance (Fig. 1f) and insulin sensitivity (Fig. 1g) compared with male *Tshr*^*f/f*^ mice. After euthanasia, we collected and weighed fat tissues from male *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice. The results showed that, compared with male *Tshr*^*f/f*^ mice, fat weights were significantly reduced in male *Tshr*^*MKO*^ mice, including subcutaneous white adipocyte tissue (scWAT) (Fig. 1h and Supplementary Fig. 4a) and epididymal white adipocyte tissue (eWAT) (Fig. 1i and Supplementary Fig. 4b). However, brown adipose tissue (BAT) did not significantly change between two groups (Fig. 1j and Supplementary Fig. 4c).

We next examined the effect of myeloid *Tshr* deficiency on lipid metabolism in the liver, and found that male *Tshr*^*MKO*^ mice had lower liver weights (Fig. 1k and Supplementary Fig. 4d) and intrahepatic triglyceride (TG) contents (Fig. 1l) than male *Tshr*^*f/f*^ mice. Likewise, male *Tshr*^*MKO*^ mice also had lower levels of serum total cholesterol (Fig. 1m), alanine transaminase (ALT) (Fig. 1n) and aspartate transaminase (AST) (Fig. 1o) than male *Tshr*^*f/f*^ mice. Expectedly, in comparison with female *Tshr*^*f/f*^ mice, HFD-fed female *Tshr*^*MKO*^ mice exhibited phenotypic changes similar to those of male mice, including lower body weights (Supplementary Fig. 5a), consistent food intake (Supplementary Fig. 5b) and water drinking (Supplementary Fig. 5c), improved glucose tolerance (Supplementary Fig. 5d,e) and insulin sensitivity (Supplementary Fig. 5f,g). The above results suggest that the TSH–TSHR signaling pathway in macrophages plays a pivotal role in insulin resistance.

### Myeloid *Tshr* deficiency improves insulin signaling pathway in HFD-fed mice

We extracted protein lysates from liver, eWAT and skeletal muscle tissues of HFD-fed male *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice and determined the effect of myeloid *Tshr* deficiency on the activity of the insulin signaling pathway. As shown in Fig. 2a–c, we found that the levels of insulin signaling-related molecules such as phosphorylated insulin receptor substrate 1 (p-IRS1), phosphorylated phosphoinositide-dependent protein kinase 1 (p-PDK1), phosphorylated AKT (S473) (p-AKT) and glycolysis-associated glucokinase (GCK) were significantly increased in liver, eWAT and skeletal muscle tissues of *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice. In addition, the levels of peroxisome proliferator-activated receptor γ (PPARγ) protein, which promotes conversion of glucose to fat stimulated by insulin, were obviously increased in liver and eWAT tissues of HFD-fed *Tshr*^*MKO*^ mice (Fig. 2a, b). Consistently, the levels of phosphorylated glycogen synthase kinase 3β (p-GSK3β), associated with glycogen synthesis, were upregulated in liver and skeletal muscle tissues of HFD-fed *Tshr*^*MKO*^ mice (Fig. 2a, c). The levels of phosphoenolpyruvate carboxykinase 1 (PEPCK1) as the rate-limiting enzyme of gluconeogenesis, which can be inhibited by insulin, were downregulated in liver tissues of HFD-fed *Tshr*^*MKO*^ mice (Fig. 2a).

**Fig. 2:**
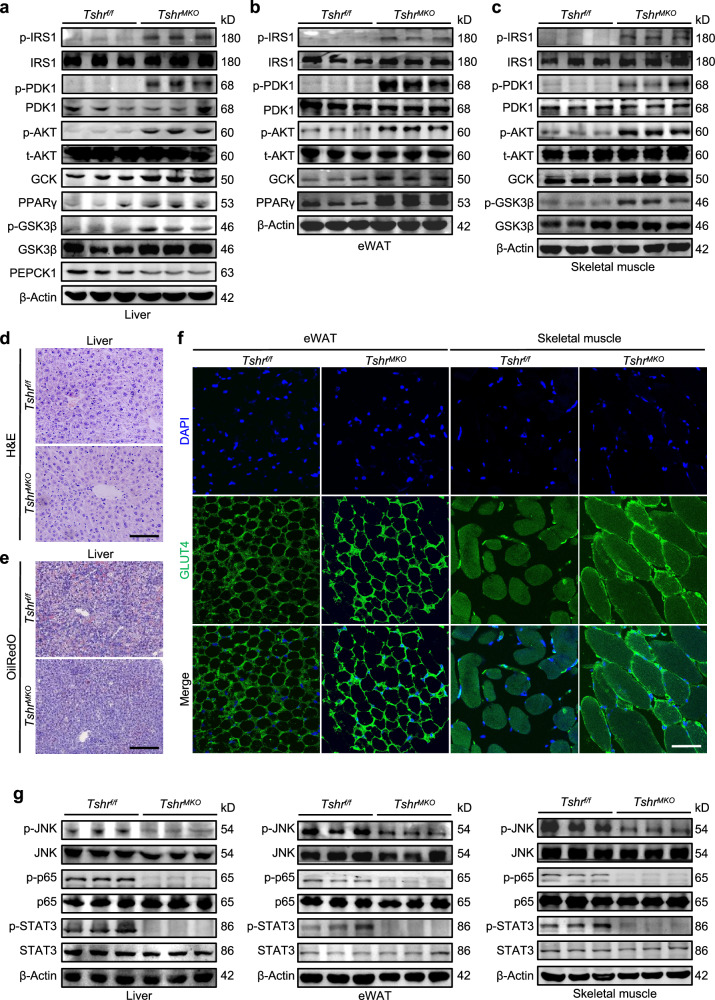
Myeloid *Tshr* deficiency enhances insulin sensitivity by improving the insulin signaling pathway in HFD-fed mice. *Tshr*^*MKO*^ mice and age-matched *Tshr*^*f/f*^ littermates (male, 6 weeks old) were fed with HFD for 9 weeks. They were then euthanized upon insulin administration (1.5 U/kg) for 5 min after 8-h fasting. **a**–**c** Next, western blotting analysis was used to determine the levels of p-IRS1, IRS1, p-PDK1, PDK1, p-AKT, total AKT (t-AKT), GCK, PPARγ, p-GSK3β, GSK3β and PEPCK1 in liver tissues (**a**), the levels of p-IRS1, IRS1, p-PDK1, PDK1, p-AKT, t-AKT, GCK and PPARγ in eWAT (**b**) and the levels of p-IRS1, IRS1, p-PDK1, PDK1, p-AKT, t-AKT, GCK, p-GSK3β and GSK3β in skeletal muscle tissues (**c**). β-Actin was used as a loading control. **d**,**e** Representative H&E (**d**) and Oil Red O staining (**e**) of liver sections. Scale bars, 100 μm. **f** Representative immunofluorescence staining of GLUT4 (green) in eWAT and skeletal muscle sections. Nuclei were stained with DAPI (blue). Scale bars, 50 μm. **g** Western blotting analysis was used to determine the levels of p-JNK, p-p65 and p-STAT3 in liver, eWAT and skeletal muscle. β-Actin was used as a loading control.

On liver sections of HFD-fed male *Tshr*^*MKO*^ mice, the positive areas of lipid droplets (Fig. 2d and Supplementary Fig. 6a) and Oil Red O staining (Fig. 2e and Supplementary Fig. 6b) were significantly reduced in comparison with HFD-fed male *Tshr*^*f/f*^ mice, indicating that *Tshr*^*MKO*^ mice were obviously protected from the HFD-induced hepatic steatosis. In addition, the membrane localization of *GLUT4*, a transporter protein important for glucose uptake controlled by insulin, was enhanced in eWAT and skeletal muscle tissues of HFD-fed male *Tshr*^*MKO*^ mice compared with HFD-fed male *Tshr*^*f/f*^ mice (Fig. 2f and Supplementary Fig. 7). The above findings indicate that myeloid *Tshr* knockout effectively improves the intracellular insulin signaling pathway in liver, eWAT and skeletal muscle tissues of HFD-fed mice.

Under inflammatory activation, proinflammatory chemokines lead to the activation of c-Jun N-terminal kinase (JNK), nuclear factor kappa B (NF-κB) and signal transducer and activator of transcription 3 (STAT3) in liver, adipose and skeletal muscle cells, interfering with the normal insulin signaling pathway^21–28^. Thus, we examined the effect of myeloid *Tshr* deficiency on the levels of these insulin resistance-related molecules. The results showed that the levels of p-JNK, p-p65 and p-STAT3 were downregulated in liver, eWAT and skeletal muscle tissues of HFD-fed *Tshr*^*MKO*^ mice (Fig. 2g). Similarly, p-p65 staining in the nucleus of eWAT and skeletal muscle sections of *Tshr*^*MKO*^ mice was also distinctly reduced compared with *Tshr*^*f/f*^ mice (Supplementary Fig. 8a–c). These results suggest that myeloid *Tshr* deficiency inhibits the inflammatory signaling pathway, further improving insulin resistance in HFD-fed mice.

### Myeloid *Tshr* deficiency alleviates macrophage infiltration and M1 polarization in liver, adipose tissue and skeletal muscle of HFD-fed mice and improves insulin resistance

Macrophage M1 polarization is an important pathogenesis of insulin resistance^19,29,30^. To determine whether insulin resistance is associated with TSH-mediated macrophage infiltration and M1 polarization, we examined the changes in inflammatory cell infiltration of insulin target tissues. First, we observed that HFD-fed *Tshr*^*MKO*^ mice had less infiltration of immune cells in scWAT, eWAT and skeletal muscle except for BAT compared with *Tshr*^*f/f*^ mice by hematoxylin and eosin (H&E) staining (Supplementary Fig. 9). Next, we used fluorescence-activated cell sorting analysis to determine the effect of myeloid *Tshr* deficiency on infiltration and M1 polarization of macrophages infiltrating into livers, eWAT and skeletal muscle. The results revealed that the quantity of both CD11b^+^F4/80^+^ macrophages and CD80^+^ M1-polarized macrophages was reduced in the above tissues of HFD-fed *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice (Fig. 3a,b). Likewise, we demonstrated by immunofluorescence staining that eWAT and skeletal muscle of HFD-fed *Tshr*^*MKO*^ mice had less infiltrated CD11b^+^F4/80^+^ macrophages and CD11b^+^CD86^+^ M1-polarized macrophages than those of *Tshr*^*f/f*^ mice (Supplementary Fig. 10). In addition, the mRNA levels of *Itgam*, *Adgre1* and *Itgax*, which encode CD11b, F4/80 and CD11c, respectively, were also strikingly downregulated in liver, adipose tissue and skeletal muscle of *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice (Fig. 3c–e), further supporting the above results. Collectively, myeloid *Tshr* deficiency reduces the infiltration and M1 polarization of macrophages, which maybe be involved in insulin resistance in HFD-fed mice.

**Fig. 3:**
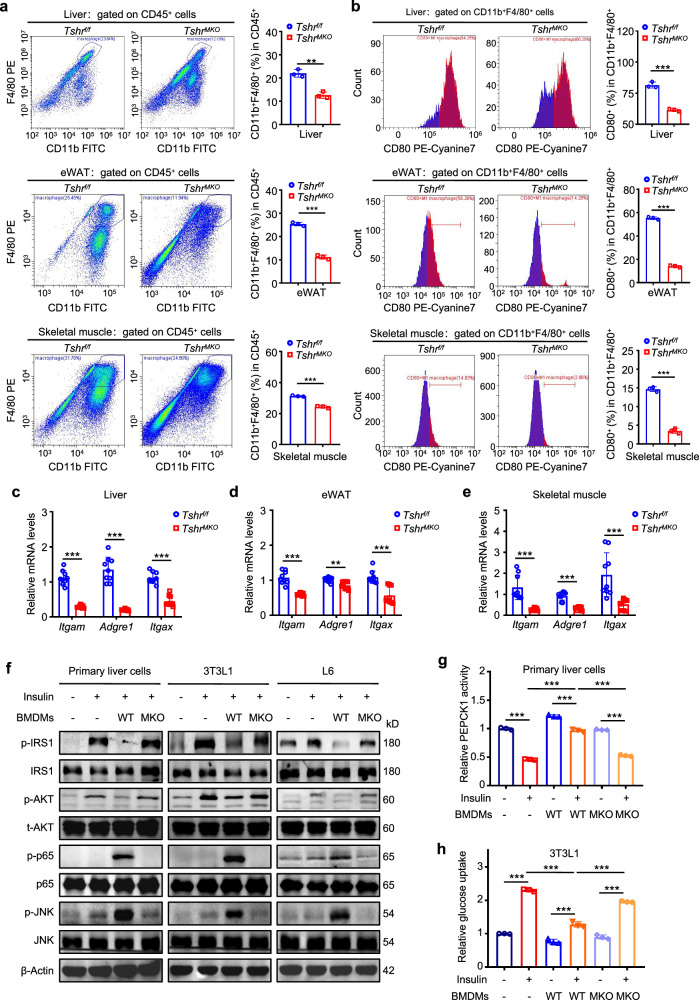
Myeloid *Tshr* deficiency alleviates macrophage infiltration and M1 polarization in liver, adipose tissues and skeletal muscle of HFD-fed mice and improves insulin resistance. Male *Tshr*^*MKO*^ mice and age-matched *Tshr*^*f/f*^ littermates were fed with HFD for 9 weeks. Liver, eWAT and skeletal muscle were isolated from these mice. Flow cytometry was performed to analyze the effect of myeloid *Tshr* deficiency on macrophage infiltration and M1 polarization in liver, eWAT and skeletal muscle. **a** The percentage of CD11b^+^ F4/80^+^ macrophages from the CD45^+^ cell gate in liver, eWAT and skeletal muscle (*n* = 3). **b** The percentage of CD80^+^ macrophages from the CD11b^+^ F4/80^+^ cell gate in liver, eWAT and skeletal muscle (*n* = 3). The mRNA levels of *Itgam*, *Adgre1* and *Itgax* in liver (**c**), eWAT (**d**) and skeletal muscle (**e**) were measured by qRT-PCR (*n* = 9). *β-Actin* was used as an internal control (*n* = 9). Primary hepatocytes, 3T3L1-differentiated adipocytes and L6-differentiated skeletal muscle cells were co-cultivated with *Tshr*^*f/f*^- or *Tshr*^*MKO*^-derived BMDMs for 48 h and then stimulated with 100 nM insulin for 15 min. **f** Western blotting analysis was performed to determine the levels of p-IRS1, IRS1, p-AKT, t-AKT, p-p65, p65, p-JNK and JNK in primary hepatocytes, 3T3L1-differentiated adipocytes and L6-differentiated skeletal muscle cells. β-Actin was used as a loading control. **g** Relative PEPCK1 activity of primary hepatocytes with the indicated treatments (*n* = 3). **h** Relative glucose uptake of 3T3L1-differentiated adipocytes with the indicated treatments (*n* = 3). Data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 (unpaired two-tailed Student’s *t*-test for **a** and **b**; one-way ANOVA for **c**–**e**, **g** and **h**).

It has been well established that macrophages contribute to insulin resistance in liver, adipose tissue and skeletal muscle via the secretion of cytokines and exosomes^31,32^. To examine the causal relationship of myeloid *Tshr* deficiency and insulin resistance, we isolated BMDMs from *Tshr*^*f/f*^ or *Tshr*^*MKO*^ mice and constructed co-cultivation system with primary hepatocytes, 3T3L1-differentiated adipocytes or L6-differentiated skeletal muscle cells, respectively. In brief, BMDMs were plated in the upper chamber of transwells and insulin target cells in the lower chamber. The transwells with 0.4 µm pore size allowed the passage of only cytokines and exosomes, but the cells could not pass freely. The results showed that the levels of p-IRS1 and p-AKT were increased and the levels of p-p65 and p-JNK were decreased when primary hepatocytes, 3T3L1-differentiated adipocytes or L6-differentiated skeletal muscle cells were co-cultured with *Tshr*^*MKO*^-derived BMDMs compared with *Tshr*^*f/f*^-derived BMDMs (Fig. 3f). Moreover, our data demonstrated that co-culture of primary hepatocytes with *Tshr*^*f/f*^-derived BMDMs reversed the inhibitory effect of insulin on the activity of PEPCK1, while this effect was significantly attenuated when primary hepatocytes were co-cultivated with *Tshr*^*MKO*^-derived BMDMs (Fig. 3g). In addition, we found that the promoting effect of insulin on glucose uptake of adipocytes and skeletal muscle cells was dramatically impaired when they were co-cultivated with *Tshr*^*f/f*^-derived BMDMs, which could be restored by myeloid *Tshr* knockout (Fig. 3h and Supplementary Fig. 11). These results, taken together, suggest that cytokines or exosomes secreted from macrophages activated by the TSH–TSHR signaling pathway may be related to insulin resistance in HFD-fed mice.

### TSH governs proinflammatory signaling and promotes the secretion of IL-1α, IL-1β and IL-6 in macrophages

To determine the effect of the TSH–TSHR signaling pathway on macrophages, inflammatory markers were examined in BMDMs by flow cytometry. The results showed that *Tshr*^*MKO*^-derived BMDMs displayed significantly lower levels of CD80 and ROS than *Tshr*^*f/f*^-derived BMDMs (Fig. 4a, b), indicating that the M1 polarization of macrophages induced by TSH was blocked by *Tshr* knockout. Furthermore, to clarify the signaling pathways and specific molecules of macrophages stimulated by TSH, we performed mRNA sequencing and Gene Ontology (GO) term enrichment analysis in *Tshr*^*MKO*^- and *Tshr*^*f/f*^-derived BMDMs. 

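The BMDMs of both groups had been cultured for 7 days with M-CSF (10 ng/mL) and treated with TSH (1 ng/mL) for 24 h, so the comparison was between genotypes under TSH, with n = 3 libraries per group and no library without TSH. The libraries were strand-specific and the authors supplied a table of read counts per gene. The *Tshr* f/f libraries held 40138912, 39207620 and 35285791 counts (median 39207620) and the *Tshr* MKO libraries 35359123, 33683981 and 40954211 (median 35359123). *Tshr* itself (ENSMUSG00000020963, chromosome 12, 91384563–91549808, plus strand, GRCm38) had 0, 0 and 2 counts in *Tshr* f/f BMDMs and 0, 0 and 5 in *Tshr* MKO BMDMs. A gene with 3 counts in a library would have had 0.0733–0.0891 CPM (counts scaled to the library), a limit that covers counting error only. The loss of the receptor could not be checked with so few counts. In the paper the loxP sites flank exon 10 to the stop codon, so a count over the whole gene need not fall with the deletion.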

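With edgeR quasi-likelihood tests, 15372 genes passed the filter on low counts, and 0 of them had an adjusted p under 0.05 (lowest 0.218), with 1567 lower and 1189 higher in *Tshr* MKO BMDMs at an unadjusted p under 0.05. At the thresholds of the paper (unadjusted p under 0.05 and a fold change of at least 2), 848 genes were lower and 508 higher. The biological coefficient of variation was 0.337. In 4414 genes, 28.7% of those tested, the 3 values of 1 group all lay above the 3 of the other, where 10% would be reached by chance. The normalization factor of *Tshr* f/f replicate 3 was 0.738, and those of the other 5 libraries lay between 0.993 and 1.114. Without *Tshr* f/f replicate 3, 475 genes were lower and 353 higher at the thresholds, and 2 genes were lower at an adjusted p under 0.05. Without *Tshr* f/f replicate 2, 13 genes were lower at that limit, with 1190 lower and 796 higher at the thresholds. Without *Tshr* MKO replicate 1, 529 were lower and 329 higher at the thresholds, and without *Tshr* MKO replicate 2, 566 and 382, with 0 at an adjusted p under 0.05 in both and 731 lower and 564 higher, or 820 and 690, at an unadjusted p under 0.05. The alternative that moved the counts most was the MARS model on summed counts, which called 1835 genes lower and 2388 higher at the thresholds.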

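Enrichment was tested among the 1356 genes past the thresholds of the paper, with lists of pathway members written by hand, because the tables of KEGG were not used here. For TNF signaling, 40 of 92 listed genes were past the thresholds (39 lower and 1 higher in *Tshr* MKO BMDMs), against 8.12 from chance alone (1-sided Fisher's exact test on edgeR calls, adjusted p = 8.6e-18, 9.9e-24 to 3.7e-06 over the alternatives). For NF-κB signaling the count was 31 of 87 (26 lower, 5 higher, 7.67 from chance, adjusted p = 1.5e-11, 2.3e-14 to 3.5e-04 over the alternatives). For AGE–RAGE signaling it was 25 of 90 (22 lower, 3 higher, 7.94 from chance, adjusted p = 2.7e-07, 1.2e-11 to 0.0456 over the alternatives). With any library left out the highest adjusted p was 1.6e-09, 6.5e-07 and 4.0e-06 for the TNF, NF-κB and AGE–RAGE lists. The lists share members such as *Tnf*, *Nfkb1* and *Rela* and were therefore not independent of each other. Fisher's exact test takes genes as independent, so its p-values do not measure chance between libraries where genes vary together. A split with *Tshr* f/f replicates 1 and 3 and *Tshr* MKO replicate 3 as 1 group gave an unadjusted −log10 p of 11.4, 10.2 and 2.8 for the TNF, NF-κB and AGE–RAGE lists. The real grouping gave 18.1, 11.4 and 6.8.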

The results indicated that differential genes were enriched in the TNF signaling pathway, NF-κB signaling pathway and AGE–RAGE signaling pathway in diabetic complications (Supplementary Fig. 12a). Moreover, gene set enrichment analysis (GSEA) of mRNA sequencing data also indicated the activation of the TNF signaling pathway, NOD-like signaling pathway and cytokine–cytokine receptor interaction (Supplementary Fig. 12b). 

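As whole sets, 76 of the 92 TNF signaling genes tested were lower in *Tshr* MKO BMDMs, with a median log2 fold change of −0.79 (−0.44 without *Tshr* f/f replicate 3). The camera test of limma with a preset correlation between genes of 0.01 gave an adjusted p of 2.6e-11. For NOD-like receptor signaling 80 of 103 genes were lower (median −0.65, adjusted p = 4.1e-07), and for cytokines and their receptors 91 of 134 (median −0.62, adjusted p = 5.9e-05). With any library left out, the highest adjusted p of camera was 2.6e-09, 3.5e-05 and 8.0e-04 in that order. Preranked GSEA on the log2 fold changes gave normalized enrichment scores of −2.61, −2.43 and −2.43 (adjusted p = 1.5e-17, 9.6e-14 and 3.1e-15). The alternatives that moved these results most were tests that take the correlation between genes from the libraries. With the correlation estimated, camera gave an adjusted p of 0.502 for the 3 sets, and the rotation test fry gave 0.311. Over the alternatives the adjusted p ranged from 4.6e-20, 4.7e-16 and 3.1e-15 to 0.502. Of the 11 pathway sets, 6 had an adjusted p under 0.05 with camera, 0 with the estimated correlation and 0 with fry in BMDMs, and 6, 0 and 1 (FoxO signaling) in liver.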

As supported, *Tshr* knockout significantly decreased the levels of p-p65 in TSH-treated BMDMs (Supplementary Fig. 13). 

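Of the 15 cytokine genes, 14 passed the filter on low counts and were all lower in *Tshr* MKO BMDMs, and *Cxcl11* was left out by the filter (145, 1 and 108 counts in *Tshr* f/f BMDMs against 4, 3 and 0). *Il6* (ENSMUSG00000025746, chromosome 5, 30013114–30019981) was at 58.6, 25.2 and 1454 CPM in *Tshr* f/f BMDMs and 0.39, 0.29 and 1.98 in *Tshr* MKO BMDMs, a log2 fold change of −9.16 (SE 2.13, edgeR adjusted p = 0.218, −5.55 without *Tshr* f/f replicate 3). *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570–129371139) was at 216, 453 and 5941 CPM against 5.33, 3.49 and 86.6, a log2 fold change of −6.11 (SE 2.01, edgeR adjusted p = 0.236, −3.41 without *Tshr* f/f replicate 3). *Il1a* (ENSMUSG00000027399, chromosome 2, 129299610–129309972) was at 354, 283 and 6250 CPM against 23.5, 16.1 and 96.0, a log2 fold change of −5.67 (SE 1.60, edgeR adjusted p = 0.222, −2.83 without *Tshr* f/f replicate 3). *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381–35202007) was at 973, 92.5 and 6441 CPM against 66.3, 61.2 and 84.0, a log2 fold change of −5.15 (SE 1.45, edgeR adjusted p = 0.222, −2.93 without *Tshr* f/f replicate 3). The smallest change was that of *Ccl2*, −1.98 (SE 0.78, edgeR adjusted p = 0.267, −0.90 without *Tshr* f/f replicate 3). *Il23a* was at or under 3 counts in *Tshr* MKO BMDMs and was at least 31.1-fold lower (5.66-fold without *Tshr* f/f replicate 3). The groups were separate for 12 of the 14 genes and overlapped for *Cxcl9* and *Ccl2*. The 10% that chance gives does not apply here, because the study picked the list on these libraries. *Tshr* f/f replicate 3 had the highest TMM-normalized value for the 15 genes, and without TMM factors the highest of the *Tshr* f/f libraries for 14 of them (*Cxcl11* was the exception).

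**Figure D1:**
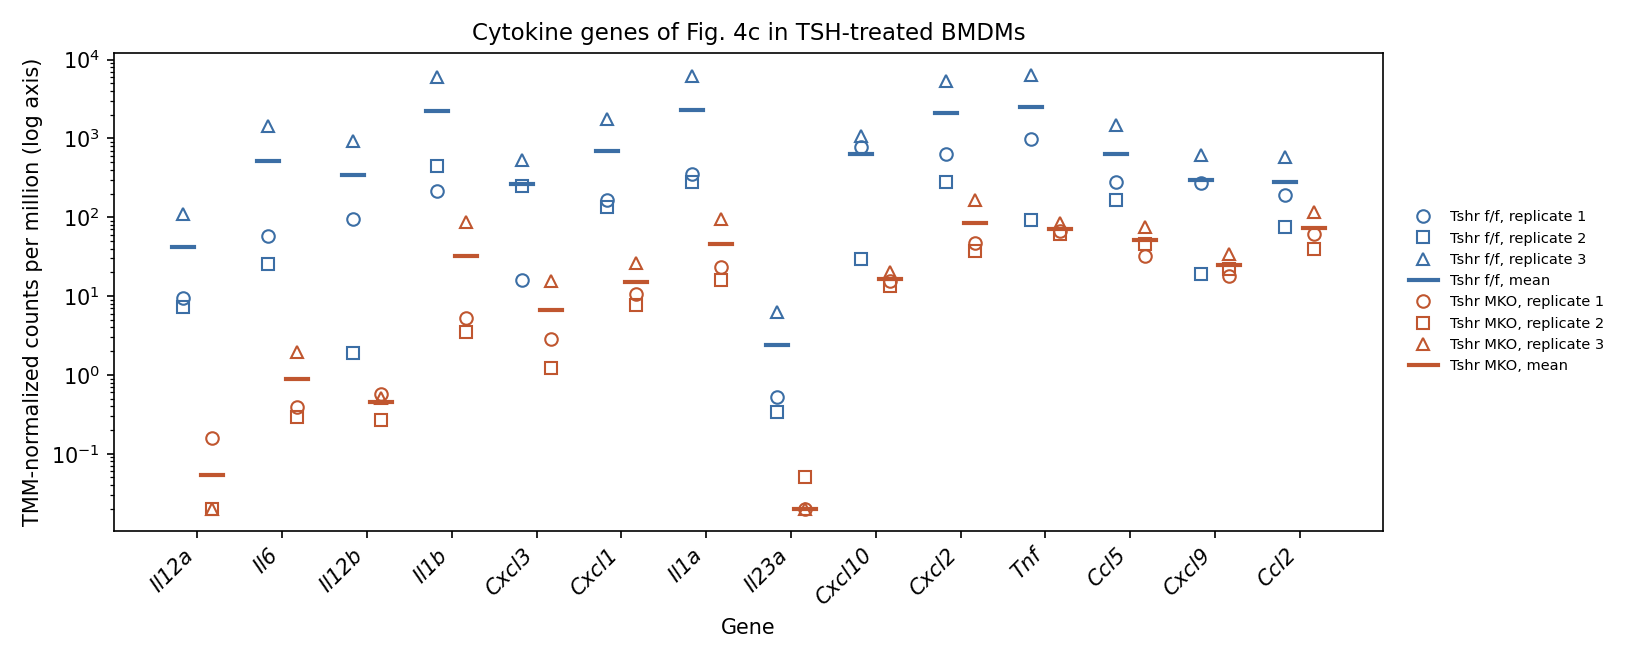
TMM-normalized CPM on a log axis for the cytokine genes that passed the filter on low counts, with genes along the horizontal axis. Blue symbols are *Tshr* f/f BMDMs and orange symbols *Tshr* MKO BMDMs, each point is 1 library (circle, square and triangle for replicates 1, 2 and 3), lines are group means, and libraries at 0 are drawn at the bottom of the axis. The mean of the *Tshr* f/f group lies above that of the *Tshr* MKO group for each gene, single libraries of the groups overlap for *Cxcl9* and *Ccl2*, and the *Tshr* f/f triangle lies highest.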

Consistently, mRNA levels of many proinflammatory cytokines were substantially decreased in *Tshr*-deficient BMDMs compared with wild-type BMDMs (Fig. 4c), as supported by the results of qRT-PCR (Fig. 4d).

**Fig. 4:**
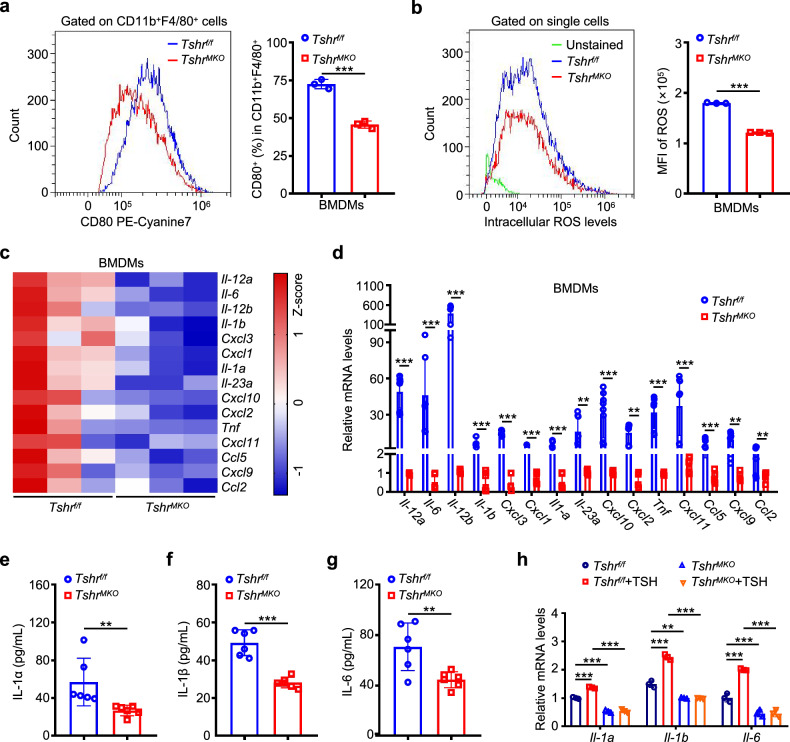
Myeloid *Tshr* deficiency suppresses M1 polarization of macrophages and the secretion of IL-1α, IL-1β and IL-6. *Tshr*^*f/f*^- or *Tshr*^*MKO*^-derived BMDMs were stimulated by 1 ng/mL TSH for 24 h, and flow cytometry was then performed to analyze the effects of myeloid *Tshr* deficiency on M1 polarization of macrophages and intracellular ROS levels. **a** CD80^+^ M1 macrophages from the CD11b^+^ F4/80^+^ cell gate (*n* = 3). **b** Intracellular ROS levels (left) and mean fluorescence intensity (MFI) of ROS (right) (*n* = 3). **c** A heatmap of the proinflammatory cytokines in *Tshr*^*f/f*^- or *Tshr*^*MKO*^-derived BMDMs determined by mRNA sequencing. **d** The mRNA levels of the proinflammatory cytokines in the above BMDMs were measured by qRT-PCR. *β-Actin* was used as an internal control (*n* = 9). *Tshr*^*MKO*^ mice and age-matched *Tshr*^*f/f*^ littermates (male, 6 weeks old) were fed with HFD for 9 weeks. Serum concentrations of IL-1α (**e**), IL-1β (**f**) and IL-6 (**g**) in these mice were then measured by ELISA (*n* = 6). **h** qRT-PCR assays were performed to determine mRNA levels of *Il-1a*, *Il-1b* and *Il-6* in *Tshr*^*f/f*^- or *Tshr*^*MKO*^-derived BMDMs stimulated by 1 ng/mL TSH for 24 h. *β-Actin* was used as an internal control (*n* = 3). Data are presented as mean ± s.d. **P < 0.01, ***P < 0.001 (unpaired two-tailed Student’s *t*-test for **a**, **b** and **e**–**g**; one-way ANOVA for **d** and **h**).

Our mRNA sequencing data also showed that the expression abundance of *Il1r1*, *Il6ra* and *Tnfrsf1a/b* in liver tissues was the highest among the receptors of the above cytokines (Supplementary Table 1). Furthermore, IL-1α, IL-1β, IL-6 and TNF have been indicated to aggravate insulin resistance^33–37^. Thus, we hypothesize that Il-1α, Il-1β, Il-6 and TNF may be responsible for hepatic insulin resistance caused by TSH-induced M1 polarized macrophages. 

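In mean counts over the 6 livers, *Il1r1* was at 4933, *Il6ra* at 4244, *Tnfrsf1a* at 2512 and *Tnfrsf1b* at 2055, and the next receptor, *Ccr2*, was at 52.0. *Il23r* had 0 counts. In livers labelled *Tshr* f/f the means ± SD were 4852 ± 1622, 4529 ± 1517, 2573 ± 653 and 2233 ± 519, and in livers labelled *Tshr* MKO 5014 ± 1969, 3959 ± 897, 2450 ± 246 and 1876 ± 384. Each of the 72 values in the table of the paper equalled a count of a library whose label names the other group, so the group headings of the table and the labels of the libraries contradict each other. The ranking of the receptors takes both groups together and is the same under either naming.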

Besides, serum concentrations of IL-1α, IL-1β and IL-6 in HFD-fed *Tsh*^*MKO*^ mice were lower than those of *Tshr*^*f/f*^ mice (Fig. 4e–g). However, there was no significant difference in the levels of TNF between two groups of mice (Supplementary Fig. 14). As supported, we also found by qRT-PCR and ELISA that the mRNA and protein levels of IL-1α, IL-1β and IL-6 were significantly decreased in liver and adipose skeletal muscle of *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice (Supplementary Fig. 15a–f). To define the regulatory effect of TSH on *Il-1a*, *Il-1b* and *Il-6* in macrophages, we conducted qRT-PCR assays and demonstrated that TSH substantially upregulated the mRNA levels of *Il-1a*, *Il-1b* and *Il-6* in *Tshr*^*f/f*^-derived BMDMs, and this effect could be reversed by *Tshr* knockout (Fig. 4h). Collectively, our data indicate that TSH activates inflammatory signaling and promotes the secretion of IL-1α, IL-1β and IL-6 in macrophages, thus aggravating insulin resistance.

### Myeloid *Tshr* deficiency improves HFD-induced metabolic disorders in liver

To clarify the mechanism by which TSH-activated macrophages aggravate insulin resistance in insulin target organs, we performed mRNA sequencing of liver tissues of HFD-fed *Tshr*^*f/f*^ and *Tshr*^*MKO*^ mice, which were euthanized after 8-h fasting followed by insulin administration (1.5 U/kg) for 5 min. 

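The mice had been fed the high-fat diet for 9 weeks from 6 weeks of age, with n = 3 livers per group. Libraries labelled *Tshr* f/f held 33168714, 34664636 and 29044366 counts (median 33168714) and those labelled *Tshr* MKO 35226358, 40420513 and 28962878 (median 35226358). *Tshr* had 0 counts in the 6 livers, where 3 counts in a library would be 0.0742–0.1036 CPM, so the genotype could not be read from the counts. Supplementary Table 1 gives these libraries under the other group heading, and the labels of the libraries are used here. Of 15062 genes tested with edgeR, 0 had an adjusted p under 0.05 (lowest 0.0634, *Dusp1*), with 780 lower and 794 higher in livers labelled *Tshr* MKO at an unadjusted p under 0.05. At that limit the counts were 1158 and 971 without the liver labelled *Tshr* f/f replicate 2, 598 and 529 without *Tshr* f/f replicate 3, and 592 and 485 without the liver labelled *Tshr* MKO replicate 3. The biological coefficient of variation was 0.273 and normalization factors lay between 0.891 and 1.047. The groups were separate in 2612 genes, 17.3%, where 10% would be by chance. Without the liver labelled *Tshr* f/f replicate 2, 4 genes were lower and 3 higher at an adjusted p under 0.05, and without the liver labelled *Tshr* MKO replicate 3, 2 were lower.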

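Of the 78 nuclear-encoded oxidative phosphorylation genes tested, 78 were higher in livers labelled *Tshr* MKO, with a median log2 fold change of 0.33 (camera with the preset correlation, adjusted p = 2.7e-34, 2.1e-17 without the liver labelled *Tshr* f/f replicate 2, the highest with any library left out). The alternative that moved the result most was the estimated correlation, with an adjusted p of 0.258 (1.1e-41 to 0.258 over the alternatives), and fry gave 0.0510 (0.0282–0.183 with any library left out). The normalized enrichment score in preranked GSEA was 2.71. Of the 13 mitochondrially encoded genes, 11 were higher (median 0.38, adjusted p = 9.8e-07). For FoxO signaling, 73 of 113 genes were lower, with a median of −0.10 (−0.04 without the liver labelled *Tshr* f/f replicate 2), an adjusted p of 0.0041 with camera (0.00365–0.0492 with any library left out) and a normalized enrichment score of −1.46. The FoxO set had an adjusted p of 0.109 with the estimated correlation (0.0027–0.109 over the alternatives) and 0.0308 with fry, which stayed under 0.05 with a library left out only without the liver labelled *Tshr* f/f replicate 1 (0.0282–0.154). The directions follow the labels of the libraries, which Supplementary Table 1 contradicts.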

GSEA analysis of livers mRNA sequencing data indicated the activation of oxidative phosphorylation and the suppression of the FoxO signaling pathway in livers of HFD-fed *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice (Fig. 5a). As supported, mRNA levels of oxidative phosphorylation-related genes were distinctly higher in livers of HFD-fed *Tshr*^*MKO*^ mice than those of *Tshr*^*f/f*^ mice (Fig. 5b). 

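All 29 genes of the figure were higher in livers labelled *Tshr* MKO, from 0.22 (*Uqcrc2*) to 0.68 (*Ndufb3*) in log2 fold change, with a median of 0.36. At an unadjusted p under 0.05 in edgeR there were 26 of the 29, and 0 at an adjusted p under 0.05 (0.303–0.613). The groups were separate for 26, and the 10% that chance gives does not apply to genes picked on these libraries. With p adjusted over the list alone, 24 passed 0.05, which is not independent evidence because the study picked the list on these libraries. The direction was unchanged in the alternatives that were run. The direction rests on the labels of the libraries and not on the headings of Supplementary Table 1.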

GO enrichment analysis indicated that these differential genes were significantly enriched in T2DM, AGE–RAGE signaling pathway in diabetic complications and non-alcoholic fatty liver disease, which are metabolic disorders associated with insulin resistance^38^. In addition, the Toll-like receptor signaling pathway and TNF signaling pathway associated with inflammation were also enriched (Fig. 5c).

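Among the 233 genes past the thresholds of the paper in liver (129 lower and 104 higher in livers labelled *Tshr* MKO, and 196 and 256 without the liver labelled *Tshr* f/f replicate 2), 1 of 31 type 2 diabetes genes was present (*Socs3*, 0.48 from chance, adjusted p = 0.703, 0.481–1 over the alternatives). For AGE–RAGE signaling there were 3 of 92 (*F3*, *Egr1* and *Il1a*, 1.42 from chance, adjusted p = 0.469, 0.0324–1 over the alternatives). The lowest of these, 0.0324, was reached without the liver labelled *Tshr* MKO replicate 1, and was the alternative that moved the result most. A list for non-alcoholic fatty liver disease was not made.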

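For Toll-like receptor signaling, 2 of 80 genes were past the thresholds in liver (*Cxcl10* and *Fos*, 1.24 from chance, adjusted p = 0.703, 0.356–1 over the alternatives), and for TNF signaling 3 of 83 (*Cxcl10*, *Socs3* and *Fos*, 1.28 from chance, adjusted p = 0.469, 0.139–1 over the alternatives). As whole sets, the camera test gave an adjusted p of 0.182 for Toll-like receptor signaling and 0.0721 for TNF signaling. NF-κB signaling (adjusted p = 0.0140) and AGE–RAGE signaling (0.0405) were lower in livers labelled *Tshr* MKO, a direction that follows the labels of the libraries and not the headings of Supplementary Table 1. Both calls were lost with the estimated correlation (adjusted p = 0.258 and 0.484) and with fry (0.214 and 0.418). Preranked GSEA kept NF-κB signaling (2.8e-04) and lost AGE–RAGE signaling (0.145).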

**Fig. 5:**
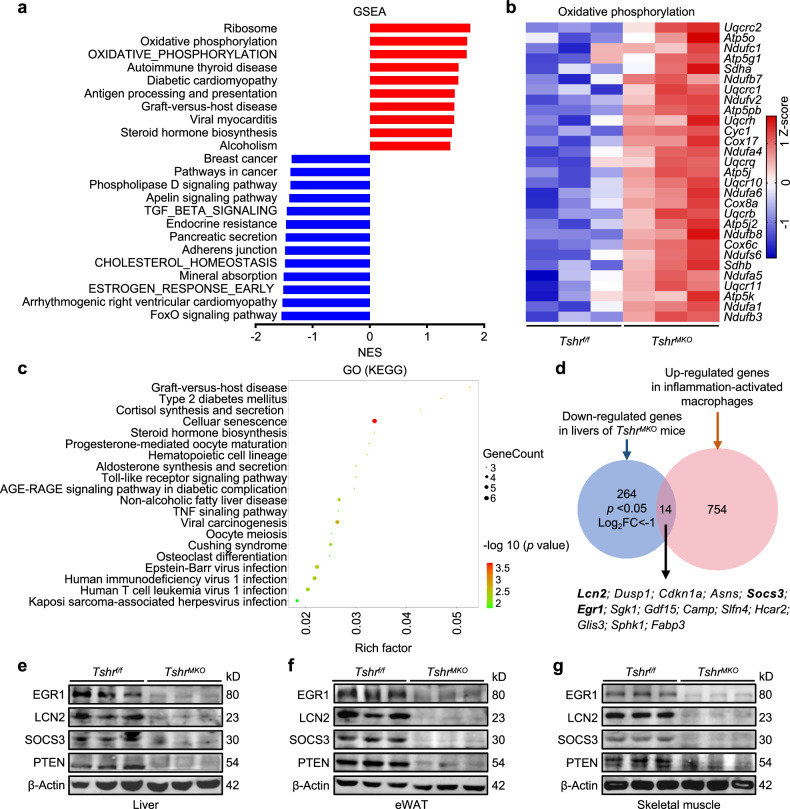
Improvement of HFD-induced metabolic disorders in liver by myeloid *Tshr* deficiency. *Tshr*^*MKO*^ mice and age-matched *Tshr*^*f/f*^ littermates (male, 6 weeks old) were fed with HFD for 9 weeks. They were then euthanized upon insulin administration (1.5 U/kg) for 5 min after 8 h fasting. **a** GSEA of mRNA sequencing data in livers of HFD-fed *Tshr*^*f/f*^ and *Tshr*^*MKO*^ mice (*n* = 3). **b** A heatmap of the oxidative phosphorylation members in livers determined by mRNA sequencing (*n* = 3). **c** GO analysis of differential genes from mRNA sequencing data in livers of HFD-fed *Tshr*^*f/f*^ and *Tshr*^*MKO*^ mice (*n* = 3). **d** A Venn diagram showing overlap of 264 downregulated genes in livers of *Tshr*^*MKO*^ mice and 754 upregulated genes in inflammation-activated macrophages. The protein levels of EGR1, SOCS3, LCN2 and PTEN in liver (**e**), eWAT (**f**) and skeletal muscle (**g**) of HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice were determined by western blotting analysis. β-Actin was used as a loading control (*n* = 3).

To define the specific mechanism by which TSH-activated proinflammatory macrophages induces insulin resistance in liver, 264 downregulated differential genes in liver of *Tshr*^*MKO*^ mice were intersected with 754 upregulated differential genes in inflammation-activated macrophages^39,40^, thereby screening 14 genes (Fig. 5d). Among them, we targeted early growth response 1 (*Egr1*), lipocalin 2 (*Lcn2*) and suppressor of cytokine signaling 3 (*Socs3*), which were relatively high abundant in liver, adipose tissue and skeletal muscle based on human protein atlas and mouse genome informatics database and have been indicated to induce insulin resistance by suppressing the insulin signaling pathway^41–45^. 

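With edgeR and the same thresholds, 129 genes were lower in livers labelled *Tshr* MKO, between 108 (without the liver labelled *Tshr* MKO replicate 1) and 196 (without the liver labelled *Tshr* f/f replicate 2) with 1 library left out. The alternative that moved this count most was the MARS model on summed counts, with 1005 genes, and DESeq2 gave 202. Of the 14 genes of the figure, 13 passed the filter on low counts and were all lower, and 11 of them were past the thresholds. *Camp* (−2.07, −0.78 without the liver labelled *Tshr* f/f replicate 1) and *Slfn4* (−1.04, −0.63 without the liver labelled *Tshr* MKO replicate 1) had an unadjusted p over 0.05 in edgeR and were not. *Fabp3* was left out by the filter, with 4, 8 and 2 counts in livers labelled *Tshr* f/f and 0 in the other 3, and was at least 1.62-fold lower. The number of the 14 past the thresholds was 6 without the liver labelled *Tshr* MKO replicate 1 and 7 without either the liver labelled *Tshr* f/f replicate 1 or that labelled *Tshr* MKO replicate 2, and 13 with DESeq2. The directions hold for the labels of the libraries, which Supplementary Table 1 contradicts.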

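*Egr1* (ENSMUSG00000038418, chromosome 18, 34859823–34864984) was at 35.0, 36.4 and 28.8 CPM in livers labelled *Tshr* f/f (mean ± SD 33.4 ± 4.01) and 11.0, 15.3 and 16.5 in those labelled *Tshr* MKO (14.3 ± 2.85), a log2 fold change of −1.23 (SE 0.17, edgeR adjusted p = 0.303), between −1.34 and −1.08 with a library left out, and the groups were separate. *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633–32388252) was at 1286, 91.6 and 225 CPM against 43.3, 28.1 and 137, a log2 fold change of −2.94 (SE 1.10, edgeR adjusted p = 0.437, −1.21 without the liver labelled *Tshr* f/f replicate 1). *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079–117970047) was at 40.7, 16.4 and 38.0 CPM against 6.45, 8.93 and 20.9, a log2 fold change of −1.40 (SE 0.52, edgeR adjusted p = 0.437), between −2.04 and −1.10 with a library left out. The groups overlapped for *Lcn2* and *Socs3*. Having intersected the genes lower in liver with those raised in inflammation-activated macrophages, the paper targets these genes for their abundance in databases and for earlier reports that they suppress insulin signaling. The headings of Supplementary Table 1 would turn the directions around. The paper reports these genes as lower in livers of *Tshr* MKO mice by qRT-PCR and western blotting as well, which is the direction of the labels.

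**Figure D2:**
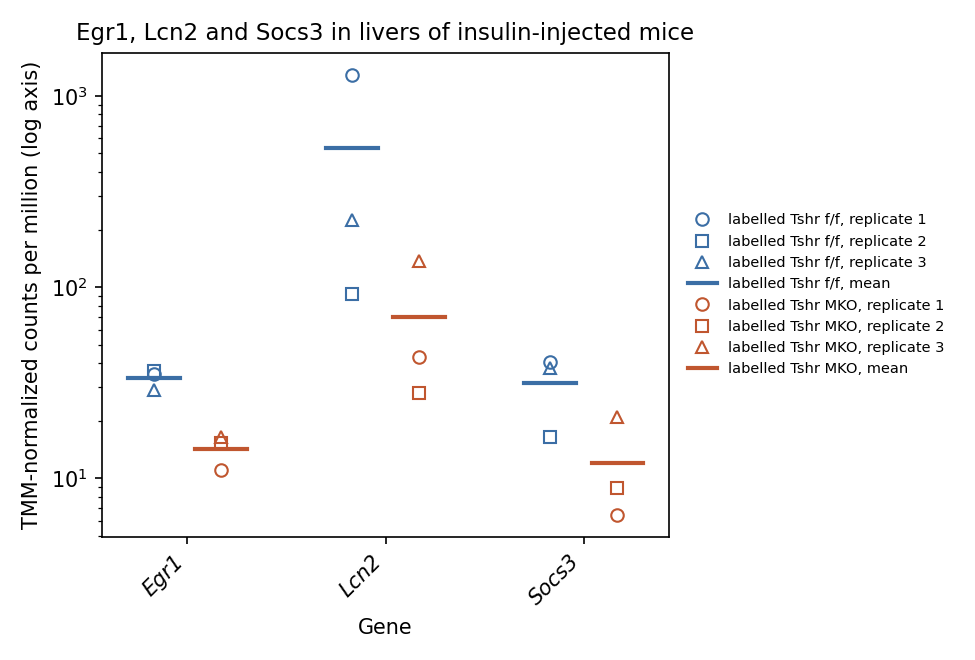
TMM-normalized CPM on a log axis for *Egr1*, *Lcn2* and *Socs3*, with genes along the horizontal axis. Blue symbols are livers labelled *Tshr* f/f and orange symbols livers labelled *Tshr* MKO, each point is 1 liver (circle, square and triangle for replicates 1, 2 and 3), and lines are group means. The groups are apart for *Egr1* and overlap for *Lcn2* and *Socs3*.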

More importantly, *EGR1*^46–49^, *LCN2*^50^ and *SOCS3*^51^ could be upregulated by IL-1α, IL-1β and IL-6 in immune or cancer cells by activating the NF-κB or STAT3 signaling pathway. To validate the above mRNA sequencing results, we examined mRNA expression of *Egr1*, *Lcn2* and *Socs3* in liver, eWAT and skeletal muscle of HFD-fed *Tshr*^*f/f*^ and *Tshr*^*MKO*^ mice and found that these molecules were significantly reduced in these tissues of HFD-fed *Tshr*^*MKO*^ mice compared with *Tshr*^*f/f*^ mice (Supplementary Fig. 16). This was also supported by the results of western blotting (Fig. 5e–g). In addition, the levels of *PTEN* as a downstream target of *EGR1* (ref. ^52^) were decreased in liver, eWAT and skeletal muscle of HFD-fed *Tshr*^*MKO*^ mice in comparison with *Tshr*^*f/f*^ mice (Fig. 5e–g). These results demonstrate the regulatory effect of myeloid *Tshr* deficiency on *EGR1*, *LCN2* and *SOCS3* of insulin target tissues.

### IL-1α, Il-1β and IL-6 from TSH-activated macrophages upregulate *Egr1*, *Lcn2* and *Socs3* and induce insulin resistance in hepatic, adipose and skeletal muscle cells

To clarify the causality relationship between cytokines IL-1α, IL-1β and IL-6 from macrophages and insulin resistance, we co-cultured primary hepatocytes with BMDMs and treated them with different combinations of insulin, TSH, IL-1 blocker IL-1RA or IL-6 blocker IL-6ST. The results showed that TSH decreased the levels of insulin signaling pathway-related molecules p-IRS1 and p-AKT while increasing the levels of insulin resistance-related molecules p-p65 and p-STAT3 (Fig. 6a). Expectedly, the protein levels of EGR1, LCN2, SOCS3 and PTEN were upregulated when primary hepatocytes were co-cultured with TSH-stimulated BMDMs, and this effect could be reversed by IL-1 blocker IL-1RA or IL-6 blocker IL-6ST (Fig. 6a), also supported by the results in differentiated 3T3-L1 adipocytes (Fig. 6b) and L6 skeletal muscle cells (Fig. 6c). In addition, we also observed that mRNA levels of *Egr1*, Lcn2, *Socs3* and *Pten* were substantially upregulated in primary hepatocytes co-cultured with TSH-stimulated BMDMs, while this effect could also be reversed by IL-1RA or IL-6ST (Fig. 6d). The above findings indicate that cytokines IL-1α, IL-1β and IL-6 from TSH-activated macrophages upregulate the levels of *EGR1*, *LCN2* and *SOCS3* via the activation of NF-κB and STAT3 signaling pathways, thereby inducing insulin resistance in hepatic, adipose and skeletal muscle cells. However, the regulatory relationship among *EGR1*, *LCN2* and *SOCS3* is still unknown.

**Fig. 6:**
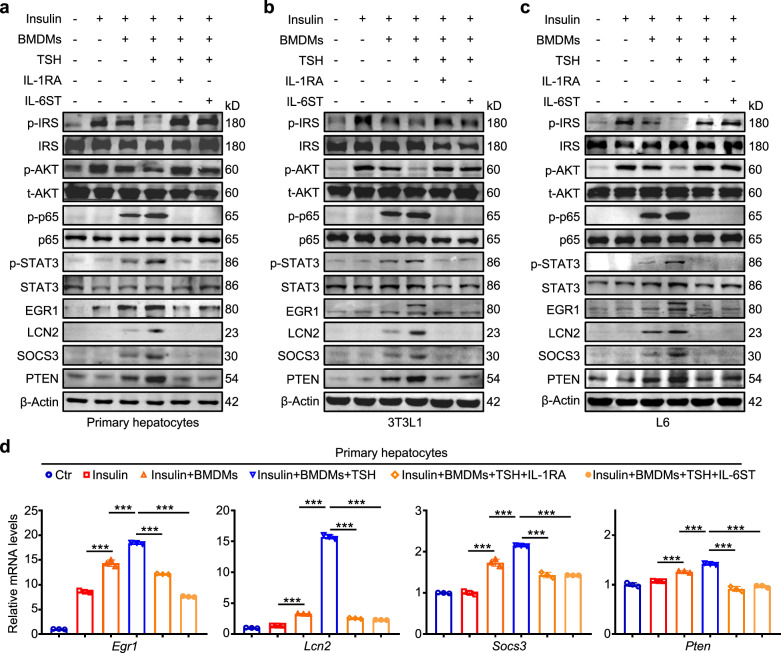
TSH-activated macrophages upregulate *Egr1*, *Lcn2* and *Socs3* and aggravate insulin resistance in hepatic, adipose and skeletal muscle cells via IL-1α, IL-1β and IL-6. Primary hepatocytes, 3T3L1-differentiated adipocytes and L6-differentiated skeletal muscle cells were co-cultivated with wild-type BMDMs stimulated by 1 ng/mL TSH for 24 h and simultaneously treated by 10 ng/mL IL-1RA or IL-6ST for 48 h, followed by 100 nM insulin stimulation for 15 min. **a**–**c** The levels of p-IRS1, IRS1, p-AKT, t-AKT, p-p65, p65, p-STAT3, STAT3, EGR1, LCN2, SOCS3 and PTEN in primary hepatocytes (**a**), 3T3L1-differentiated adipocytes (**b**) and L6-differentiated skeletal muscle cells (**c**) were then determined by western blotting analysis. β-Actin was used as a loading control. **d** The mRNA levels of *Egr1*, *Lcn2*, *Socs3* and *Pten* were determined by qRT-PCR in primary hepatocytes with the indicated treatments. *β-Actin* was used as an internal control (*n* = 3). Data are presented as mean ± s.d. ***P < 0.001 (one-way ANOVA for **d**).

### EGR1 transcriptionally activates *LCN*2 and *SOCS3* to aggravate insulin resistance

Using the JASPAR database, transcription factor EGR1 was predicted to bind to the promoters of *LCN2* and *SOCS3* (Supplementary Fig. 17a,b, top). It is suggested that EGR1 may transcriptionally regulate *LCN2* and *SOCS3*, thereby impeding the insulin signaling pathway^43,44,53,54^. To prove this, we next knocked down *EGR1* in HepG2 cells stimulated by insulin, and treated *EGR1*-knockdown cells and their control cells with IL-1α. The results showed that *EGR1* knockdown reversed a decrease in the levels of p-IRS1 and p-AKT and an increase in the levels of p-p65, p-STAT3, LCN2, SOCS3 and PTEN induced by IL-1α (Fig. 7a). As expected, we found that *EGR1* knockdown also reversed IL-1α-induced increase in the mRNA levels of *LCN2*, *SOCS3* and *PTEN* (Fig. 7b). The above findings indicate that IL-1α-mediated upregulation of EGR1 promotes insulin resistance probably by transcriptionally activating *LCN2*, *SOCS3* and *PTEN*.

**Fig. 7:**
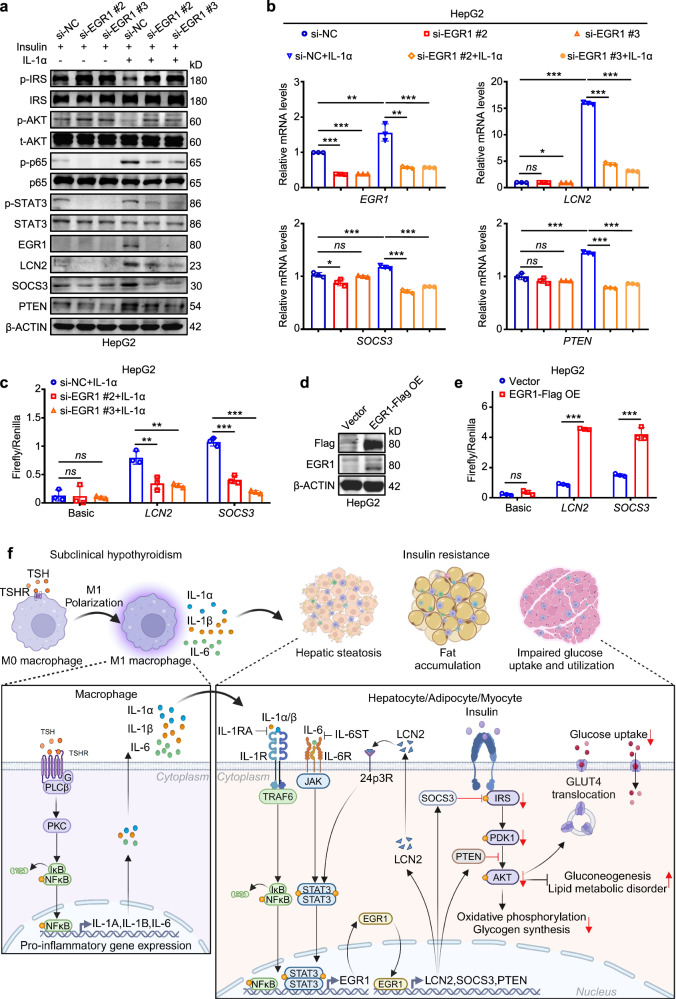
EGR1 aggravates insulin resistance by transcriptionally activating *LCN2* and *SOCS3.* *EGR1*-knockdown HepG2 cells and their control cells were treated with PBS or 10 ng/mL IL-1α for 48 h and then stimulated by 100 nM insulin for 15 min. **a** The levels of p-IRS1, IRS1, p-AKT, t-AKT, p-p65, p65, p-STAT3, STAT3, EGR1, LCN2, SOCS3 and PTEN were determined by western blotting analysis. **b** The mRNA levels of *EGR1*, *LCN2*, *SOCS3* and *PTEN* in HepG2 cells with the indicated treatments (*n* = 3). **c** PGL3.0 plasmids inserted the promoter of *LCN2* or *SOCS3* were co-transfected with pRL-TK plasmid into *EGR1*-knockdown HepG2 cells or control cells, which were treated with 10 ng/mL IL-1α for 48 h. The promoter transcriptional activity of *LCN2* and *SOCS3* was determined by the dual-fluorescence reporter system (*n* = 3). **d** The protein levels of *EGR1* and Flag in *EGR1*-overexpressing HepG2 cells or control cells. **e** PGL3.0 plasmids inserted the promoter of *LCN2* or *SOCS3* were co-transfected with pRL-TK plasmid into *EGR1*-overexpressing HepG2 cells or control cells. The promoter transcriptional activity of *LCN2* and *SOCS3* was determined by the dual-fluorescence reporter system. Luciferase activity was normalized to Renilla luciferase activity (*n* = 3). **f** A schematic model for TSH triggering macrophage inflammation to exacerbate insulin resistance in SH. Data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant (one-way ANOVA for **b**, **c** and **e**).

To further determine the transcriptional regulatory effect of EGR1 on *LCN2* and *SOCS3*, we inserted the promoter of *LCN2* or *SOCS3* into PGL3.0 plasmid and co-transfected them with pRL-TK plasmid in HepG2 cells (Supplementary Fig. 17a,b, bottom). We next performed the dual-fluorescence reporter assay and found that *EGR1* knockdown dramatically decreased the promoter activity of *LCN2* and *SOCS3* compared with the control (Fig. 7c). We also ectopically expressed EGR1-Flag in HepG2 cells (Fig. 7d) and demonstrated that *EGR1* overexpression expectedly increased the promoter activity of *LCN2* and *SOCS3* in HepG2 cells (Fig. 7e). Besides, we performed the chromatin immunoprecipitation assays to determine whether EGR1 directly binds to the promoters of *LCN2* and *SOCS3* in HepG2 cells. Immunoprecipitated chromosomal DNA was subjected to quantitative PCR using the primers that were designed to amplify different promoter regions of *LCN2* and *SOCS3* containing the predicted EGR1 binding sites by the JASPAR database (Supplementary Fig. 17a,b). The results showed that the above promoter regions of *LCN2* and *SOCS3* were significantly enriched by anti-Flag antibody in the EGR1-Flag-overexpressing HepG2 cells compared with control cells (Supplementary Fig. 17c,d). These results, taken together, indicate that *LCN2* and *SOCS3* are direct downstream targets of transcription factor EGR1.

In summary, we proposed a model to illustrate how TSH aggravates insulin resistance in SH (Fig. 7f). Specifically, elevated TSH levels in patients with SH activate the NF-κB signaling pathway in macrophages to promote their M1 polarization and the secretion of IL-1α, IL-1β and IL-6. These cytokines cause the upregulation of *EGR1* in liver, adipose and skeletal muscle cells by activating NF-κB and STAT3 signaling pathways. EGR1 as a transcription factor directly activates the transcription of its downstream targets *LCN2*, *SOCS3* and *PTEN* to impair the insulin signaling pathway in insulin target cells. As a result, hepatic oxidative phosphorylation and glycogen synthesis are downregulated, but hepatic gluconeogenesis and lipid metabolic disorders are upregulated, leading to hepatic steatosis and fat accumulation. Also, reduced AKT activity causes a decrease in glucose uptake and utilization in adipose and skeletal muscle cells by impeding the membrane localization of GLUT4, thus aggravating insulin resistance in patients with SH.

### Validation of TSH-induced insulin resistance in patients with SH

To verify whether patients with SH could have similar patterns in macrophage polarization markers and cytokine levels, we collected peripheral blood samples from patients with SH and healthy controls and measured the levels of IL-1α, IL-1β, IL-6, glycated hemoglobin (GHb) and fasting plasma glucose (FPG). The results showed that the above indexes in patients with SH were higher than those in healthy controls (Fig. 8a–e). Also, we demonstrated that there were positive associations of the levels of IL-1α, IL-1β, IL-6, GHb and FPG with TSH levels in patients with SH (Fig. 8f–j). In addition, we used flow cytometry to evaluate the M1 polarization of peripheral blood mononuclear cell (PBMC)-derived macrophages, which were induced by macrophage colony-stimulating factor and stimulated with the serum from patients with SH or healthy controls. The results showed that the serum from patients with SH more significantly increased the percentage of CD11b^+^CD68^+^ macrophages and CD80^+^ M1 macrophages compared with that from healthy controls (Fig. 8k). Collectively, these findings in human samples strongly support our conclusions from murine models.

**Fig. 8:**
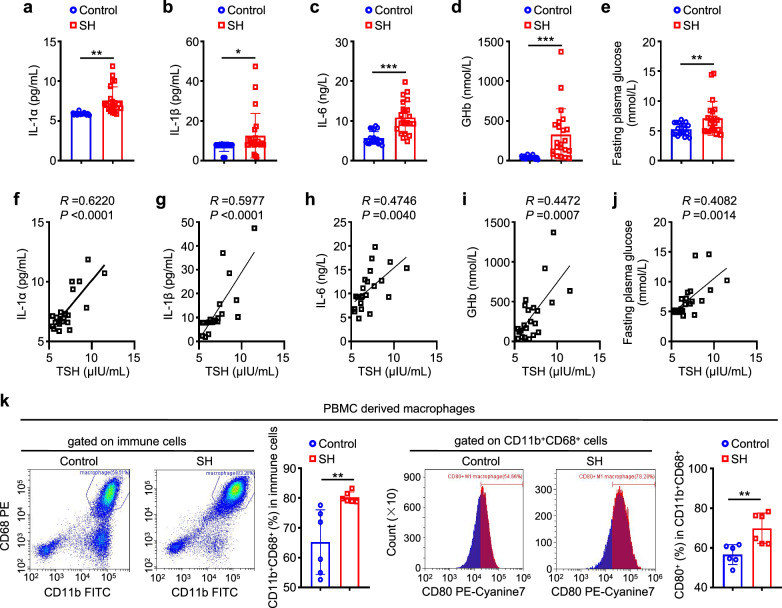
Validation of TSH-triggered insulin resistance in patients with SH. **a**–**e** The levels of IL-1α (**a**), IL-1β (**b**), IL-6 (**c**), GHb (**d**) and FPG (**e**) in the serum from patients with SH and healthy controls (*n* = 20). **f**–**j** Correlations of the levels of IL-1α (**f**), IL-1β (**g**), IL-6 (**h**), GHb (**i**) and FPG (**j**) with TSH levels in patients with SH (*n* = 20). PBMC-derived macrophages were treated with 50 ng/mL of human macrophage colony-stimulating factor (hM-CSF) for 7 days, accompanied by stimulation with the serum from patients with SH and healthy controls. Flow cytometry was then used to determine their effect on macrophage differentiation and M1 polarization. **k** The percentage of CD11b^+^CD68^+^ macrophages from the immune cell gate and CD80^+^ macrophages from the CD11b^+^ CD68^+^ cell gate (*n* = 6). Data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 (unpaired two-tailed Student’s *t*-test for **a**–**e** and **k**; Pearson linear correlation analysis for **f**–**j**).

## Discussion

Thyroid dysfunction and diabetes mellitus are two of the most frequent chronic endocrine disorders with variable prevalence among different populations^3^. In the long early stages of these diseases, the patients can be asymptomatic and, therefore, undiagnosed and untreated, leading to important adverse events^5,6^. The risk of insulin resistance or T2DM is increased among patients with SH, and the TSH levels, even within the normal reference range, are an additional risk factor of incident T2DM^8–11^. In SH, the levels of thyroid hormone remain normal and only TSH levels are increased. This suggests that TSH may also contribute to insulin resistance independent of its effect on thyroid hormones. In addition, *TSHR* expression was highest in macrophages except for thyroid follicular cells, and M1 polarization of macrophages has been shown to be critically involved in insulin resistance^19,20^. We thus speculate that increased TSH levels may aggravate insulin resistance by promoting M1 polarization of macrophages in SH.

To validate the above scientific hypothesis, we established *Tshr*^*MKO*^ mice to test the effect of the TSH–TSHR signaling pathway in macrophages on insulin sensitivity. Our data indicated a significant decrease of the infiltrated M1 macrophages in liver, adipose and skeletal muscle tissues of HFD-fed *Tshr*^*MKO*^ mice. Moreover, we also found that M1 polarization of macrophages and ROS levels were decreased in *Tshr*-deficient BMDMs despite TSH stimulation. Likewise, the levels of p-p65 were decreased in *Tshr*-deficient BMDMs, which was supported by GO analysis of mRNA sequencing in *Tshr*^*MKO*^- and *Tshr*^*f/f*^-derived BMDMs. 

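In the counts of the BMDMs, 62 of 87 NF-κB signaling genes tested were lower in *Tshr* MKO libraries, with a median log2 fold change of −0.33 (camera with the preset correlation, adjusted p = 1.3e-04, 0.502 with the estimated correlation and 0.311 with fry). The normalized enrichment score in preranked GSEA was −2.34 (adjusted p = 9.4e-11).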

The mRNA sequencing data also indicated that the expression of 15 cytokines was different between *Tshr*^*MKO*^- and *Tshr*^*f/f*^-derived BMDMs. Furthermore, among the corresponding receptors of these 15 cytokines, IL-1α/β receptor *IL-1r1*, IL-6 receptor *IL-6ra* and TNF receptor *Tnfrsf1a* have been shown to be the most abundant in liver and to aggravate insulin resistance^33–37^. 

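Of the 14 tested, 14 were past the thresholds of the paper, and over the alternatives between 11 (DESeq2, and without *Tshr* MKO replicate 2) and 15 (no filter on low counts, all 12 libraries in a fit, MARS, and without *Tshr* f/f replicate 2). Adjusted over all genes, 0 of the 14 had a p under 0.05 in edgeR (0.218–0.267, with 14 at an unadjusted p under 0.05). With DESeq2, 10 were under 0.05 after adjustment. Adjusted over the list alone, 14 passed (0.0146–0.0431), which is not independent evidence because the study picked the list on these libraries, and 0 passed without *Tshr* MKO replicate 1 or without *Tshr* MKO replicate 2, 11 without *Tshr* f/f replicate 3 and 15 without *Tshr* f/f replicate 2. The median log2 fold change of the list was −5.43, and −3.37 without *Tshr* f/f replicate 3. From its data together, among them qRT-PCR in which TSH raised *Il1a*, *Il1b* and *Il6* mRNA in *Tshr* f/f BMDMs and *Tshr* knockout reversed the rise (Fig. 4h), the paper concludes that TSH turns on inflammatory signaling in macrophages and their secretion of IL-1α, IL-1β and IL-6.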

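Counts divided by exon length gave 969 per kilobase for *Tnfrsf1a*, 775 for *Il1r1*, 538 for *Tnfrsf1b* and 491 for *Il6ra*, and 12.5 for *Il12rb1* in the next place. In TMM-normalized units the 4 were at 76.2, 151, 61.3 and 126 CPM in that order. The same 4 receptors ranked highest in each of the units, while the order among them changed.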

As supported, serum levels of IL-1α, IL-1β and IL-6 were significantly reduced in HFD-fed *Tshr*^*MKO*^ mice in comparison with control mice.

To gain mechanistic insight into the protective action of myeloid *Tshr* deficiency against HFD-induced insulin resistance, we performed comparative liver transcriptome in HFD-fed *Tshr*^*MKO*^ mice versus *Tshr*^*f/f*^ mice. In the 250 downregulated differentially expressed genes, 14 genes could be upregulated in response to inflammation activation^39,40^. Among them, *Egr1*, *Lcn2* and *Socs3* were more abundant in liver and closely associated with insulin resistance. 

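Of the 13 genes of this list that were tested, 0 had an adjusted p under 0.05 over all genes in edgeR, with 11 at an unadjusted p under 0.05. Adjusted over the list alone, 9 passed, and 5 without the liver labelled *Tshr* MKO replicate 1, which is not independent evidence because the study picked the list on these livers. *Dusp1* changed by −1.74 (SE 0.14, edgeR adjusted p = 0.0634). Without the liver labelled *Tshr* f/f replicate 2 its adjusted p was 0.0486 (0.0486–0.366 with any library left out). *Cdkn1a* changed by −1.92 (adjusted p = 0.151) and *Asns* by −2.38 (adjusted p = 0.419, −0.99 without the liver labelled *Tshr* f/f replicate 1).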

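By median over the 6 livers, *Lcn2* (115 CPM) ranked first of the 14 genes, *Egr1* (22.6 CPM) was in place 5 and *Socs3* (18.6 CPM) in place 6. *Dusp1* (97.9 CPM), *Cdkn1a* (54.1 CPM) and *Sgk1* (26.6 CPM) lay between *Lcn2* and *Egr1*. The mean of *Lcn2* was 302 CPM, with 1286 CPM in the liver labelled *Tshr* f/f replicate 1.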

Previous studies have shown that *EGR1* as a transcription factor induces insulin resistance by activating the transcription of *PTEN*^52^, *PEPCK1*^55^ and *TNFα*^56^. *LCN2* as an inflammatory marker can activate the STAT3 signaling pathway by its receptor 24p3R to exacerbate insulin resistance, nonalcoholic steatohepatitis and obesity^43,54^. *SOCS3* has been demonstrated to induce IRS1 degradation and transform phosphorylation from tyrosine 895 to serine 307, inhibiting Akt phosphorylation and subsequently promoting insulin resistance^44,45^. Besides, in primary hepatocytes, 3T3L1-differentiated adipocytes and L6-differentiated skeletal muscle cells co-cultured with wild-type BMDMs, TSH stimulation caused an increase in the protein and mRNA levels of *Egr1*, *Lcn2* and *Socs3*, which was accompanied by a decrease in the levels of insulin signaling pathway-related molecules such as p-IRS1 and p-AKT and an increase in the levels of insulin resistance-related molecules such as p-p65 and p-STAT3. These effects could be reversed by IL-1α/β blocker IL-1RA or IL-6 blocker IL-6ST.

*EGR1* as a transcription factor was predicted to bind to the promoters of *LCN2* and *SOCS3*. Furthermore, knocking down *EGR1* in HepG2 cells reversed an increase in the expression of *LCN2* and *SOCS3* and levels of insulin resistance-related molecules p-p65 and p-STAT3 as well as a decrease in the levels of insulin signaling pathway-related molecules p-IRS1 and p-AKT, which were induced by IL-1α. In addition, Further studies identified that *LCN2* and *SOCS3* were the downstream targets of *EGR1*. The above findings suggest that IL-1α, IL-1β and IL-6 secreted from M1-polarized macrophages stimulated by abnormally elevated TSH upregulate *EGR1* expression, transcriptionally activating *LCN2* and *SOCS3* and aggravating insulin resistance in hepatic, adipose and skeletal muscle cells. Our study thus provides strong evidence for the link between SH and insulin resistance.

Similar to the results of the present study, a previous study elucidated that TSH aggravated vascular inflammation and thus contributed to atherogenesis^18^. Another study also found that TSH enhanced the activities of NF-κB and the extracellular signal-regulated kinase (ERK)-p38 signaling pathways in macrophages by activating the TSHR-G protein-coupled receptor signaling axis, promoting their M1-type polarization^13^. As supported, increased levels of macrophage infiltration in liver tissues were found in a rat model of thyroidectomy-induced SH^57^. In addition, there is also evidence showing that cytokines such as IL-1α, IL-6, TNF, INF and CCL2 from proinflammatory macrophages impair metabolic homeostasis^58^. These observations further support our conclusions.

What are the clinical implications of these findings? There is increasing evidence indicating that elevated TSH levels in SH are strongly associated with increased risk of developing obesity and type 2 diabetes^8–11^. These findings were confirmed across multiple ethnic groups, underscoring the physiological importance of TSH in metabolic diseases. Furthermore, several clinical studies showed that a progressive increase in TSH was independently associated with the risk of developing T2D regardless of sex and thyroid autoimmunity, indicating that SH and T2DM are not concomitant results of autoimmune disorders^11^. Nonetheless, these clinical studies fail to reveal the cell type and specific mechanisms, which are responsible for insulin resistance. In the present study, the causal relationship between TSH-mediated M1 polarization of macrophages and insulin resistance was demonstrated using myeloid-specific *Tshr*-knockout mice and a co-cultivation system.

Our data also revealed a proinflammatory effect of TSH on macrophages, further confirming its pathophysiological significance in insulin resistance. Thus, the present study will provide mechanistic insights into the predisposition to insulin resistance in SH and come up with a previously unrecognized role of TSH in metabolic disorders. The mechanism of insulin resistance caused by TSH-activated macrophage inflammation suggests that patients with SH should be screened for inflammatory markers and blood glucose to achieve early diagnosis and avoid serious consequences. Our results also suggest that blocking proinflammation cytokines from abnormal macrophages activated by TSH can improve insulin sensitivity and metabolism to prevent the development of T2DM in patients with SH.

We would like to acknowledge the limitations of the present study. Due to the ubiquitous nature of macrophages in tissue distribution, the Lys2–Cre system is expected to mediate the deletion of loxP-floxed *Tshr* gene in macrophages throughout the body. Here, we focused on the TSH–TSHR signaling pathway in the infiltrated macrophages in liver, adipose and skeletal muscle tissues, owing to the fact that infiltrating macrophages in these tissues account for >90% of the total number of macrophages in the body and are the main source of circulating cytokines. The brain also contains macrophages, known as microglial cells, which have been shown to modulate central inflammation, locomotor activity and feeding in mice^59^. Thus, myeloid *Tshr* depletion in other tissues, including the brain, may also affect HFD-induced weight gain and insulin resistance in mice. Another variable is urinary glucose excretion, an alternative route whereby the body can expend calories^60^. It is possible that hyperglycemia will lead to greater expenditure of calories through urinary glucose excretion in HFD-fed mice. This effect may affect the body weight and energy balance of HFD-fed *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice. Moreover, we have focused on cytokines from TSH-activated macrophages and ignored exosomes, which can also modulate insulin sensitivity^31^.

In conclusion, the present study demonstrates that TSH exacerbates insulin resistance by triggering macrophage inflammation in patients with SH, thus explaining an important clinical phenomenon that patients with SH are more susceptible to insulin resistance. Notably, although we do not observe any changes in food intake and water drinking between male *Tshr*^*MKO*^ and *Tshr*^*f/f*^ mice, more evidence is needed to determine the role of the TSH–TSHR signaling pathway in microglia and its impact on central inflammation and energy homeostasis. Moreover, whether exosomes from TSH-activated macrophages aggravate insulin resistance also needs to be further investigated.

## Supplementary information

Supplementary Information

Raw Imaging

## Data Availability

mRNA sequencing data are available via NCBI Gene Expression Omnibus (GEO GSE275079). Supplementary Information accompanies the Article on the *Experimental & Molecular Medicine* website (http://www.nature.com/emm/).

## References

[1] Biondi, B., Cappola, A. R. & Cooper, D. S. Subclinical hypothyroidism: a review. *JAMA***322**, 153–160 (2019).31287527 10.1001/jama.2019.9052

[2] Vanderpump, M. P. J. et al. The incidence of thyroid disorders in the community: a twenty-year follow-up of the Whickham Survey. *Clin. Endocrinol.***43**, 55–68 (2008).10.1111/j.1365-2265.1995.tb01894.x7641412

[3] Canaris, G. J., Manowitz, N. R., Mayor, G. & Ridgway, E. C. The Colorado Thyroid Disease Prevalence Study. *Arch. Intern. Med.***160**, 526–534 (2000).10695693 10.1001/archinte.160.4.526

[4] Surks, M. I. et al. Subclinical thyroid disease. *JAMA***291**, 228–238 (2004).14722150 10.1001/jama.291.2.228

[5] Cooper, D. S. & Biondi, B. Subclinical thyroid disease. *Lancet***379**, 1142–1154 (2012).22273398 10.1016/S0140-6736(11)60276-6

[6] Biondi, B., Solomon, C. G. & Cooper, D. S. Subclinical hyperthyroidism. *N. Engl. J. Med.***378**, 2411–2419 (2018).29924956 10.1056/NEJMcp1709318

[7] Hatziagelaki, E., Paschou, S. A., Schön, M., Psaltopoulou, T. & Roden, M. NAFLD and thyroid function: pathophysiological and therapeutic considerations. *Trends Endocrinol. Metab.***33**, 755–768 (2022).36171155 10.1016/j.tem.2022.08.001

[8] Biondi, B., Kahaly, G. J. & Robertson, R. P. Thyroid dysfunction and diabetes mellitus: two closely associated disorders. *Endocr. Rev.***40**, 789–824 (2019).30649221 10.1210/er.2018-00163PMC6507635

[9] Yang, W. et al. Subclinical hypothyroidism increases insulin resistance in normoglycemic people. *Front. Endocrinol.***14**, 1106968 (2023).10.3389/fendo.2023.1106968PMC1035896837484968

[10] Jun, J. E. et al. TSH increment and the risk of incident type 2 diabetes mellitus in euthyroid subjects. *Endocrine***55**, 944–953 (2017).28042645 10.1007/s12020-016-1221-1

[11] Jun, J. E. et al. Association between changes in thyroid hormones and incident type 2 diabetes: a seven-year longitudinal study. *Thyroid***27**, 29–38 (2017).27809684 10.1089/thy.2016.0171

[12] Marians, R. C. et al. Defining thyrotropin-dependent and -independent steps of thyroid hormone synthesis by using thyrotropin receptor-null mice. *Proc. Natl Acad. Sci. USA***99**, 15776–15781 (2002).12432094 10.1073/pnas.242322099PMC137792

[13] Yang, C. et al. TSH activates macrophage inflammation by G13- and G15-dependent pathways. *Endocrinology***162**, bqab077 (2021).33851697 10.1210/endocr/bqab077

[14] Yu, Y. et al. Subclinical hypothyroidism is associated with elevated high-sensitive C-reactive protein among adult Taiwanese. *Endocrine***44**, 716–722 (2013).23468096 10.1007/s12020-013-9915-0

[15] Bayraktar, M. Serum resistin and high sensitive CRP levels in patients with subclinical hypothyroidism before and after l-thyroxine therapy. *Med. Sci. Monit.***19**, 210–215 (2013).23518675 10.12659/MSM.883847PMC3628353

[16] Vudu, S. & Behnke, A. C-reactive protein levels in patients with autoimmune hypothyroidism before and after levothyroxine treatment. *Cureus***15**, e50848 (2023).38249164 10.7759/cureus.50848PMC10798680

[17] Huang, B., Wen, W. & Ye, S. TSH–SPP1/TRβ–TSH positive feedback loop mediates fat deposition of hepatocyte: crosstalk between thyroid and liver. *Front. Immunol.***13**, 1009912 (2022).36300106 10.3389/fimmu.2022.1009912PMC9589424

[18] Yang, C. et al. Thyrotropin aggravates atherosclerosis by promoting macrophage inflammation in plaques. *J. Exp. Med.***219**, 1182–1198 (2022).10.1084/jem.20181473PMC650421330940720

[19] Xu, H. et al. Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. *J. Clin. Invest.***112**, 1821–1830 (2003).14679177 10.1172/JCI19451PMC296998

[20] Olefsky, J. M. & Glass, C. K. Macrophages, inflammation, and insulin resistance. *Annu. Rev. Physiol.***72**, 219–246 (2010).20148674 10.1146/annurev-physiol-021909-135846

[21] Huang, T. et al. Adipocyte-derived kynurenine promotes obesity and insulin resistance by activating the AhR/STAT3/IL-6 signaling. *Nat. Commun.***13**, 3489 (2022).35715443 10.1038/s41467-022-31126-5PMC9205899

[22] Hirosumi, J. et al. A central role for JNK in obesity and insulin resistance. *Nature***420**, 333–336 (2002).12447443 10.1038/nature01137

[23] Hundal, R. S. et al. Mechanism by which high-dose aspirin improves glucose metabolism in type 2 diabetes. *J. Clin. Invest.***109**, 1321–1326 (2002).12021247 10.1172/JCI14955PMC150979

[24] Shoelson, S. E. Inflammation and insulin resistance. *J. Clin. Invest.***116**, 1793–1801 (2006).16823477 10.1172/JCI29069PMC1483173

[25] Arkan, M. C. et al. IKK-β links inflammation to obesity-induced insulin resistance. *Nat. Med.***11**, 191–198 (2005).15685170 10.1038/nm1185

[26] Solinas, G. et al. JNK1 in hematopoietically derived cells contributes to diet-induced inflammation and insulin resistance without affecting obesity. *Cell Metab.***6**, 386–397 (2007).17983584 10.1016/j.cmet.2007.09.011

[27] Nguyen, M. T. A. et al. A subpopulation of macrophages infiltrates hypertrophic adipose tissue and is activated by free fatty acids via toll-like receptors 2 and 4 and JNK-dependent pathways. *J. Biol. Chem.***282**, 35279–35292 (2007).17916553 10.1074/jbc.M706762200

[28] Itani, S. I., Ruderman, N. B., Schmieder, F. & Boden, G. Lipid-induced insulin resistance in human muscle is associated with changes in diacylglycerol, protein kinase C, and IκB-α. *Diabetes***51**, 2005–2011 (2002).12086926 10.2337/diabetes.51.7.2005

[29] Heilbronn, L. & Campbell, L. Adipose tissue macrophages, low grade inflammation and insulin resistance in human obesity. *Curr. Pharm. Des.***14**, 1225–1230 (2008).18473870 10.2174/138161208784246153

[30] Weisberg, S. P. et al. Obesity is associated with macrophage accumulation in adipose tissue. *J. Clin. Invest.***112**, 1796–1808 (2003).14679176 10.1172/JCI19246PMC296995

[31] Fuchs, A. et al. Associations among adipose tissue immunology, inflammation, exosomes and insulin sensitivity in people with obesity and nonalcoholic fatty liver disease. *Gastroenterology***161**, 968–981 (2021).34004161 10.1053/j.gastro.2021.05.008PMC8900214

[32] Manowsky, J., Camargo, R. G., Kipp, A. P., Henkel, J. & Püschel, G. P. Insulin-induced cytokine production in macrophages causes insulin resistance in hepatocytes. *Am. J. Physiol. Endocrinol. Metab.***310**, E938–E946 (2016).27094035 10.1152/ajpendo.00427.2015

[33] Kim, H. et al. Differential effects of interleukin-6 and -10 on skeletal muscle and liver insulin action in vivo. *Diabetes***53**, 1060–1067 (2004).15047622 10.2337/diabetes.53.4.1060

[34] Lambertucci, F. et al. Disruption of tumor necrosis factor alpha receptor 1 signaling accelerates NAFLD progression in mice upon a high-fat diet. *J. Nutr. Biochem.***58**, 17–27 (2018).29860102 10.1016/j.jnutbio.2018.04.013

[35] Errafii, K., Boujraf, S. & Chikri, M. Transcriptomic analysis from normal glucose tolerance to T2D of obese individuals using bioinformatic tools. *Int. J. Mol. Sci.***24**, 6337 (2023).37047308 10.3390/ijms24076337PMC10093815

[36] van den Hoek, A. M. et al. Unraveling the transcriptional dynamics of NASH pathogenesis affecting atherosclerosis. *Int. J. Mol. Sci.***23**, 8229 (2022).35897797 10.3390/ijms23158229PMC9331250

[37] Nguyen‐Ngo, C., Willcox, J. C. & Lappas, M. Anti-diabetic, anti-inflammatory, and anti-oxidant effects of naringenin in an in vitro human model and an in vivo murine model of gestational diabetes mellitus. *Mol. Nutr. Food Res.***63**, e1900224 (2019).31343820 10.1002/mnfr.201900224

[38] Muzurović, E., Mikhailidis, D. P. & Mantzoros, C. Non-alcoholic fatty liver disease, insulin resistance, metabolic syndrome and their association with vascular risk. *Metabolism***119**, 154770 (2021).33864798 10.1016/j.metabol.2021.154770

[39] Nau, G. J. et al. Human macrophage activation programs induced by bacterial pathogens. *Proc. Natl Acad. Sci. USA***99**, 1503–1508 (2002).11805289 10.1073/pnas.022649799PMC122220

[40] Takiguchi, H. et al. Macrophages with reduced expressions of classical M1 and M2 surface markers in human bronchoalveolar lavage fluid exhibit pro-inflammatory gene signatures. *Sci. Rep.***11**, 8282 (2021).33859282 10.1038/s41598-021-87720-yPMC8050093

[41] Shen, N. et al. An early response transcription factor, Egr-1, enhances insulin resistance in type 2 diabetes with chronic hyperinsulinism. *J. Biol. Chem.***286**, 14508–14515 (2011).21321112 10.1074/jbc.M110.190165PMC3077649

[42] Wu, J. et al. Egr-1 transcriptionally activates protein phosphatase PTP1B to facilitate hyperinsulinemia-induced insulin resistance in the liver in type 2 diabetes. *FEBS Lett.***593**, 3054–3063 (2019).31309546 10.1002/1873-3468.13537

[43] Yan, Q. et al. The adipokine lipocalin 2 is regulated by obesity and promotes insulin resistance. *Diabetes***56**, 2533–2540 (2007).17639021 10.2337/db07-0007

[44] Xu, T. et al. Angptl7 promotes insulin resistance and type 2 diabetes mellitus by multiple mechanisms including SOCS3‐mediated IRS1 degradation. *FASEB J.***34**, 13548–13560 (2020).32786125 10.1096/fj.202000246RR

[45] Song, H., Huang, Q., Zhang, Y. & Shen, X. Wheat germ peptide improves glucose metabolism and insulin resistance in HepG2 hepatocytes via regulating SOCS3/IRS1/Akt pathway. *Nutr. Res.***120**, 135–144 (2023).38000279 10.1016/j.nutres.2023.10.005

[46] Chaudhary, L., Cheng, S. & Avioli, L. Induction of early growth response-1 gene by interleukin-1 beta and tumor necrosis factor- alpha in normal human bone marrow stromal and osteoblastic cells: regulation by a protein kinase C inhibitor. *Mol. Cell. Biochem.***156**, 69–77 (1996).8709978 10.1007/BF00239321

[47] Fitzgerald, K. A. & O’Neill, L. A. Characterization of CD44 induction by IL-1: a critical role for Egr-1. *J. Immunol.***162**, 4920–4927 (1999).10202038

[48] Zheng, C. et al. E2F1 induces tumor cell survival via nuclear factor-κB–dependent induction of EGR1 transcription in prostate cancer cells. *Cancer Res.***69**, 2324–2331 (2009).19276347 10.1158/0008-5472.CAN-08-4113

[49] Bongartz, H., Seiß, E. A., Bock, J. & Schaper, F. Glucocorticoids attenuate interleukin-6-induced c-Fos and Egr1 expression and impair neuritogenesis in PC12 cells. *J. Neurochem.***157**, 532–549 (2021).33454999 10.1111/jnc.15305

[50] Xu, A. et al. Lipocalin-2 is an inflammatory marker closely associated with obesity, insulin resistance, and hyperglycemia in humans. *Clin. Chem.***53**, 34–41 (2007).17040956 10.1373/clinchem.2006.075614

[51] Shi, M. et al. Estrogen receptor-regulated SOCS3 modulation via JAK2/STAT3 pathway is involved in BPF-induced M1 polarization of macrophages. *Toxicology***433-434**, 152404 (2020).32044397 10.1016/j.tox.2020.152404

[52] Kim, J. et al. EGR1-dependent PTEN upregulation by 2-benzoyloxycinnamaldehyde attenuates cell invasion and EMT in colon cancer. *Cancer Lett.***349**, 35–44 (2014).24704156 10.1016/j.canlet.2014.03.025

[53] Jorgensen, S. B. et al. Deletion of skeletal muscle SOCS3 prevents insulin resistance in obesity. *Diabetes***62**, 56–64 (2013).22961088 10.2337/db12-0443PMC3526029

[54] Kim, K. E. et al. Lipocalin‐2 activates hepatic stellate cells and promotes nonalcoholic steatohepatitis in high‐fat diet–fed Ob/Ob mice. *Hepatology***77**, 888–901 (2022).10.1002/hep.32569PMC993698035560370

[55] Jia, R. B. et al. Mitigation mechanisms of Hizikia fusifarme polysaccharide consumption on type 2 diabetes in rats. *Int. J. Biol. Macromol.***164**, 2659–2670 (2020).32846181 10.1016/j.ijbiomac.2020.08.154

[56] Zhang, J. et al. Dietary obesity-induced Egr-1 in adipocytes facilitates energy storage via suppression of FOXC2. *Sci. Rep.***3**, 1476 (2013).23502673 10.1038/srep01476PMC3600596

[57] Bao, S., Li, F., Duan, L., Li, J. & Jiang, X. Thyroid-stimulating hormone may participate in insulin resistance by activating toll-like receptor 4 in liver tissues of subclinical hypothyroid rats. *Mol. Biol. Rep.***50**, 10637–10650 (2023).37884783 10.1007/s11033-023-08834-2

[58] Krenkel, O. & Tacke, F. Liver macrophages in tissue homeostasis and disease. *Nat. Rev. Immunol.***17**, 306–321 (2017).28317925 10.1038/nri.2017.11

[59] Kim, J. D., Yoon, N. A., Jin, S. & Diano, S. Microglial UCP2 mediates inflammation and obesity induced by high-fat feeding. *Cell Metab.***30**, 952–962 (2019).31495690 10.1016/j.cmet.2019.08.010PMC7251564

[60] Rave, K. et al. Renal glucose excretion as a function of blood glucose concentration in subjects with type 2 diabetes-results of a hyperglycaemic glucose clamp study. *Nephrol. Dial. Transplant.***21**, 2166–2171 (2006).16627603 10.1093/ndt/gfl175

# Supplementary material for: Thyrotropin exacerbates insulin resistance by triggering macrophage inflammation in subclinical hypothyroidism
**Source:** Exp Mol Med. 2025 Jun 16;57(6):1246–59. doi: 10.1038/s12276-025-01478-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### MATERIALS AND METHODS

#### Mice

Lysozyme 2 (*Lyz2*)-cre mice were purchased from the Jackson Laboratory (Stock No. 004781), which express the Cre recombinase transgene under the control of the *Lyz2* promoter/enhancer elements. *Tshr<sup>flf</sup>* mice were generated under the C57BL/6N genetic background by Cyagen Co. Ltd, in which exon 10-termination codon of the *Tshr* allele was flanked by *loxP* sites. Myeloid cell-specific *Tshr* knockout mice (*Tshr<sup>MKO</sup>*) were subsequently produced by intercrossing *Tshr<sup>flf</sup>* mice with homozygous *Lyz2-Cre* mice. Mice were genotyped by PCR with DNA isolated from tails using the primers (Primer-1, 5'-CAC CTG CAC ATG AAA GCA TAT GTA A-3', Primer-2, 5'-GGT CAA CGT GGC AGA ATT AAA CT-3'). Genotyping of *Lyz2-Cre* was performed using specific primers (Primer-1, 5'-CTT GGG CTG CCA GAA TTT CTC-3', Primer-2, 5'-CCC AGA AAT GCC AGA TTA CG-3' and Primer-3, 5'-TTA CAG TCG GCC AGG CTG AC-3'). *Tshr<sup>MKO</sup>* mice were further verified for myeloid-conditional *Tshr* depletion in BMDMs by western blotting and immunofluorescence assays. *Tshr<sup>flf</sup>* mice were used as wild-type (WT) control in this study.

All animal studies were supervised and approved by the Institutional Animal Ethics Committee of Xi'an Jiaotong University. Mice were housed in laboratory cages at 22–24 °C, 50–60% humidity under controlled conditions (12 h light/dark

cycle) with free access to food and water. The animals were housed with 5–6 mice per cage. Mice were maintained on a normal diet (P1200F, Jiangsu medicine). For diet-induced obesity, mice (with same genders) were fed on a high-fat diet (HFD, Fat content >60% Kcal, TP23300, Trophic) for 6 to 15 weeks old. Mice were monitored on a daily basis and weighted every week. Food intake and water drinking were tested by only one mouse in single cage every day for 13-14 weeks. At the end of the experiment (on HFD for 9 weeks), mice were euthanized via CO<sub>2</sub>-dependent asphyxiation and their tissues were harvested.

### **Clinical samples**

Peripheral blood samples of 26 SH patients and 26 healthy controls were obtained from The First Affiliated Hospital of Xi'an Jiaotong University. All patients did not receive any treatment interventions and signed an informed consent form. This study was approved by the Institutional Review Board and Human Ethics Committee of the First Affiliated Hospital of Xi'an Jiaotong University. Peripheral blood mononuclear cells (PBMCs) were isolated from heparinized blood by density gradient centrifugation (Ficoll density gradient medium, GE17-1440-02, Merck) according to standard protocols. Cells were cultured in RPMI-1640 medium with 100 units/mL penicillin, 100 µg/mL streptomycin (P/S, 03-031-5B, BI) and supplemented with 10% fetal bovine serum (FBS), at 37°C in a 5% CO<sub>2</sub> atmosphere. PBMCs were differentiated into immature macrophages (M0 macrophages) using 50 ng/mL of human macrophage colony-stimulating factor (hM-CSF, HY-P73827, MCE)

for 7 days, accompanied by stimulation with the serum from SH patients and health controls. The levels of CD80 were examined using flow cytometry.

### **Cell culture and stimulation**

To isolate primary mouse bone marrow derived macrophages (BMDMs), 6 to 8-week-old mice were euthanized. Briefly, their femurs and tibias were collected in sterile conditions, and all the tissues were removed from the bones. Each end of bone was cut off and the bone marrow was flushed out using a 1 mL syringe filled with Dulbecco's Modified Eagle's Medium (DMEM, MI00622, MISHU). After centrifuging at  $300 \times g$  for 5 min, the pellets were collected and dissociated in lysis buffer to lyse red blood cells. A single cell suspension was prepared by passing the cells through a 40  $\mu$ m nylon cell strainer (352340, Falcon). Bone marrow cells were cultured and differentiated for 7 days in DMEM containing 10% FBS and 1% penicillin/streptomycin, supplemented with murine recombinant M-CSF (10ng/mL, 315-02-50UG, Gibco) at 37 °C with 5% CO<sub>2</sub>. The efficiency of *Tshr* knockdown was verified by western blotting and immunofluorescence assays. BMDMs were stimulated by 1ng/mL TSH (8885-TH-010, R&D Systems) for 24 h. The levels of CD80 and ROS was examined using flow cytometry. The effect of TSH on the phosphorylation of p65 in BMDMs was detected by western blotting analysis. The mRNA sequencing was used to determine the change of proinflammatory cytokines in TSH-stimulated BMDMs. We also performed qRT-PCR assay to confirm the

mRNA changes of *Il-1a* , *Il-1b* and *Il-6* in BMDMs stimulated by 1 ng/mL TSH or PBS for 24 h.

Primary hepatocytes were isolated according to a previous method<sup>61</sup>. Briefly, Buffer A (Calcium and magnesium-free PBS containing 0.2 mM EGTA, 10 mM HEPES, 5 mM KCl, 1 mM glucose and 0.2% BSA, all from Aladdin) and Buffer B (PBS with 1 mM magnesium and 1 mM calcium, 0.2% BSA, 30 mM HEPE and 5 mM KCl) containing collagenase (100 IU/ml, 17104019, Gibco) were aliquoted into 50 mL tubes and kept warm at 40 °C in a water bath. Mice were anaesthetized by intramuscular injection of a ketamine-xylazine-acepromazine cocktail (KXA). Hepatocytes were prepared by collagenase digestion via catheterization of the inferior vena cava (IVC) using a 24G needle catheter. Prior to collagenase infusion, the liver was perfused (3-4 min) with Buffer A via IVC at a speed of 5 mL per min after severing the portal vein. The color of the liver was observed, which changed to a beige or light brown color. Next, perfusion was continued with collagenase in Buffer B for 2 min. Within 2 min of digestion, the liver was monitored for the appearance of cracking on the surface. Perfusion was stopped immediately and the liver was excised out into ice-chilled dispersion buffer (DMEM, 10% FBS, 1% penicillin and streptomycin, 0.5 µg/mL insulin (I189675, Aladdin), 100 nM dexamethasone (D8040, Solarbio), 15 mM HEPES). Cells from the digested livers were teased out, suspended in dispersion buffer, filtered through 70 µm nylon filter and centrifuged at 50 × g for 1 min at 4 °C. The precipitation was hepatocytes, while the supernatant was liver nonparenchymal cells (including macrophages, hepatic

stellate cells and endotheliocytes), which were subsequently used for flow cytometry analysis. The cell pellet in the precipitation was washed once in dispersion buffer by resuspending and centrifuging at  $50\times g$  for 1 min at  $4^{\circ}\text{C}$ . The cell pellet was then mixed with 15 mL Percoll (P8370, Solarbio, adjusted to physiological ionic strength with  $10\times \text{PBS}$ ) to a final concentration of 40% and centrifuged at  $100\times g$  for 10 min at  $4^{\circ}\text{C}$ . Hepatocytes were collected as a pellet and washed once with dispersion buffer and then cultured on collagen (C8062, Solarbio)-coated plates (200000 cells per well in 12-well plate) in DMEM containing 1% penicillin and streptomycin, 100 nM dexamethasone and 10% FBS.

3T3L1 preadipocytes (CL-0006, Procell Life Science & Technology Co. Ltd, Wuhan, China) were maintained in DMEM (MI00622, MISHU) containing 10% FBS and 1% P/S and kept at  $37^{\circ}\text{C}$  and 5%  $\text{CO}_2$ . To induce preadipocyte differentiation, at 48 h post-confluence (day 0), cells were cultured in differentiation medium containing 10% FBS, 0.5 mM 3-isobutyl-1-methylxanthine (IBMX, I106812, Aladdin), 1  $\mu\text{M}$  dexamethasone and 1  $\mu\text{g/mL}$  insulin until day 2. Cells were then cultured with DMEM supplemented with 10% FBS and 1  $\mu\text{g/mL}$  insulin for 2 days, after which they were cultured with DMEM containing 10% FBS. L6 rat skeletal myoblasts cells (CL-0136, Procell Life Science & Technology Co. Ltd, Wuhan, China) were maintained in DMEM containing 10% FBS and 1% P/S and kept at  $37^{\circ}\text{C}$  and 5%  $\text{CO}_2$ . After cultures reached 80%-90% confluency, the medium was switched to 2% FBS to allow differentiation and myotube formation. After 8-10 days, cultures were used for experiments. HepG2 cells (ATCC, #HB-8065) were

maintained in DMEM containing 10% FBS and 1% P/S and kept at 37 °C and 5% CO<sub>2</sub>.

### **Determination of fat and lean mass**

Fat and lean mass of mice (male, HFD-fed for 8 weeks) were determined using the EchoMRI™ (EchoMRI™ Medical Systems).

### **Fasting plasma insulin concentration**

Fasting plasma insulin concentration was measured using mouse insulin ELISA kit (E-EL-M1382c, Elabscience) after 8 h fasting.

### **Glucose tolerance test (GTT)**

Mice were intraperitoneal injection of glucose (1.5 g/kg, D432808, Aladdin) and blood glucose levels were measured at 0, 15, 30, 60 and 120 min after injection after 16 h fasting.

### **Insulin tolerance test (ITT)**

Mice were injected intraperitoneally with insulin (1.5 U/kg weight of mice) for 8 h fasting, and blood glucose levels were then measured at 0, 15, 30, 60 and 120 min after injection.

### **Intra-hepatic triglyceride content**

Liver tissues (100 mg) were homogenized in 900  $\mu$ L HPLC-grade ethanol. After homogenized at 4°C, the samples were centrifuged at 4°C, 10000  $\times$ g for 10 min. The supernatant was measured enzymatically using kit (E-BC-K261-M, Elabscience). Hepatic triglyceride content was defined as mmol of triglyceride per gram of total liver proteins.

#### **Serum total cholesterol, ALT and AST content**

Kits for total cholesterol (TC, E-BC-K109-M, Elabscience), ALT (C009-2-1, jjcbio) and AST (C010-2-1, jjcbio) were used to measure their serum levels of mice after 8 h fasting.

#### **Measurement of triiodothyronine (T3), free thyroxine (FT4) and TSH**

T3 kit (mouse triiodothyronine ELISA Kit, JL13028, Joln), FT4 kit (Mouse free tetraiodothyronine ELISA kit, F2576, Fankew) and TSH kit (mouse thyroid stimulating hormone ELISA Kit, JL20301, Joln) were used to measure their levels in liver, adipose, skeletal muscle and serum of mice.

#### **Measurement of cytokines**

The levels of IL-1 $\alpha$ , IL-1 $\beta$ , IL-6 and TNF in liver, adipose, skeletal muscle and serum of mice were measured by ELISA.

#### **Western blotting analysis**

Mice were fasted for 8 h, intraperitoneally injected with insulin (2 U/kg) and euthanized 5 min later. Liver, adipose, skeletal muscle, brain, testis and ovary tissues (5 mg in aliquots) were collected to prepare total protein lysates by liquid nitrogen grinding method. Cells were lysed in prechilled RIPA buffer (WB3100, NCM) supplemented with protease and phosphatase inhibitors (P003, NCM) and 0.2 mM PMSF (PL012, ZHHC). Proteins were separated by SDS-PAGE and transferred electrophoretically to polyvinylidene fluoride (PVDF) membranes (IPVH00010, Millipore). After blocking with 5% BSA (A1933, Sigma-Aldrich) in TBST (pH 7.4, 20 mM Tris-HCl, 15 mM NaCl and 0.1% [vol/vol] Tween-20), the membranes were incubated overnight at 4°C with primary antibodies, which were described in Table S3. After washing with TBST, the membranes were incubated with the appropriate HRP-conjugated secondary antibody at 25 °C for 1.5 h. The bands were visualized by FluorChemQ system using a chemiluminescence kit (MI00607, MISHU). The images of western blotting were obtained using Image Lab software version 6.0. ImageJ version 1.52 (National Institutes of Health) was used for band densitometry analysis.

### **Histologic analysis**

Livers, adipose tissues or skeletal muscle were dissected into sections (4 µm in thickness), after fixed in 4% PFA (P0099, Beyotime Biotechnology) for at least 24 h, and embedded in paraffin. Paraffin tissue sections were stained with hematoxylin and eosin (H&E, according to the manufacturer's instructions, G1004 and G1001,

Servicebio) or analyzed by immunofluorescence assay. Frozen sections (8  $\mu$ m in thickness) were prepared for oil red staining (according to the manufacturer's instructions, 1320-06-5, Sigma-aldrich). BMDMs were seeded and allowed to be adhered on a coverslip for 24 h. Coverslip were then wash twice with PBS, fixed 15 min with methanol and permeated 10 min with PBS containing 0.3% Triton X-100 (P0096, Beyotime). For immunofluorescence experiments, after the paraffin was removed and antigen was unmasked, tissue sections or BMDMs-adhered coverslips were blocked with the goat serum (ZLI-9056, ZSGB-BIO) for 30 min and then incubated with the following primary antibodies: anti-TSHR (53542, Santa,1:50), anti-GLUT4 (347063, Zenbio,1:100), anti-p-p65 (3033, CST, 1:100), anti-CD11b (2488586, invitrogen,1:200), anti-F4/80 (28463-1-AP, proteintech,1:200) and anti-CD86 (NBP2-25208, NOVUS,1:100). After washing with PBS, tissue sections or BMDMs-adhered coverslips were incubated with the following secondary antibodies purchased from Thermo Fisher Scientific: Alexa Fluor 488 goat anti-mouse IgG (A32723, 1:2000), Alexa Fluor 488 Goat anti-rabbit IgG (A32731, 1:2000) and Alexa Fluor 647 goat anti-rat IgG (A48265, 1:2000). DAPI (C1002, Beyotime, 1:5000) was used to stain cell nuclei. Images were then captured using a fluorescence microscope (Leica) and analyzed by ImageJ (National Institutes of Health) version 1.52.

### **Flow cytometry analysis of macrophages**

Mouse livers were perfused and digested with collagenase, followed by centrifuged at 50×g for 1 min at 4°C to obtain the supernatant. Next, the supernatant was centrifuged at 400×g for 7 min at 4°C, washed twice with PBS and resuspended with PBS. Skeletal muscle tissue was mechanically chopped and digested in HBSS supplemented with 1.5% bovine serum albumin (BSA), 2 mg/mL collagenase type II (17101015, ThermoFisher Scientific) and 2 mg/mL dispase II (4942078001, Roche) for 1 h at 37 °C. Cell suspension was filtered in sequence through 100µm and 40µm cell filters and harvested by centrifugation at 500 g for 10 min. Visceral adipose tissues (VATs) were mechanically chopped and then digested with collagenase II (17101015, ThermoFisher Scientific) for 15 min at 37 °C. After passing cells through a 100 µm cell strainer and centrifugation at 1000 g for 10 min, primary adipocytes gathering in the top layer of the supernatant were thrown away gently and the pellet containing macrophages was harvested. Differentiated macrophages from BMDMs were stimulated by 1 ng/mL TSH for 24 h before harvested. PBMCs derived macrophages were stimulated by the serum from SH patients and health controls for 7 days before harvested. To block Fc receptors, cells were pre-incubated with mouse TruStain FcX™ PLUS or human TruStain FcX™ (156603 or 422301 BioLegend; 0.25 µg per 10<sup>6</sup> cells in a volume of 100 µL) for 5-10 min on ice. Cells were then stained with the following fluorescent-conjugated antibodies for 30 min at 4 °C in the dark: APC-anti-mouse-CD45 (147707, BioLegend, 0.25 µg/test), FITC-anti-human/mouse-CD11b (101205, BioLegend, 0.25 µg/test), PE-anti-mouse-F4/80 (111603, BioLegend, 0.25 µg/test) and

PE-Cyanine7-anti-mouse CD80 (104711, BioLegend, 0.5 µg/test), PE-anti-human-CD68 (333807, BioLegend, 0.25 µg/test), PE-Cyanine7-anti-human CD80 (305217, BioLegend, 0.25 µg/test). To exclude dead cells, 7-AAD (420403, BioLegend, 1 µL/test) was added in the dark for 5-10 min before flow cytometry analysis. The mouse macrophages were defined as CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup> and further identified as CD80<sup>+</sup> M1 subsets. The human macrophages were defined as CD11b<sup>+</sup>CD68<sup>+</sup> and further identified as CD80<sup>+</sup> M1 subsets. To measure ROS levels, differentiated BMDMs cells stimulated by 1 ng/mL TSH for 24 h in 6-well-plates were incubated in 1 mL DMEM with 1 µM DCFH-DA (D6883, Sigma Aldrich) for 1 h washed 3 times with PBS and detected in FITC channel. Samples were then subjected to flow cytometry analysis using Beckman coulter cytoflex. Data were analyzed with CytExpert (Version 2.5).

### **RNA isolation and quantitative reverse transcription PCR (qRT-PCR)**

RNA was isolated from tissue (10 mg) by liquid nitrogen grinding method and from cells using the Trizol reagent (15596018, ThermoFisher Scientific). cDNA was generated from 1 µg RNA using reverse transcription reagent Kit (RR047A, TaKaRa), and qRT-PCR assays were performed with SYBR green master mix (FS-Q1002, ForeverStar) using a QuantStudio Real-Time PCR System according to the manufacturer's instructions. Relative mRNA levels of the indicated genes were normalized to *β-actin* as an internal control. The primer sequences were presented in Table S4.

### **Co-culture of primary hepatocytes, 3T3L1 adipocytes and L6 skeletal muscle cells with *Tshr<sup>ff</sup>*- and *Tshr<sup>MKO</sup>*- derived BMDMs**

BMDMs ( $0.1 \times 10^6$ /well) from *Tshr<sup>ff</sup>* and *Tshr<sup>MKO</sup>* mice were co-cultured with primary hepatocytes, 3T3L1 adipocytes and L6 skeletal muscle cells at a ratio of 1:1 in transwells plate (0.4  $\mu$ m polycarbonate filter, 3401, Corning), which were treated with IL-1RA (10 ng/mL, HY-P72566, MCE), IL-6ST (10 ng/mL, HY-P76370, MCE) or PBS for 48 h. BMDMs were plated in the upper chamber of transwells dish while insulin target cells were in the lower chamber. The upper chamber was then removed and the cells in the lower chamber were stimulated with insulin (100 nM) or PBS for 15 min before extracting proteins or RNAs.

### **Measurement of PEPCK1 activity**

Primary hepatocytes were co-cultivated with *Tshr<sup>ff</sup>*- and *Tshr<sup>MKO</sup>*-derived BMDMs for 48 h, and PEPCK1 activity assay kit (SH0441, Warbio) was used to measure PEPCK1 activity in hepatocytes. Briefly, the acid extract lysed cells ( $5 \times 10^6$  cells in 1 mL) by ultrasonic fracturing. The lysates were then centrifugated at  $8000 \times g$  for 10 min at 4°C. Next, 50  $\mu$ L supernatant, 50  $\mu$ L Reagent 4 and 900  $\mu$ L working liquid were mixed promptly. The initial absorbance values A1 and A2 after 1 min respectively were measured at 340 nm and 37 °C. PEPCK activity was then calculated using the following formula:  $\text{nmol/min}/10^4 \text{ cell} = 6.43 \times (A1 - A2)$ .

### **Glucose uptake assay**

BMDMs from *Tshr<sup>ff</sup>* and *Tshr<sup>MKO</sup>* mice were differentiated into macrophages, and continued to be cultivated for 48 h in fresh DMEM supplemented with 10% FBS. The medium was collected and centrifuged at 300×g for 10 min. The supernatant was then filtered through 40 μm nylon filter as conditioned media (CM). Next, 3T3L1 adipocytes and L6 myocytes were respectively plated at 20,000 or 5000 cells per 100 μL in a 96-well plate. Differentiation was induced by the method mentioned above. Cells were treated with CM for 48 h, followed by glucose uptake assay (J1341, Promega).

### **mRNA sequencing and data analysis**

RNeasy Micro Kit (QIAGEN) was used to isolate RNA from 10 mg liver tissues of euthanized mice (male *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* littermates, for 9 weeks of HDF-fed, *n* =3 per group) stimulated by insulin (1.5 U/kg weight of mice) for 5 min after 8 h fasting. RNA was similarly isolated from BMDMs from mice (male *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* littermates, *n* =3 per group) stimulated by 1 ng/mL TSH for 24 h using RNeasy Micro Kit (QIAGEN). Quantity and quality of each mRNA sample were examined using gel electrophoresis and with Qubit (Thermo, Waltham, MA, USA). Strand-specific libraries were constructed using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA), and the sequencing was then carried out using the Illumina Novaseq 6000 instrument by the commercial service of Genergy Biotechnology Co. Ltd. (Shanghai, China).

The raw data were handled by Skewer and data quality was checked by FastQC v0.11.2. 

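MARS takes the counts of a group as a single sum, so its p-values hold counting error and no variation between replicates. Applied to counts summed over the 3 BMDM libraries of a group, it gave an adjusted p under 0.05 for 4394 genes lower and 8829 higher in *Tshr* MKO BMDMs. In liver it gave 4268 lower and 5121 higher. DESeq2, which models the replicates, gave 671 lower and 442 higher in BMDMs, and 126 lower and about 1.0e+02 higher in liver. The main method, edgeR, models the replicates as well and gave 0 in both tissues (lowest adjusted p 0.218 in BMDMs and 0.0634 in liver). In simulated counts with the spread of BMDMs and of livers, 25.1% and 24.9% of the DESeq2 calls were unchanged genes.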

Differentially expression genes (DEGs) were determined using the MA-plot-based method with Random Sampling (MARS) model in the DEGseq package between different groups. Generally, in MARS model,  $M = \log_2 C_1 - \log_2 C_2$ , and  $A = (\log_2 C_1 + \log_2 C_2)/2$  ( $C_1$  and  $C_2$  denote the counts of reads mapped to a specific gene obtained from two samples). 

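With C1 as the counts summed over livers labelled *Tshr* MKO and C2 over those labelled *Tshr* f/f, *Egr1* had 1502 and 3222 counts (M = −1.10, A = 11.1), *Lcn2* 6612 and 48098 (M = −2.86, A = 14.1) and *Socs3* 1195 and 2943 (M = −1.30, A = 10.9). After M was reduced by the log2 ratio of the group totals, the values were −1.21, −2.97 and −1.41. The directions follow the labels of the libraries, with the headings of Supplementary Table 1 the other way around.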

The thresholds for determining DEGs are  $P < 0.05$  and absolute fold change  $\geq 2$ . DEGs were then chosen for function and signaling pathway enrichment analysis using GO and KEGG database. 

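In BMDMs, the lists for Toll-like receptor signaling (25 of 84 past the thresholds of the paper, 7.41 from chance, 1-sided Fisher's exact test on edgeR calls, adjusted p = 7.2e-08), NOD-like receptor signaling (30 of 103, adjusted p = 6.8e-09) and cytokines and their receptors (46 of 134, adjusted p = 7.5e-16) were enriched as well.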

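Preranked GSEA gave an adjusted p under 0.05 for 6 of the 11 pathway sets in BMDMs and 6 of the 11 in liver.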

We use the local version of the Gene Set Enrichment Analysis (GSEA) tool. The significantly enriched pathways were determined when  $P < 0.05$  and at least two affiliated genes were included.

### **RNA interference (RNAi)-mediated downregulation of *EGR1***

Control siRNA (si-NC) and siRNAs targeting *EGR1* (si-EGR1 #2 and si-EGR1 #3) were obtained from Tsingke Biotechnology (Beijing, China). HepG2 cells were transfected at 45-50% confluence using X-tremeGENE siRNA transfection reagent (4476093001, Roche) according to the instructions of the manufacturer. Meanwhile, cells were treated with PBS or IL-1 $\alpha$  for 48 h, followed by 100 nM insulin stimulation for 15 min. siRNA sequences were presented in Table S5.

### **Ectopic expression of *EGR1***

*EGR1*-Flag-overexpressing plasmid (P23788, Miaoling Biology) or empty vector were transfected into HepG2 cells for 48 h using X-tremeGENE™ DNA transfection reagent (6365779001, Roche) according to the instructions of the manufacturer.

### **Dual-luciferase reporter assay**

JASPAR (<http://jaspardev.genereg.net/>) was used to analyze the potential binding sites of transcription factor *EGR1* in the promoters of *LCN2* and *SOCS3*. Next, the promoter regions of *LCN2* and *SOCS3* were amplified from human genomic DNA and cloned into the pGL3.0-basic luciferase reporter vector. The primer sequences were presented in Table S6. Then, 100 nM si-*EGR1* or 1000 ng *EGR1*-Flag-overexpressing plasmid, 1000 ng reporter vector and 200 ng pRL-TK plasmid were co-transfected into HepG2 cells in duplicate 24-well plates using Lipofectamine 3000 (L3000015, Invitrogen) according to the manufacturer's instructions. Cells were harvested to analyze the relative luciferase activity using dual-luciferase reporter system (E1910, Promega).

### **Chromatin immunoprecipitation (ChIP) assay**

ChIP assays were performed using a simple ChIP enzymatic chromatin IP kit (9003, CST). *EGR1*-Flag overexpressing HepG2 cells or control cells were cross linked with 1% formaldehyde at room temperature for 10 min, and glycine solution was then added to stop the cross-linking reaction. Fragmented chromatin was treated with nuclease and subjected to sonication. Chromatin immunoprecipitation was

performed overnight at 4 °C with mouse anti-Flag antibody (1:50, HA601167, HUABIO). Anti-acetylated histone H3 (1:250) was used as a positive control, and normal rabbit IgG (1:250) was used as a negative control. Protein G Magnetic Beads were added for another 24 h at 4 °C. The chromatin was then washed and eluted from the protein G magnetic beads using buffers supplied with the kit and DNA was analyzed by conventional or real-time PCR. The primers used to amplify different promoter regions of *LCN2* or *SOCS3* containing EGR1 binding sites were also presented in Table S6.

### Statistical analysis

All data were analyzed using GraphPad Prism 9. Statistical significance between two groups was determined using unpaired two tailed Student's *t* test or 1-way ANOVA with Tukey's multiple-comparison test or two-way analysis of variance (ANOVA) with Sidak's multiple comparisons test. Linear correlation analysis with Pearson. Data are presented as mean  $\pm$  standard error (SE) or standard deviation (SD). *P* values <0.05 were considered statistically significant.

### References

61. Li, P. et al. Hematopoietic-Derived Galectin-3 Causes Cellular and Systemic Insulin Resistance. *cell*. **167**, 973-984 (2016).

## Supplementary Tables

Supplementary Table 1. The mRNA expression of cytokine receptors in liver tissues

| Cytokines       | WT1  | WT2  | WT3  | MKO1 | MKO2 | MKO3 |
|-----------------|------|------|------|------|------|------|
| <i>Il12rb2</i>  | 4    | 1    | 31   | 0    | 27   | 2    |
| <i>Il12rb1</i>  | 49   | 19   | 85   | 46   | 57   | 51   |
| <i>Il6ra</i>    | 3253 | 3656 | 4969 | 3926 | 6255 | 3407 |
| <i>Il1r2</i>    | 15   | 2    | 7    | 11   | 20   | 11   |
| <i>Il1r1</i>    | 7097 | 3184 | 4761 | 4888 | 6455 | 3212 |
| <i>Cxcr2</i>    | 36   | 9    | 36   | 20   | 35   | 24   |
| <i>Cxcr3</i>    | 3    | 0    | 7    | 3    | 17   | 20   |
| <i>Il23r</i>    | 0    | 0    | 0    | 0    | 0    | 0    |
| <i>Tnfrsf1b</i> | 1448 | 2189 | 1992 | 1794 | 2806 | 2099 |
| <i>Tnfrsf1a</i> | 2446 | 2206 | 2698 | 3298 | 2392 | 2030 |
| <i>Ccr3</i>     | 0    | 0    | 10   | 5    | 5    | 2    |
| <i>Ccr2</i>     | 32   | 27   | 31   | 86   | 101  | 35   |

Supplementary **Table 2.** Chemical and biological reagents used in this study

| <b>Chemicals</b>                                             | <b>Company</b>                    | <b>Cat #</b> | <b>Application</b>                           |
|--------------------------------------------------------------|-----------------------------------|--------------|----------------------------------------------|
| High-fat diet (HFD)                                          | Trophic                           | TP23300      | Rodent diet                                  |
| Normal diet                                                  | Jiangsu medicine                  | P1200F       | Rodent diet                                  |
| Insulin                                                      | aladdin                           | I189675      | Insulin tolerance test                       |
| Glucose                                                      | aladdin                           | D432808      | Glucose tolerance test                       |
| DMEM                                                         | MISHU                             | MI00622      | Cell culture                                 |
| FBS                                                          | YOSHI                             | A1015        | Cell culture                                 |
| Penicillin/streptomycin                                      | BI                                | 03-031-5B    | Cell culture                                 |
| Recombinant mouse M-CSF protein                              | Gibco                             | 315-02-50UG  | Cell culture                                 |
| Recombinant mouse TSH $\alpha$ / $\beta$ Heterodimer protein | R&D Systems                       | 8885-TH-010  | Cell culture                                 |
| EGTA                                                         | aladdin                           | 67-42-5      | Primary hepatocytes isolation                |
| HEPES                                                        | aladdin                           | H109408      | Primary hepatocytes isolation                |
| KCl                                                          | aladdin                           | P301833      | Primary hepatocytes isolation                |
| BSA (Bovine serum albumin)                                   | Sigma-Aldrich                     | A1933        | Primary hepatocytes isolation and immunoblot |
| Collagenase Type IV                                          | Gibco                             | 17104019     | Liver tissue digestion                       |
| Dexamethasone                                                | Solarbio                          | D8040        | Cell induction                               |
| Percoll                                                      | Solarbio                          | P8370        | Primary hepatocytes isolation                |
| Collagen                                                     | Solarbio                          | C8062        | Primary hepatocytes culture                  |
| Collagenase Type II                                          | Gibco                             | 17101015     | Adipose and skeletal muscle digestion        |
| Dispase II                                                   | Roche                             | 4942078001   | skeletal muscle digestion                    |
| 3T3L1 preadipocytes                                          | Procell Life Science & Technology | CL-0006      | Cell culture                                 |
| L6skeletal myoblasts cells                                   | Procell Life Science & Technology | CL-0136      | Cell culture                                 |
| 3-isobutyl-1-methylxanthine (IBMX)                           | Aladdin                           | I106812      | Cell induction                               |
| Mouse insulin ELISA kit                                      | Elabscience                       | E-EL-M1382c  | Insulin analysis                             |
| Triglyceride (TG) colorimetric assay kit                     | Elabscience                       | E-BC-K261-M  | TG analysis                                  |
| Total cholesterol (TC) colorimetric assay kit                | Elabscience                       | E-BC-K109-M  | TC analysis                                  |
| ALT Assay Kit                                                | jjcbio                            | C009-2-1     | ALT activity                                 |
| AST Assay Kit                                                | jjcbio                            | C010-2-1     | AST activity                                 |

|                                                  |                        |           |                                        |
|--------------------------------------------------|------------------------|-----------|----------------------------------------|
| Mouse thyroid stimulating hormone(TSH) ELISA kit | Joln                   | JL20301   | TSH levels                             |
| Mouse triiodothyronine (T3) ELISA kit            | Joln                   | JL13028   | T3 levels                              |
| Mouse free tetraiodothyronine (FT4) ELISA kit    | Fankew                 | F2576     | FT4 levels                             |
| RIPA(Radio Immunoprecipitation Assay)            | NCM                    | WB3100    | Lysate of cell and tissue              |
| Phosphatase inhibitors                           | NCM                    | P003      | Lysate of cell and tissue              |
| PMSF(Phenylmethanesulfonyl fluoride)             | ZHHC                   | PL012     | Lysate of cell and tissue              |
| Polyvinylidene fluoride membranes (PVDF)         | Millipore              | IPVH00010 | Immunoblot                             |
| Chemiluminescence kit                            | MISHU                  | MI00607   | Immunoblot                             |
| PFA                                              | Beyotime               | P0099     | Fixing tissue                          |
| Hematoxylin                                      | Servicebio             | G1004     | H&E staining                           |
| Eosin                                            | Servicebio             | G1001     | H&E staining                           |
| Oil red O solution                               | Sigma-aldrich          | 1320-06-5 | Oil red staining                       |
| Triton X-100                                     | Beyotime               | P0096     | Cell permeation of immunofluorescence  |
| Goat serum                                       | ZSGB-BIO               | ZLI-9056  | Tissues blocking of immunofluorescence |
| DAPI                                             | Beyotime               | C1002     | Staining cell nuclei of IF             |
| 7-AAD                                            | BioLegend              | 420403    | FACS                                   |
| DCFH-DA                                          | Sigma Aldrich          | D6883     | FACS                                   |
| Trizol reagent                                   | ThermoFisher Sientific | 15596018  | RNA extraction                         |
| Reverse transcription reagent Kit                | TaKaRa                 | RR047A    | RNA reverse transcription              |
| SYBR green master mix                            | ForeverStar            | FS-Q1002  | qRT-PCR assay                          |
| Mouse IL-1 $\alpha$ ELISA kit                    | Fankew                 | F2168     | IL-1 $\alpha$ levels                   |
| Mouse IL-1 $\beta$ ELISA kit                     | Fankew                 | F2040     | IL-1 $\beta$ levels                    |
| Mouse IL-6 ELISA kit                             | Fankew                 | F2163     | IL-6 levels                            |
| Mouse TNF ELISA kit                              | Fankew                 | F2132     | TNF levels                             |
| Recombinant mouse IL-1RA protein                 | MCE                    | HY-P72566 | Cell culture                           |
| Recombinant mouse IL-6ST protein                 | MCE                    | HY-P76370 | Cell culture                           |
| Recombinant human IL-1 $\alpha$ protein          | MCE                    | HY-P7027  | Cell culture                           |
| Pepck activity Assay                             | Warbio                 | SH0441    | Pepck activity                         |
| Glucose uptake assay                             | Promega                | J1341     | Glucose uptake analysis                |
| DMEM without serum or glucose                    | Life Technologies      | 11966     | Cell culture                           |

|                                        |                  |              |                      |
|----------------------------------------|------------------|--------------|----------------------|
| X-tremeGENE siRNA transfection reagent | Roche            | 4476093001   | siRNA transfection   |
| EGR1-Flag-overexpressing plasmid       | Miaoling Biology | P23788       | Overexpressing EGR1  |
| X-tremeGENE™ DNA transfection reagent  | Roche            | 6365779001   | DNA transfection     |
| Lipofectamine 3000                     | Invitrogen       | L3000015     | DNA transfection     |
| Dual-luciferase reporter assay         | Promega          | E1910        | Luciferase activity  |
| Simple ChIP enzymatic chromatin IP kit | CST              | 9003         | ChIP                 |
| Human IL-1 $\alpha$ ELISA kit          | Fankew           | F0056        | IL-1 $\alpha$ levels |
| Human IL-1 $\beta$ ELISA kit           | Fankew           | F0179        | IL-1 $\beta$ levels  |
| Human IL-6 ELISA kit                   | Fankew           | F0049        | IL-6 levels          |
| Human GHb ELISA kit                    | Fankew           | F10587       | GHb levels           |
| Ficoll density gradient medium         | Merck            | GE17-1440-02 | PBMC isolation       |
| Human M-CSF protein                    | MCE              | HY-P73827    | PBMC induction       |

Supplementary **Table 3.** The antibodies used in this study

| <b>Antibodies</b>                                   | <b>Company</b> | <b>Cat #</b> | <b>Application</b> |
|-----------------------------------------------------|----------------|--------------|--------------------|
| Rabbit PEPCK1 (D12F5)                               | CST            | 12940        | Western            |
| Rabbit phosphorylated GSK 3 $\beta$ (Ser9) (D85E12) | CST            | 5558         | Western            |
| Rabbit GSK-3 $\beta$ (27C10)                        | CST            | 9315         | Western            |
| Rabbit PPAR $\gamma$                                | abcam          | ab310323     | Western            |
| Mouse GCK (G-6)                                     | Santa          | 17819        | Western            |
| Rabbit phosphorylated Akt (Ser473) (D9E)            | CST            | 4060         | Western            |
| Rabbit Akt (pan) (C67E7)                            | CST            | 4691         | Western            |
| Rabbit phosphorylated PDK1 (Ser241)                 | CST            | 3061         | Western            |
| Rabbit PDK1                                         | CST            | 3062         | Western            |
| Rabbit phosphorylated IRS1 (Ser636)                 | Zenbio         | 251484       | Western            |
| Rabbit IRS1                                         | Zenbio         | R381383      | Western            |
| Rabbit $\beta$ -Actin                               | Abways         | AB0033       | Western            |
| Rabbit glucose Transporter (GLUT4)                  | Zenbio         | 347063       | IF                 |
| Mouse TSHR(3B12)                                    | Santa          | 53542        | Western, IF        |

|                                                          |             |            |                       |
|----------------------------------------------------------|-------------|------------|-----------------------|
| Rabbit Thyroid Hormone Receptor alpha(THR $\alpha$ )     | Zenbio      | R389157    | Western               |
| Rabbit Hsp90 alpha/beta                                  | Zenbio      | R24635     | Western               |
| Rabbit phosphorylated Stat3 (Tyr705) (D3A7)              | CST         | 9145       | Western               |
| Rabbit Stat3 (79D7)                                      | CST         | 4904       | Western               |
| Rabbit phosphorylated NF- $\kappa$ B p65 (Ser536) (93H1) | CST         | 3033       | Western, IF           |
| Rabbit NF-KB p65                                         | Zenbio      | 380172     | Western               |
| Rabbit phosphorylated JNK (Thr183/Tyr185)                | Zenbio      | 340810     | Western               |
| Rabbit JNK1                                              | Zenbio      | R24778     | Western               |
| Rabbit EGR1                                              | Zenbio      | R30051     | Western               |
| Rabbit SOCS3                                             | Zenbio      | 500694     | Western               |
| Rabbit Lipocalin 2                                       | Zenbio      | R381715    | Western               |
| Rabbit PTEN (138G6)                                      | CST         | 9559       | Western               |
| Rat CD11b                                                | invitrogen  | 2488586    | IF                    |
| Rabbit F4/80                                             | proteintech | 28463-1-AP | IF                    |
| Mouse CD86                                               | NOVUS       | NBP2-25208 | IF                    |
| TruStain FcX™ PLUS (Fc block)                            | BioLegend   | 156603     | FACS                  |
| APC-anti-mouse-CD45                                      | BioLegend   | 147707     | FACS                  |
| FITC-anti-human/mouse-CD11b                              | BioLegend   | 101205     | FACS                  |
| PE-anti-mouse-F4/80                                      | BioLegend   | 111603     | FACS                  |
| PE-CY7-anti-mouse CD80                                   | BioLegend   | 104711     | FACS                  |
| PE-CY7-Hamster IgG isotype control                       | BioLegend   | 400921     | FACS, isotype control |
| Mouse anti-FLAG antibody                                 | HUABIO      | HA601167   | ChIP                  |
| Human TruStain FcX™ (Fc block)                           | BioLegend   | 422301     | FACS                  |
| PE-anti-human-CD68                                       | BioLegend   | 333807     | FACS                  |
| PE-CY7-anti-human CD80                                   | BioLegend   | 305217     | FACS                  |

Supplementary **Table 4.** The primers used in this study for qRT-PCR

| <b>Genes</b>   | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|----------------|-------------------------------|-------------------------------|
| <i>mTshr</i>   | GTCACCTGCCCTTCCTTCCAA         | CCTCAAGATGTTCACTGATTTCT       |
| <i>mItgam</i>  | TACTTCGGGCAGTCTCTGAGTG        | ATGGTTGCCTCCAGTCTCAGCA        |
| <i>mAdgre1</i> | CGTGTTGTTGGTGGCACTGTGA        | CCACATCAGTGTTCAGGAGAC         |
| <i>mItgax</i>  | TGCCAGGATGACCTTAGTGTCG        | CAGAGTGACTGTGGTTCCGTAG        |
| <i>mll12a</i>  | ACGAGAGTTGCCTGGCTACTAG        | CCTCATAGATGCTACCAAGGCAC       |
| <i>mll6</i>    | TACCACTTCACAAGTCGGAGGC        | CTGCAAGTGCATCATCGTTGTTC       |
| <i>mll12b</i>  | TTGAACTGGCGTTGGAAGCACG        | CCACCTGTGAGTTCTTCAAAGGC       |
| <i>mll1b</i>   | TGGACCTTCCAGGATGAGGACA        | GTTTCATCTCGGAGCCTGTAGTG       |
| <i>mCxcl3</i>  | TGAGACCATCCAGAGCTTGACG        | CCTTGGGGGTTGAGGCAAACTT        |
| <i>mCxcl1</i>  | TCCAGAGCTTGAAGGTGTTGCC        | AACCAAGGGAGCTTCAGGGTCA        |
| <i>mll1a</i>   | ACGGCTGAGTTTCAGTGAGACC        | CACTCTGGTAGGTGTAAGGTGC        |
| <i>mll23a</i>  | CATGCTAGCCTGGAACGCACAT        | ACTGGCTGTTGTCTTGAGTCC         |
| <i>mCxcl10</i> | ATCATCCCTGCGAGCCTATCCT        | GACCTTTTTTGGCTAAACGCTTTC      |
| <i>mCxcl2</i>  | GAAGTCATAGCCACTCTCAAGG        | CCTCCTTTCCAGGTCAGTTAGC        |
| <i>mTnf</i>    | GGTGCCTATGTCTCAGCCTCTT        | GCCATAGAACTGATGAGAGGGAG       |
| <i>mCxcl11</i> | CCGAGTAACGGCTGCGACAAAG        | CCTGCATTATGAGGCGAGCTTG        |
| <i>mCcl5</i>   | CCTGCTGCTTTGCCTACCTCTC        | ACACACTTGGCGGTTCCCTTCGA       |
| <i>mCxcl9</i>  | CCTAGTGATAAGGAATGCACGATG      | CTAGGCAGGTTTGATCTCCGTTC       |
| <i>mCcl2</i>   | AGGTCCCTGTCATGCTTCTG          | GCTGCTGGTGATCCTCTTGT          |
| <i>mEgr1</i>   | AGCGAACAACCCTATGAGCACC        | ATGGGAGGCAACCGAGTCGTTT        |
| <i>mLcn2</i>   | ATGTCACCTCCATCCTGGTCAG        | GCCACTTGACATTGTAGCTCTG        |
| <i>mSocs3</i>  | GGACCAAGAACCCTACGCATCCA       | CACCAGCTTGAGTACACAGTCG        |
| <i>mPten</i>   | TGAGTTCCCTCAGCCATTGCCT        | GAGGTTTCCTCTGGTCCTGGTA        |
| <i>mActb</i>   | AACAGTCCGCCTAGAAGCAC          | CGTTGACATCCGTAAAGACC          |
| <i>hEGR1</i>   | AGCAGCACCTTCAACCCTCAGG        | GAGTGGTTTGGCTGGGGTAACT        |
| <i>hLCN2</i>   | GTGAGCACCAACTACAACCAGC        | GTTCCGAAGTCAGCTCCTTGGT        |

|               |                        |                        |
|---------------|------------------------|------------------------|
| <i>hSOCS3</i> | CATCTCTGTCGGAAGACCGTCA | GCATCGTACTGGTCCAGGAACT |
| <i>hPTEN</i>  | TGAGTTCCCTCAGCCGTTACCT | GAGGTTTCCTCTGGTCCTGGTA |
| <i>hACTB</i>  | CACCATTGGCAATGAGCGGTTC | AGGTCTTTGCGGATGTCCACGT |

Supplementary **Table 5.** Oligonucleotide sequences of siRNAs targeting *EGR1*

| Gene      | Sense (5'-3')          | Antisense (5'-3')       |
|-----------|------------------------|-------------------------|
| si-EGR1#1 | CAGUAUCAUCUCCAUCAUA    | UAUGAUGGAGAUGAUACUG     |
| si-EGR1#2 | CAAUUACUAUUCCCUUUGA    | UCAAAGGGAAUAGUAAUUGGG   |
| si-EGR1#3 | UCUCCCAGGACAAUUGAAAUUU | AGCAAAUUUCAAUUGUCCUGGGA |
|           | GCU                    | GA                      |

Supplementary **Table 6.** The primers used in this study for dual-luciferase reporter assays and ChIP

| Name                   | Forward primer (5'-3') | Reverse primer (5'-3') |
|------------------------|------------------------|------------------------|
| PGL3.0- <i>LCN2</i>    | GAGCTCTTACGCGTGTGGGCTG | ACAGTACCGGAATGCGGTCTG  |
| (promoter)             | CTGGGTTC               | AGGTGGAGTCC            |
| PGL3.0- <i>SOCS3</i>   | GAGCTCTTACGCGTGAACGGA  | ACAGTACCGGAATGCCGCGGA  |
| (promoter)             | AGCCCAGAGAACT          | AGTTAGGTCTCCAG         |
| ChIP- <i>LCN2</i> -P   | AAGCAACAGGTGTCCAGAGC   | GGACCCTTCCTCTCCTGTGA   |
| ChIP- <i>SOCS3</i> -P1 | CCTGACCCGCAGTTGGG      | AGAGCGGGCAGTTCTAGGAG   |
| ChIP- <i>SOCS3</i> -P2 | CCTCTGCCAGAAATCAGCCT   | CAGGGACCGGGAGGGAC      |
| ChIP- <i>SOCS3</i> -P3 | CTCCAGGTCGGCCTCCTA     | AGGCTGATTTCTGGCAGAGG   |

Supplementary **Table 7.** Information on healthy controls and patients with subclinical hypothyroidism.

| <b>Code</b> | <b>Sex</b> | <b>Age<br/>(Year)</b> | <b>TSH<br/>(<math>\mu</math>IU/mL)</b> | <b>FT4<br/>(<math>\mu</math>g/dL)</b> | <b>FT3<br/>(<math>\mu</math>g/dL)</b> |
|-------------|------------|-----------------------|----------------------------------------|---------------------------------------|---------------------------------------|
| Control#1   | Male       | 54                    | 3.45                                   | 15.0                                  | 4.86                                  |
| Control#2   | Female     | 27                    | 1.83                                   | 18.0                                  | 5.4                                   |
| Control#3   | Male       | 67                    | 0.925                                  | 18.7                                  | 4.5                                   |
| Control#4   | Male       | 65                    | 1.61                                   | 14.1                                  | 4.49                                  |
| Control#5   | Male       | 40                    | 3.14                                   | 16                                    | 3.88                                  |
| Control#6   | Male       | 37                    | 2.12                                   | 16.1                                  | 4.81                                  |
| Control#7   | Female     | 63                    | 2.07                                   | 15.9                                  | 4.21                                  |
| Control#8   | Male       | 41                    | 2.11                                   | 15.9                                  | 4.54                                  |
| Control#9   | Male       | 56                    | 3.04                                   | 12.5                                  | 4.09                                  |
| Control#10  | Male       | 54                    | 2.45                                   | 16                                    | 4.8                                   |
| Control#11  | Female     | 74                    | 2.89                                   | 19.6                                  | 3.8                                   |
| Control#12  | Male       | 38                    | 0.769                                  | 18.6                                  | 4.66                                  |
| Control#13  | Male       | 69                    | 1.18                                   | 16.6                                  | 5.16                                  |
| Control#14  | Female     | 52                    | 2.67                                   | 13.7                                  | 4.36                                  |
| Control#15  | Female     | 41                    | 1.53                                   | 13.1                                  | 4.04                                  |
| Control#16  | Male       | 50                    | 1.2                                    | 20.1                                  | 5.48                                  |
| Control#17  | Female     | 55                    | 1.27                                   | 18.3                                  | 4.47                                  |
| Control#18  | Male       | 42                    | 1.14                                   | 8.0                                   | 4.62                                  |
| Control#19  | Male       | 27                    | 1.1                                    | 18.4                                  | 4.2                                   |
| Control#20  | Female     | 34                    | 0.899                                  | 14.6                                  | 4.81                                  |
| Control#21  | Female     | 40                    | 0.584                                  | 15                                    | 5.06                                  |
| Control#22  | Female     | 58                    | 2.18                                   | 16.0                                  | 4.32                                  |
| Control#23  | Female     | 32                    | 1.34                                   | 14.3                                  | 3.97                                  |
| Control#24  | Female     | 31                    | 3.66                                   | 18.2                                  | 4.42                                  |
| Control#25  | Female     | 58                    | 2.07                                   | 17.0                                  | 4.38                                  |
| Control#26  | Female     | 61                    | 1.87                                   | 14.0                                  | 3.83                                  |
| Patient#1   | Female     | 76                    | 6.9                                    | 16.5                                  | 4.54                                  |
| Patient#2   | Female     | 46                    | 5.55                                   | 15.2                                  | 4.77                                  |
| Patient#3   | Female     | 74                    | 6.23                                   | 15.9                                  | 3.81                                  |
| Patient#4   | Female     | 75                    | 7.43                                   | 14.7                                  | 3.14                                  |
| Patient#5   | Male       | 71                    | 5.41                                   | 13.4                                  | 3.57                                  |
| Patient#6   | Male       | 79                    | 7.23                                   | 14.8                                  | 4.75                                  |
| Patient#7   | Male       | 56                    | 11.5                                   | 12.7                                  | 4.14                                  |

|            |        |    |      |       |      |
|------------|--------|----|------|-------|------|
| Patient#8  | Male   | 49 | 7.19 | 14    | 3.39 |
| Patient#9  | Female | 51 | 5.73 | 14.2  | 3.23 |
| Patient#10 | Male   | 70 | 6.38 | 15.1  | 4.34 |
| Patient#11 | Female | 65 | 7.7  | 13.5  | 3.83 |
| Patient#12 | Male   | 50 | 5.18 | 13.3  | 5.12 |
| Patient#13 | Female | 40 | 5.18 | 13.3  | 5.12 |
| Patient#14 | Female | 72 | 7.8  | 12.7  | 3.66 |
| Patient#15 | Male   | 55 | 5.9  | 15    | 3.72 |
| Patient#16 | Male   | 63 | 6.31 | 16.4  | 3.99 |
| Patient#17 | Male   | 33 | 6.12 | 16.5  | 5.51 |
| Patient#18 | Female | 70 | 6.19 | 13.9  | 4.09 |
| Patient#19 | Female | 55 | 5.41 | 12.2  | 4.37 |
| Patient#20 | Female | 41 | 9.4  | 15    | 4.02 |
| Patient#21 | Male   | 63 | 14.3 | 14    | 4.71 |
| Patient#22 | Female | 75 | 6.74 | 13.9  | 4.67 |
| Patient#23 | Male   | 59 | 6.61 | 16.5  | 4.19 |
| Patient#24 | Male   | 72 | 4.85 | 22.0  | 4.38 |
| Patient#25 | Female | 36 | 8.57 | 13.0  | 4.85 |
| Patient#26 | Female | 48 | 9.57 | 14.11 | 4.15 |

## Supplementary Figures

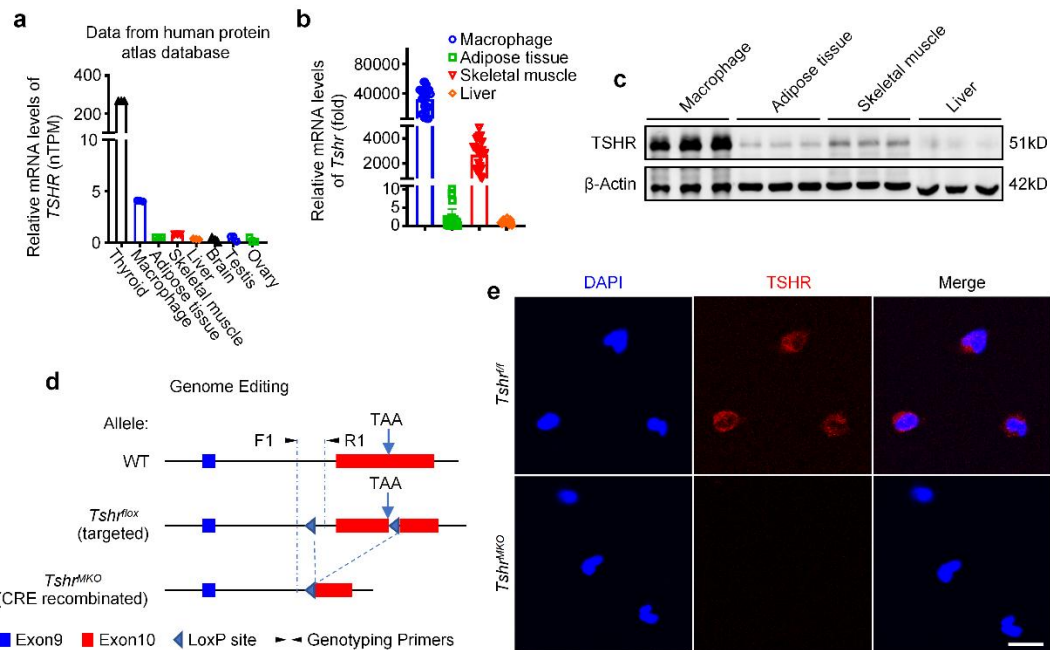

**Supplementary Fig. 1 A mouse model of myeloid-specific *Tshr* knockout.** **a** The mRNA levels of human *TSHR* in different tissues (data from the human protein atlas database). The mRNA and protein levels of *Tshr* in different tissues of C57BL/6N mice ( $n=3$ ) were assessed by qRT-PCR (**b**) and western blotting (**c**) assays. **d** Schematic illustration of the manipulated locus in *Tshr<sup>flx</sup>* mice. The primers (F1 and R1) were used for genotyping. **e** Representative immunofluorescence staining of TSHR (red) in BMDMs. Nuclei were stained with DAPI (blue). Scale bars: 10  $\mu$ m.

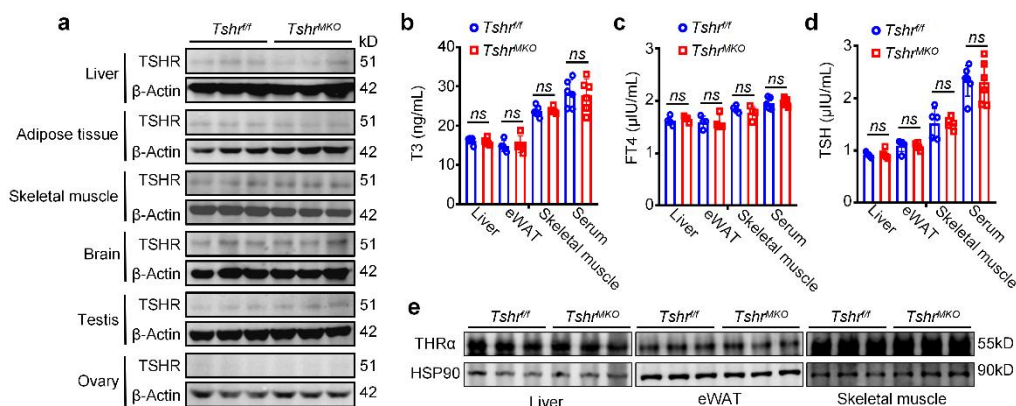

**Supplementary Fig. 2 *Tshr* knockout in myeloid cells has no effect on thyroid function in**

mice.

**a** The protein levels of TSHR in different tissues of C57BL/6N mice ( $n = 3$ ) were assessed by western blotting analysis.  $\beta$ -Actin was used as a loading control. The levels of T3 (**b**), FT4 (**c**) and TSH (**d**) in liver, eWAT, skeletal muscle and serum of *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* mice ( $n = 4-6$ ). **e** The protein levels of THR $\alpha$  in different tissues of C57BL/6N mice ( $n = 3$ ) were assessed by western blotting analysis. HSP90 was used as a loading control. Data are presented as mean  $\pm$  standard deviation (SD). *ns*, no significance (1-way ANOVA for **b-d**).

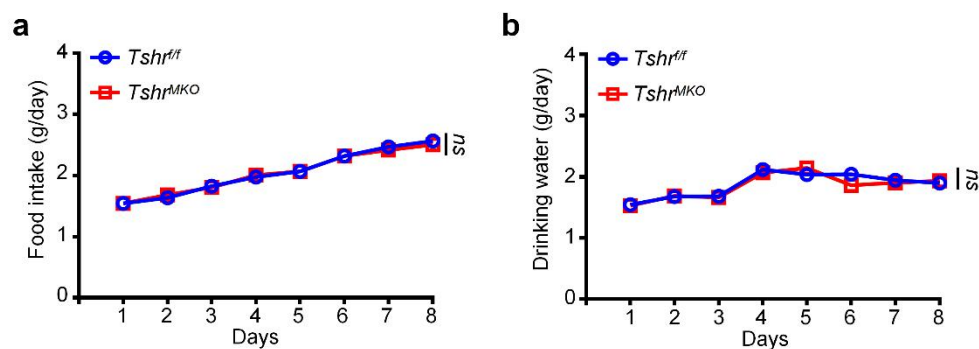

**Supplementary Fig. 3** Food intake (**a**) and drinking water (**b**) of *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* mice (male, 6 weeks old), which were fed with HFD for 9 weeks ( $n = 6$ ). Data are presented as mean  $\pm$  standard error (SE). *ns*, no significance (two-way ANOVA for **a, b**).

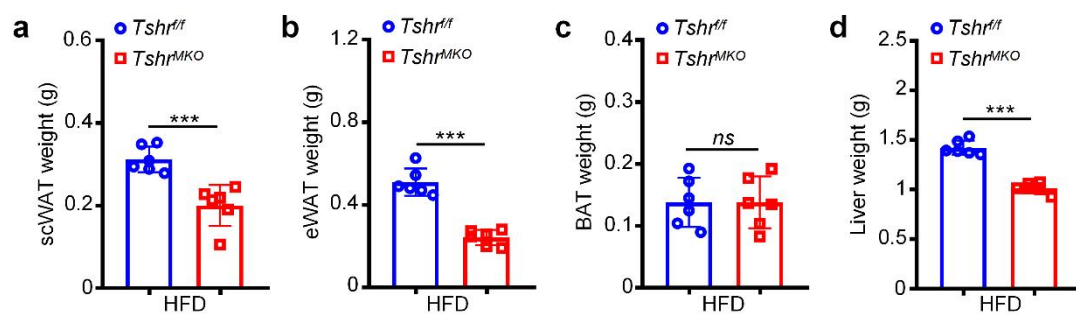

**Supplementary Fig. 4** *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* mice (male, 6 weeks old) were fed with HFD for 9 weeks. The weights of scWAT (**a**), eWAT (**b**), BAT (**c**) and liver (**d**) were then measured after euthanasia ( $n = 6$ ). Data are presented as mean  $\pm$  standard deviation (SD). *\*\*\** $P < 0.001$ , *ns*, no significance (unpaired two tailed Student's *t* test for **a-d**).

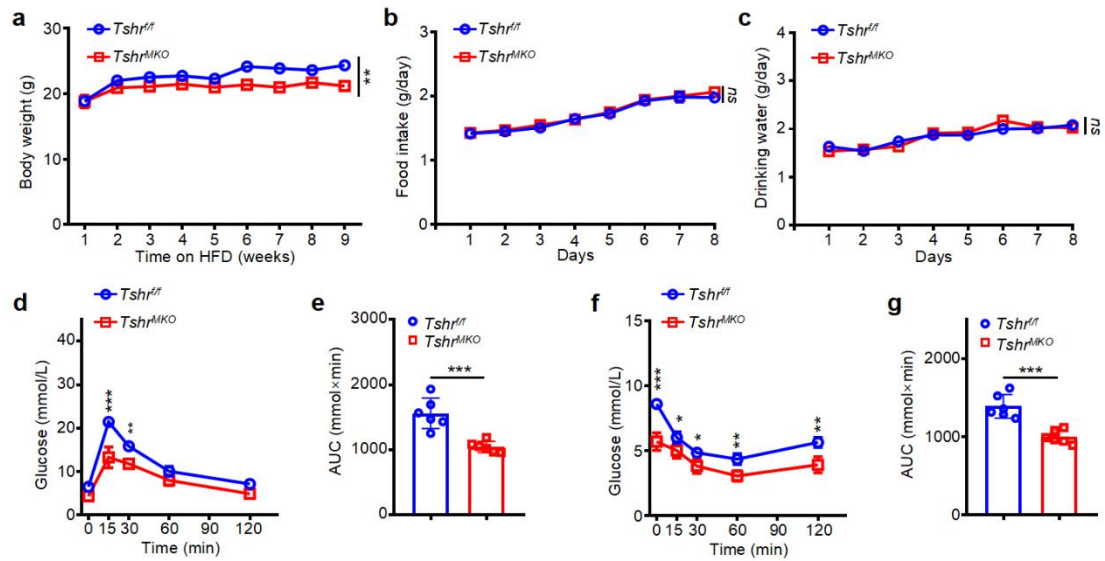

**Supplementary Fig. 5 Metabolic characterizations of HFD-fed female *Tshr<sup>MKO</sup>* and *Tshr<sup>fl/fl</sup>* mice.** *Tshr<sup>MKO</sup>* mice and age-matched *Tshr<sup>fl/fl</sup>* littermates (female, 6 weeks old) were fed with HFD for 9 weeks. Body weight (**a**), food intake (**b**), drinking water (**c**), glucose tolerance test (**d**) and AUC (**e**) as well as insulin tolerance test (**f**) and AUC (**g**) were then measured. Data are presented as mean  $\pm$  standard error (SE) in (**a-d, f**), and as mean  $\pm$  standard deviation (SD) in (**e, g**) \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , ns, no significance (two-way ANOVA for **a-d, f**, unpaired two tailed Student's *t* test for **e, g**).

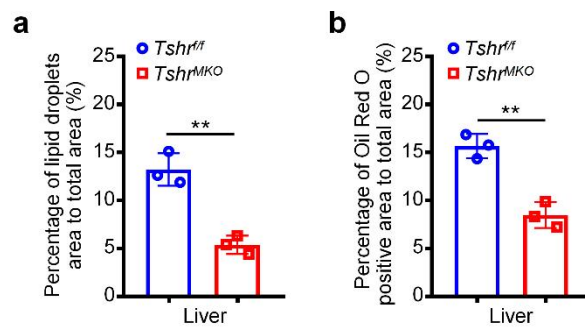

**Supplementary Fig. 6 Myeloid *Tshr* deficiency protects from HFD-induced hepatic steatosis.** **a** The percentage of lipid droplets area to total area of liver sections in Fig 2d ( $n = 3$ ). **b** The percentage of Oil Red O positive area to total area of liver sections in Fig 2e ( $n = 3$ ). Data are presented as mean  $\pm$  standard deviation (SD). \*\* $P < 0.01$  (unpaired two tailed Student's *t* test for **a, b**).

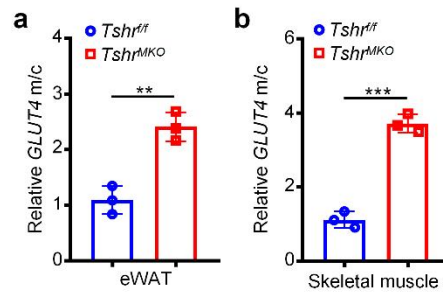

**Supplementary Fig. 7 Myeloid *Tshr* deficiency enhances the membrane localization of GLUT4 in eWAT and skeletal muscle tissues of HFD-fed male mice.** Relative GLUT4 cytomembrane/cytoplasm (m/c) of eWAT sections (a) and skeletal muscle sections (b) of HFD-fed male mice in Fig 2f ( $n = 3$ ). Data are presented as mean  $\pm$  standard deviation (SD). \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (unpaired two tailed Student's  $t$  test for a, b).

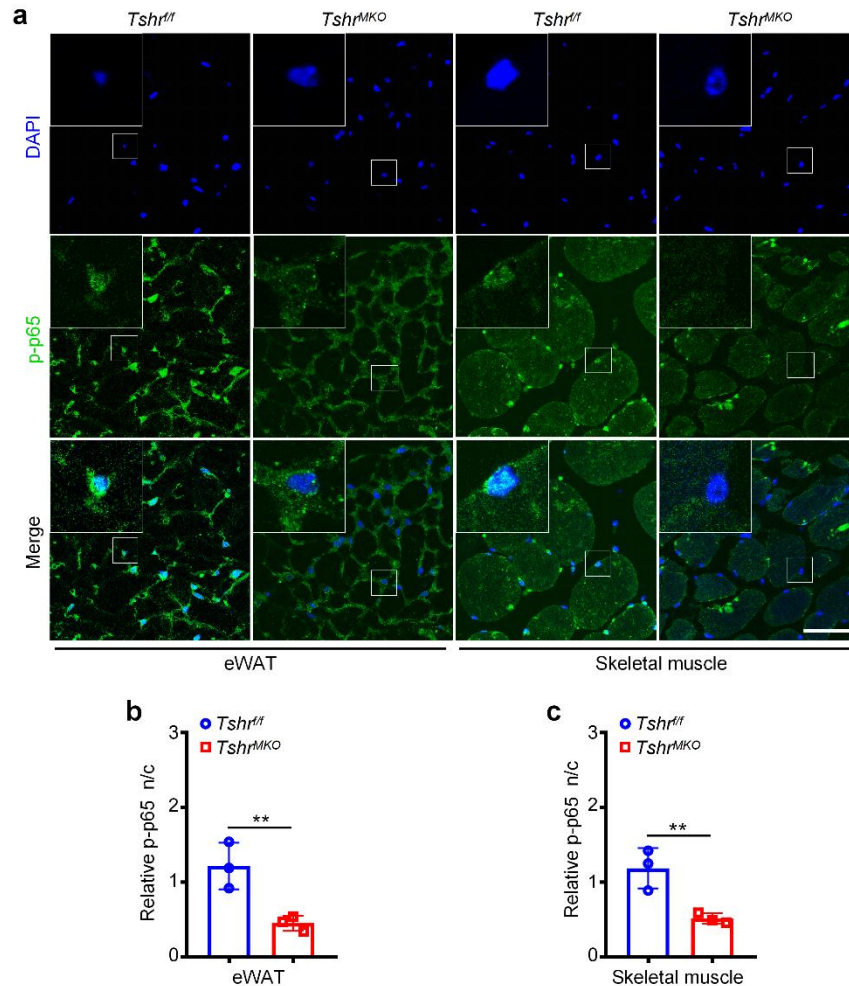

**Supplementary Fig. 8 Myeloid *Tshr* deficiency reduces the nucleus localization of p-p65 in eWAT and skeletal muscle sections tissues of HFD-fed male mice.** a Representative immunofluorescence staining of p-p65 (green) in eWAT and skeletal muscle sections, Nuclei were

stained with DAPI (blue). Shown on the upper left corner is an enlarged image. Scale bars: 50  $\mu\text{m}$ . Relative p-p65 nucleus/cytoplasm (n/c) of eWAT sections (**b**) and skeletal muscle sections (**c**) of HFD-fed male mice in Supplementary Fig. 8a ( $n = 3$ ). Data are presented as mean  $\pm$  standard deviation (SD).  $**P < 0.01$  (unpaired two tailed Student's  $t$  test for **b**, **c**).

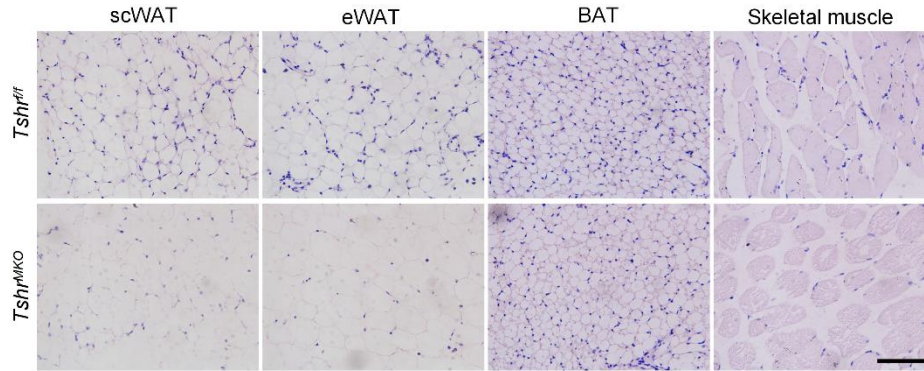

**Supplementary Fig. 9** Representative H&E staining of scWAT, eWAT, BAT and skeletal muscle sections in *Tshr<sup>MKO</sup>* and *Tshr<sup>ff</sup>* mice. Scale bars: 100  $\mu\text{m}$ .

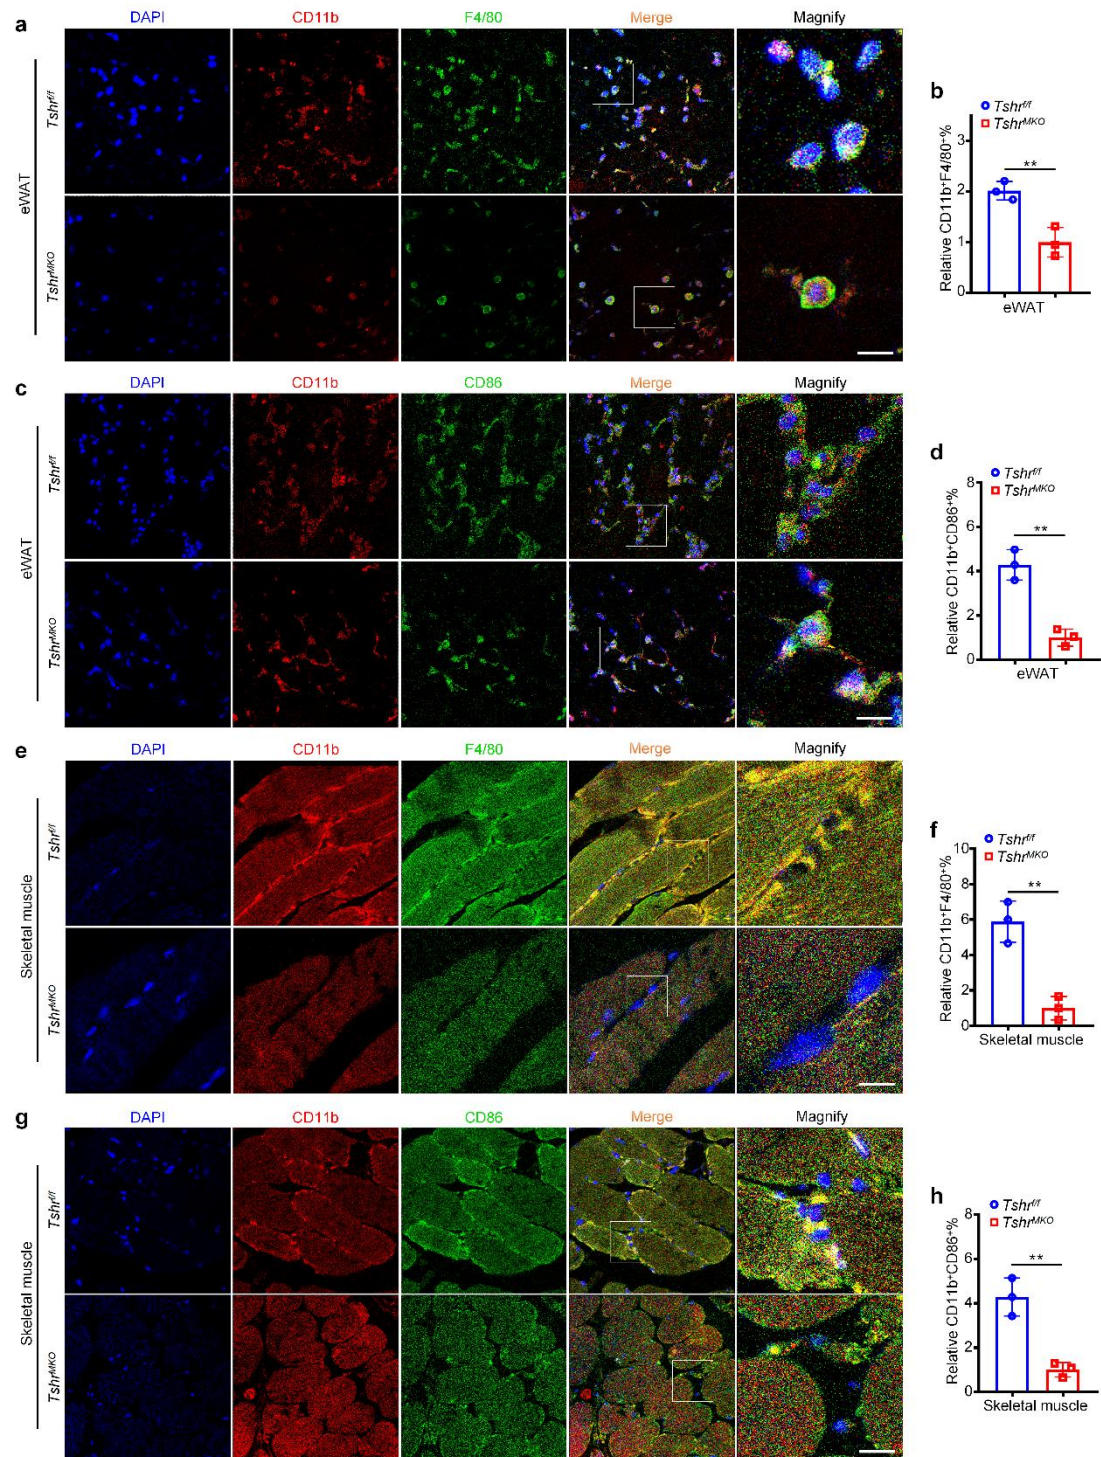

**Supplementary Fig. 10** Myeloid *Tshr* deficiency alleviates macrophage infiltration and M1 polarization in adipose tissue and skeletal muscle of HFD-fed *Tshr<sup>MKO</sup>* and *Tshr<sup>fl/fl</sup>* mice.

*Tshr<sup>MKO</sup>* mice and age-matched *Tshr<sup>fl/fl</sup>* littermates (male, 6 weeks old) were fed with HFD for 9 weeks. **a** Representative immunofluorescence staining of CD11b (red) and F4/80 (green) in eWAT sections. Nuclei were stained with DAPI (blue). Scale bars: 10  $\mu$ m. **b** The relative percentage of

CD11b<sup>+</sup>F4/80<sup>+</sup> in all cells of eWAT sections ( $n = 3$ ). **c** Representative immunofluorescence staining of CD11b (red) and CD86 (green) in eWAT sections. Nuclei were stained with DAPI (blue) Scale bars: 10  $\mu$ m. **d** The relative percentage of CD11b<sup>+</sup>CD86<sup>+</sup> in all cells of eWAT sections ( $n = 3$ ). **e** Representative immunofluorescence staining of CD11b (red) and F4/80 (green) in skeletal muscle sections. Nuclei were stained with DAPI (blue). Scale bars: 10  $\mu$ m. **f** The relative percentage of CD11b<sup>+</sup>F4/80<sup>+</sup> in all cells of skeletal muscle sections ( $n = 3$ ). **g** Representative immunofluorescence staining of CD11b (red) and CD86 (green) in skeletal muscle sections. Nuclei were stained with DAPI (blue). Scale bars: 10  $\mu$ m. **h** The relative percentage of CD11b<sup>+</sup>CD86<sup>+</sup> in all cells of skeletal muscle sections ( $n = 3$ ). Data are presented as mean  $\pm$  standard deviation (SD). \*\* $P < 0.01$  (unpaired two tailed Student's  $t$  test for **b**, **d**, **f**, **h**).

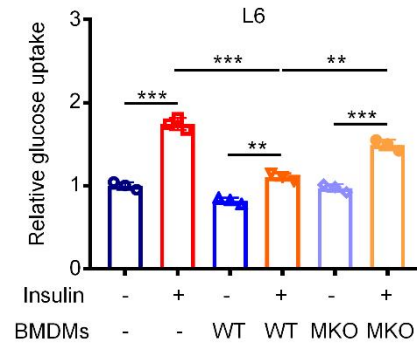

**Supplementary Fig. 11** L6 differentiated skeletal muscle cells were co-cultivated with *Tshr*<sup>fl/fl</sup>- or *Tshr*<sup>MKO</sup>-derived BMDMs treated with the indicated conditions. Relative glucose uptake was then measured ( $n = 3$ ). Data are presented as mean  $\pm$  standard deviation (SD). \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (1-way ANOVA).

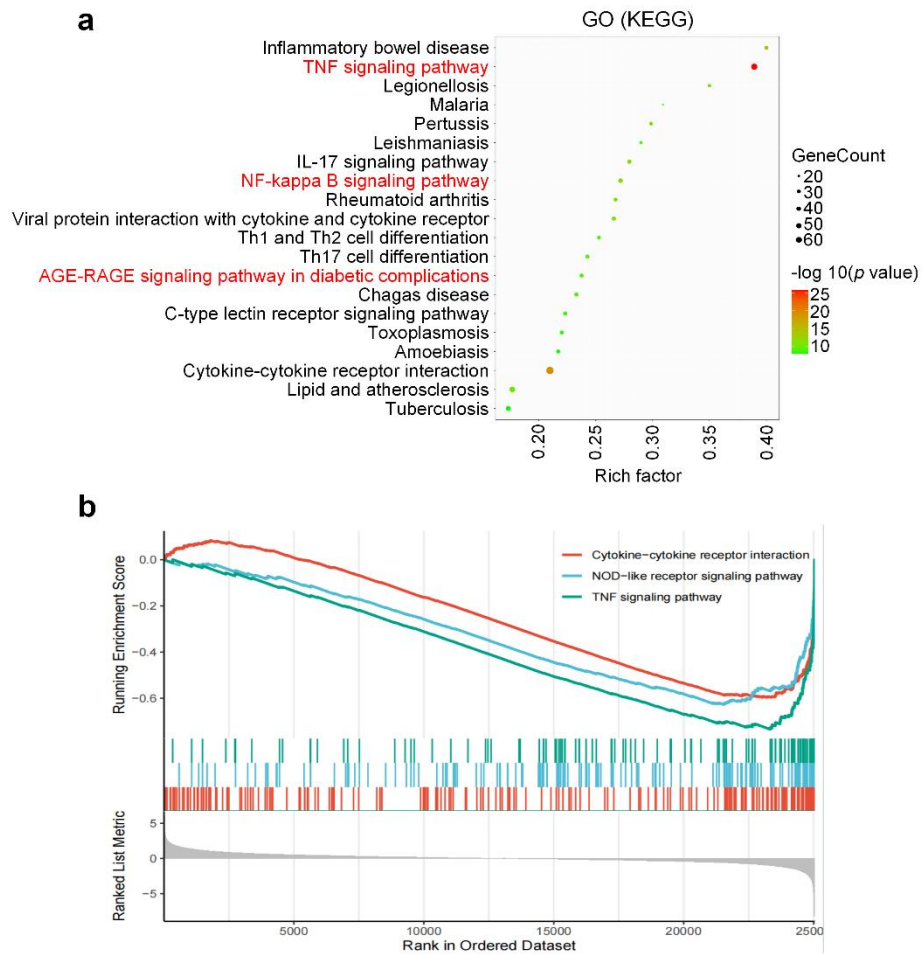

**Supplementary Fig. 12** GO analysis (**a**) and GSEA (**b**) of mRNA sequencing data in *Tshr<sup>fl/fl</sup>*- or *Tshr<sup>MKO</sup>*-derived BMDMs.

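Toll-like receptor signaling was lower in *Tshr* MKO BMDMs as a set (58 of 84 genes, median log2 fold change −0.28, camera with the preset correlation, adjusted p = 0.0052, 0.716 with the estimated correlation), and so was AGE–RAGE signaling (58 of 90, −0.17, adjusted p = 0.0211, 0.502). The normalized enrichment scores were −2.21 and −2.07. The other 5 sets, for type 2 diabetes, FoxO signaling, nuclear and mitochondrial oxidative phosphorylation and the cytosolic ribosome, had an adjusted p between 0.246 and 0.706.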

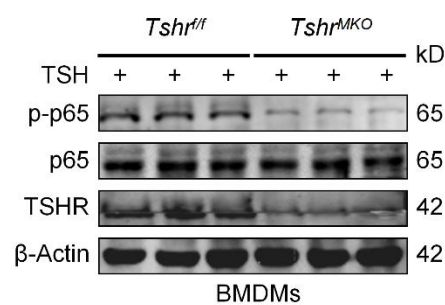

**Supplementary Fig. 13** Western blotting analysis was performed to determine the levels of TSHR and p-p65 in BMDMs from *Tshr<sup>MKO</sup>* mice and age-matched *Tshr<sup>fl/fl</sup>* littermates stimulated by 1 ng/mL TSH for 24 h.  $\beta$ -Actin was used as a loading control.

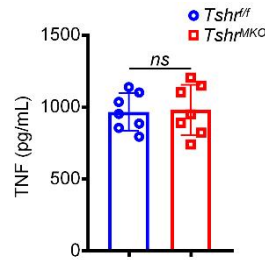

**Supplementary Fig. 14** *Tshr<sup>MKO</sup>* mice and age-matched *Tshr<sup>fl/fl</sup>* littermates (male, 6 weeks old) were fed with HFD for 9 weeks. Serum concentrations of TNF of these mice were determined by ELISA ( $n = 7$ ). Data are presented as mean  $\pm$  standard deviation (SD). *ns*, no significance (unpaired two tailed Student's *t* test).

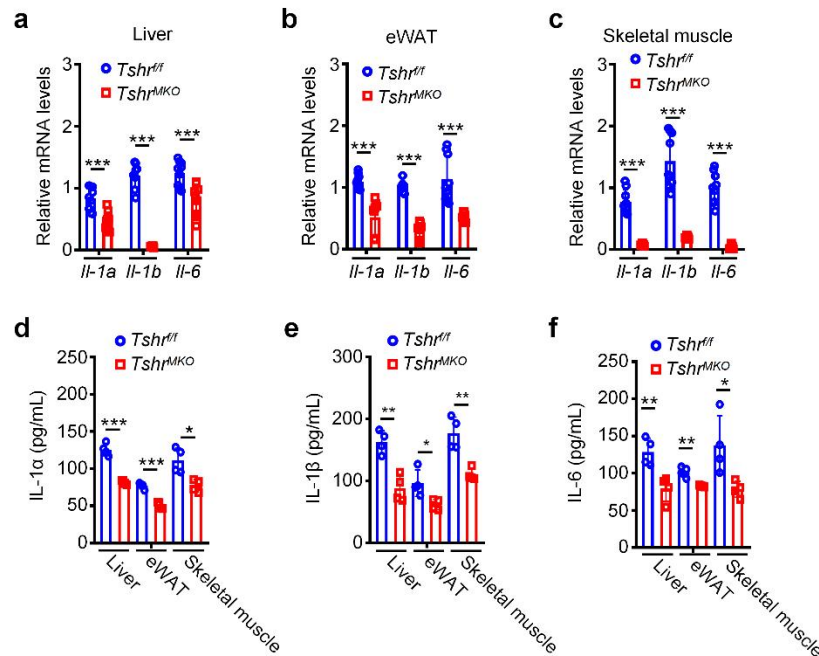

**Supplementary Fig. 15** Myeloid *Tshr* deficiency reduces the levels of cytokines in liver, adipose and skeletal muscle tissues. qRT-PCR assays were performed to determine the mRNA levels of *Il-1a*, *Il-1b* and *Il-6* in liver (a), eWAT (b) and skeletal muscle (c) of *Tshr<sup>MKO</sup>* and *Tshr<sup>fl/fl</sup>* mice ( $n = 9$ ). The protein levels of IL-1 $\alpha$  (d), IL-1 $\beta$  (e) and IL-6 (f) in these mice were then measured by ELISA ( $n = 6$ ). Data are presented as mean  $\pm$  standard deviation (SD). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (1-way ANOVA for a-f).

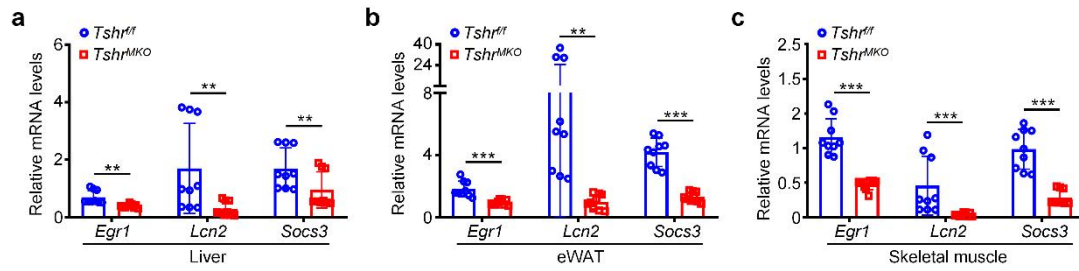

**Supplementary Fig. 16** *Tshr*<sup>MKO</sup> mice and age-matched *Tshr*<sup>fl/fl</sup> littermates (male, 6 weeks old) were fed with HFD for 9 weeks. The mRNA levels of *Egr1*, *Lcn2* and *Socs3* in liver (a), eWAT (b) and skeletal muscle (c) of *Tshr*<sup>MKO</sup> and *Tshr*<sup>fl/fl</sup> mice were determined by qRT-PCR (*n* = 9). Data are presented as mean ± standard deviation (SD). \*\**P* < 0.01, \*\*\**P* < 0.001 (1-way ANOVA for a-c).

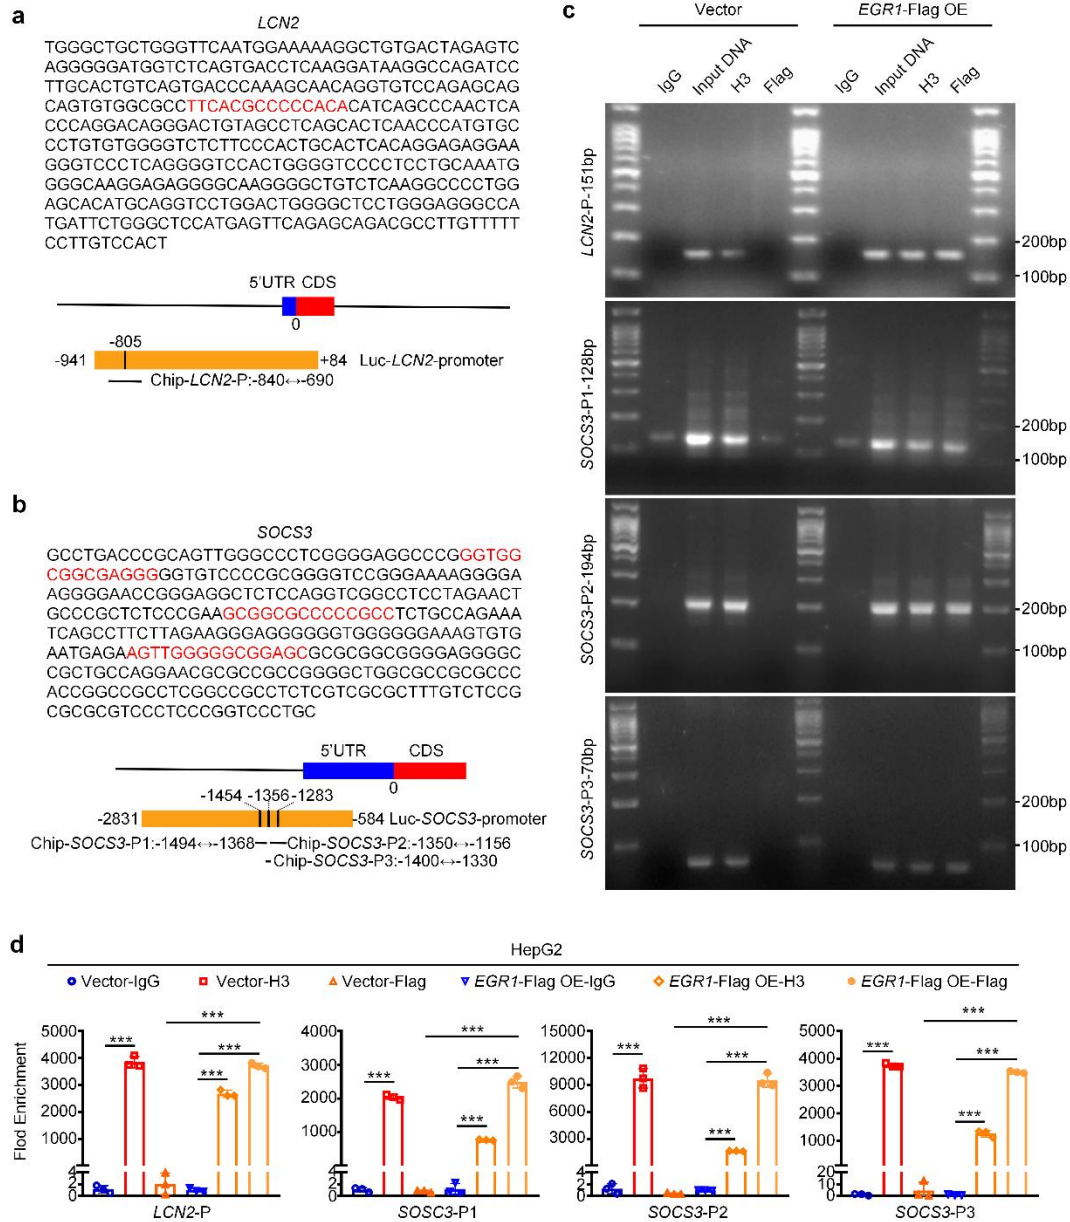

**Supplementary Fig. 17 *EGR1* activates the transcription of *LCN2* and *SOCS3*.** DNA sequences (upper panel) and schematic representation (lower panel) of the predicted *EGR1* binding sites in the promoters of *LCN2* (a) and *SOCS3* (b). c HepG2 cells were transfected with *EGR1*-Flag-overexpressing plasmid or vector plasmid. ChIP assays were performed to confirm the binding of *EGR1* to the promoter regions of *LCN2* and *SOCS3*, including one promoter fragment of *LCN2* (*LCN*-P) and three promoter fragments of *SOCS3* (*SOCS3*-P1, *SOCS3*-P2 and *SOCS3*-P3). Cross-linked chromatin isolated from the indicated cells was immunoprecipitated with nonspecific IgG (lanes 1 and 5), positive control anti-H3 (lanes 3 and 7) and anti-Flag (lanes 4 and 8). Chromosomal DNA which was not immunoprecipitated was regarded as input (lanes 2

and 6). PCR products were separated on a 2% agarose gel containing ethidium bromide and detected via ultraviolet illumination. **d** qPCR were performed for immunoprecipitated DNA to confirm the binding of *EGR1* to the promoter regions of *LCN2* and *SOCS3*, including one promoter fragment of *LCN2* (*LCN-P*) and three promoter fragments of *SOCS3* (*SOCS3-P1*, *SOCS3-P2* and *SOCS3-P3*) ( $n=3$ ). Data are presented as mean  $\pm$  standard deviation (SD). \*\*\* $P < 0.001$  (1-way ANOVA for **d**).

# Supplementary material for: Thyrotropin exacerbates insulin resistance by triggering macrophage inflammation in subclinical hypothyroidism
**Source:** Exp Mol Med. 2025 Jun 16;57(6):1246–59. doi: 10.1038/s12276-025-01478-1

Figure1-a

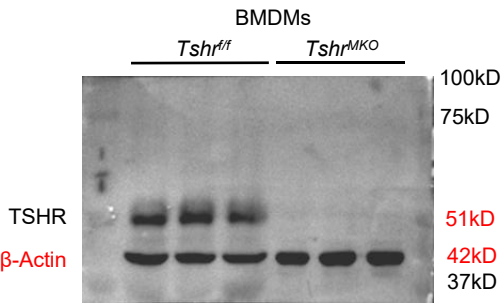

**Figure2-a**

How the deposited data were processed for this re-analysis (not part of the article)

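The unit of the values is the count of reads per gene, as deposited by the authors for 12 libraries, 6 of BMDMs and 6 of livers, with n = 3 per group. The libraries were strand-specific and were read on a NovaSeq instrument, with read quality handled by Skewer and FastQC v0.11.2 according to the paper. The aligner, the genome build and the counting program are not named in the text that was searched. The table lists 55335 genes, of which 55154 are in GENCODE M21 (GRCm38), and 107 symbols are listed more than once. The 10 genes with the most counts held 8.47–12.82% of a BMDM library and 16.55–18.88% of a liver library.

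Genes were tested with edgeR 4.0.16 (quasi-likelihood, robust, TMM factors, filterByExpr) in R 4.3.3, with Benjamini–Hochberg adjustment over the genes of a tissue. The SE of a log2 fold change is its size over the square root of F. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 and with preranked GSEA (fgsea 1.28.0). The pathway lists, 11 sets, were written by hand and adjusted as 1 family, and the other lists as another. Enrichments were 1-sided Fisher's exact tests on genes past the thresholds of the paper. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The genes to be named were fixed as those of Fig. 4c, Fig. 5b, Fig. 5d and Supplementary Table 1, with *Tshr*, *Lyz2*, *Itgam*, *Adgre1*, *Itgax*, *Cd80* and *Cd86*, and the 5 largest falls and rises at an adjusted p under 0.05 with separate groups, of which there were 0. A further gene fixed in that way is not reported here. Other genes, such as the members of a pathway list named beside its count in liver, were chosen after their values were seen. A gene at or under 3 counts in a group is given as a bound.

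The alternatives were set before the data were examined: RLE and upper-quartile scaling, no filter, a mean of at least 50 counts, all 12 libraries in a fit, replicate number as a block, the first letter of the sample ID as a covariate (liver), DESeq2 1.42.0, the MARS model on summed counts with 0 set to 0.5, each library left out, other gene-set tests, oxidative phosphorylation genes not in Fig. 5b, a background of pathway genes (654 in BMDMs and 614 in liver) and other units for the receptors. The samples of patients and the human variant data were not used here. Reads were not aligned again.

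The methods were tried on simulated counts with 200 changed genes, drawn from a mean of 50 to 1000 counts, a range set after the first run. In counts with the spread of BMDMs and of livers, edgeR called 59.5% and 85.5% of the changed genes, and 3.25% and 8.51% of its calls were unchanged genes. DESeq2 called 86% and 93.5%, with 25.1% and 24.9% of calls unchanged. MARS called 100%, with 97.4% and 96.9% of calls unchanged, and 6.1% unchanged where counts had no variation between replicates. Of 20 unchanged sets, camera called 0, fry 3 and 0, and preranked GSEA 1 and 1. The simulated genes were drawn independently of each other. The estimated correlation in the data was 0.362 for TNF signaling in BMDMs and 0.574 for nuclear oxidative phosphorylation in liver. These simulated calls therefore cannot show how the set tests behave where genes vary together. Random sets matched on length, GC and expression placed a trend alone at percentile 20.3 and a planted change of 0.3 at 100.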

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

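The tests of 1 library and of low counts for *Il1a*, *Il1b* and *Il6*, and the tests of the circadian and glucocorticoid lists beyond the first comparison of all lists, were chosen only after the results were seen, and the limit for low counts was raised from 3 to 10 times the floor after the values were seen.

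The genotype effect on 3 cytokine genes differed between BMDMs and liver at an adjusted p under 0.05. It was tested as a difference of log2 fold changes in edgeR with p adjusted over 6 genes. The study picked the 6 genes on these libraries, the cytokine genes from those that changed in BMDMs. The calls are therefore not independent evidence. The difference, liver minus BMDMs, was 6.75 for *Il1a* (SE 1.67, adjusted p = 0.0126), 5.66 for *Il1b* (SE 1.99, adjusted p = 0.0329) and 9.69 for *Il6* (SE 3.10, adjusted p = 0.0303). For *Il1a* it was 6.67 or more under other scalings and 3.89 without BMDM *Tshr* f/f replicate 3, and its adjusted p stayed under 0.05 in the 12 fits with a library left out (0.0039–0.0412). For *Il1b* it was at least 5.60 under other scalings and 2.94 without BMDM *Tshr* f/f replicate 3 (adjusted p = 0.175) and 8.53 without BMDM *Tshr* MKO replicate 3, and 9 of the 12 fits lost the call (0.0039–0.175). For *Il6* it was at least 9.59 under other scalings and 6.08 without BMDM *Tshr* f/f replicate 3, and the call was lost without the liver labelled *Tshr* MKO replicate 2 (0.0942) or 3 (0.0742). DESeq2 gave *Il1a* a difference of 6.72 but no p-value, so its call could not be checked with that method. The adjusted p of DESeq2 was 0.0050 for *Il1b* and 3.0e-04 for *Il6*. The highest liver counts were 197 for *Il1a*, 465 for *Il1b* and 11 for *Il6*. An effect of genotype absent from liver and counts too few to show it cannot be told apart for *Il6*, because the highest liver count was 11. The BMDMs were under TSH and the livers under diet and insulin, so tissue and treatment differ together. The liver part of each difference takes its sign from the labels of the libraries, which Supplementary Table 1 contradicts. By qRT-PCR and ELISA the paper reports all of these cytokines as lower in livers of *Tshr* MKO mice (Supplementary Fig. 15), whereas *Il1a* counts were higher under the labels.

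The circadian list was higher in *Tshr* MKO BMDMs, with a median log2 fold change of 0.43 over 19 genes (15 higher and 4 lower), and 0.83 without *Tshr* f/f replicate 2. Camera with the preset correlation gave an adjusted p of 0.0061, and at most 0.0443 with a library left out. Under other scalings it was at most 0.0121, which says little on normalization because camera sets the list against all other genes and a scaling moves them alike. With the estimated correlation it was 0.467. With fry it was 0.0442, 0.0369 with RLE and 0.0848 with upper-quartile scaling, and 0.0697–0.175 with a library left out, so that call was lost in each of the 6 fits and under 1 scaling. The median lay at percentile 99.1 of random sets matched on length, GC and expression. Of the genes in the list, named after their values were seen, *Nr1d1* (2.00) and *Dbp* (2.09) were higher and *Cry1* (−1.22) and *Nfil3* (−1.70) lower, with an adjusted p of at least 0.218 in edgeR. A difference in the hour at which the cultures were collected may give this pattern, and no hour is in the labels, so that was not tested.

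The glucocorticoid list was lower in livers labelled *Tshr* MKO, with a median log2 fold change of −0.66 over 13 genes, 12 of them lower and *Tsc22d3* (0.34) higher. Camera with the preset correlation gave an adjusted p of 1.4e-16, 4.0e-17 with the first letter of the sample ID as a covariate and at most 3.2e-11 with a library left out. With the estimated correlation it was 0.0311 and with fry 0.025, which was lost in 5 of the 6 fits with a library left out (0.0014–0.199) and kept without the liver labelled *Tshr* MKO replicate 3. The median lay at percentile 0 of random sets matched on length, GC and expression. The study had picked 4 of these genes for Fig. 5d (*Dusp1*, *Sgk1*, *Cdkn1a* and *Lcn2*), and without them camera gave an adjusted p of 5.7e-04, 0.405 with the estimated correlation and 0.247 with fry, so the calls of those 2 tests were lost. This list was singled out after a look at all lists. Of the 10 splits of the 6 libraries, only the real one gave a result as large. A lower glucocorticoid level at sampling, or a different order of handling, might give this pattern, and neither was measured in these libraries. The direction holds for the labels of the libraries.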

How the results depend on the processing

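The tests of other splits for the glucocorticoid and immediate-early lists were chosen only after the results over all lists were seen.

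With all 12 libraries in 1 fit, 85 BMDM genes were lower and 65 higher at an adjusted p under 0.05, 3 of the cytokine genes among them, and in liver 163 genes were higher at the thresholds of the paper. With replicate number as a block, 1 BMDM gene was lower at an adjusted p under 0.05, and *Lyz2* in liver changed by −0.78 in place of 0.20. The correlation of residuals between libraries with the same number was 0.096, 0.013 and 0.102 in BMDMs and −0.056, 0.217 and −0.021 in liver, so the numbers do not pair the samples.

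With DESeq2, 671 BMDM genes were lower and 442 higher at an adjusted p under 0.05, 10 of the cytokine genes among them. In liver 126 were lower and about 1.0e+02 higher, with 202 lower and 157 higher at the thresholds of the paper, 5 of the genes of Fig. 5d at an adjusted p under 0.05, and *Egr1* at −1.24. With MARS on summed counts, 4394 BMDM genes were lower and 8829 higher at an adjusted p under 0.05, 1835 and 2388 at the thresholds, and 15 cytokine genes. In liver 4268 and 5121 were called, 1005 and 1102 at the thresholds, with 14 of the genes of Fig. 5d, *Lcn2* at −2.97, *Socs3* at −1.41 and *Egr1* at −1.21.

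With no filter on low counts, 1 liver gene was lower at an adjusted p under 0.05, *Dusp1*, which is 1 of the genes of Fig. 5d, and 218 were lower and 198 higher at the thresholds. With a mean of at least 50 counts, 77 were lower and 48 higher.

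With the estimated correlation, the adjusted p of camera was 0.502 for the TNF, NOD-like and cytokine sets in BMDMs, 0.258 for nuclear oxidative phosphorylation, 0.109 for FoxO signaling and 0.532 for the ribosome in liver. With fry it was 0.311 for the 3 BMDM sets, 0.0510 for nuclear oxidative phosphorylation and 0.214 for the ribosome.

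With 1 library left out, BMDM genes lower at an adjusted p under 0.05 ranged from 0 to 13, genes at the thresholds from 475 to 1190 lower and from 329 to 796 higher, cytokine genes at an adjusted p under 0.05 from 0 to 1, and over the list alone from 0 to 15. In liver the genes at an adjusted p under 0.05 ranged from 0 to 4 lower and from 0 to 3 higher, those at the thresholds from 108 to 196 and from 82 to 256, and the genes of Fig. 5d at an adjusted p under 0.05 from 0 to 1. The enrichment of AGE–RAGE signaling in liver had an adjusted p from 0.0324 to 0.953, and the number of genes with a difference between tissues ranged from 1 to 4. The direction was reversed for *Lyz2* (−0.98 to 0.77), *Adgre1* (−0.61 to 0.24) and *Itgax* (−2.45 to 2.00) in liver.

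The highest 4 receptors were the same in each setting, and the enrichments of type 2 diabetes, Toll-like receptor and TNF signaling in liver stayed above 0.05 in each. Enrichment with an adjusted p under 0.05 and no fold limit was not run, because 0 genes pass that limit in edgeR.

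At an adjusted p under 0.05 no split of the BMDM or of the liver libraries can have fewer genes than the real grouping, so 10 of the 10 splits gave as many by construction, which says nothing about chance. The counts of splits that follow take in the real grouping, so a count of 1 means that no other split reached it. At the thresholds of the paper, 1 of the 10 splits of the BMDM libraries, the real one, gave as many genes (1356, and 657 in the next). For the TNF set 2 of the 10 gave a result as large, for the NOD-like set 3 and for the cytokine set 3. For the enrichments of TNF, NF-κB and AGE–RAGE signaling it was 1 each. In liver it was 3 for the thresholds, 532 genes in one split and 473 in another against 233. It was 1 for nuclear oxidative phosphorylation, 1 for FoxO signaling and 3 for the ribosome. For the enrichments of type 2 diabetes, AGE–RAGE, Toll-like receptor and TNF signaling it was 6, 3, 5 and 1. For the glucocorticoid and immediate-early lists it was 1 each. With 10 splits the smallest exact p is 0.1, so for the results with a count under 10 a real grouping and one by chance cannot be told apart.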

Differences from the paper's values

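No test in this part was chosen only after the result was seen, apart from the comparison with the headings of Supplementary Table 1.

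The paper gives 264 genes lower in liver, and 250 in its discussion, and the value here was 129. Among the alternatives set before the data were examined, no filter (218), DESeq2 (202) and all 12 libraries in a fit (188) came closest. RLE scaling, upper-quartile scaling (122), a mean of at least 50 counts (77), the replicate block (106) and the first letter of the sample ID (142) gave fewer genes. MARS gave more (1005).

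In Supplementary Table 1 the paper gives *Ccr2* as 30 in the group headed wild type and 74 in the group headed *Tshr* MKO, and the values here were 74 and 30. It gives *Il1r2* as 8 in the wild type, and the value here was 14. It gives *Cxcr3* as 3.33 and 13.33, and the values here were 13.33 and 3.33. All 72 values of the table equal counts of these libraries under the other group heading. The directions that the paper gives in Fig. 5a, 5b and 5d, from the same libraries, are those of the labels. Its qRT-PCR in liver has *Il1a* lower in *Tshr* MKO mice. In these counts *Il1a* was higher in livers labelled *Tshr* MKO (log2 fold change 1.08, edgeR adjusted p = 0.403).

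The paper names 15 cytokines, and the value here was 14 past the thresholds, and no filter, all 12 libraries in a fit, MARS and the fit without *Tshr* f/f replicate 2 reached 15. The count was 13 with the replicate block, with a mean of at least 50 counts and without *Tshr* f/f replicate 1, 12 without *Tshr* f/f replicate 3 or *Tshr* MKO replicate 1, and 11 with DESeq2 and without *Tshr* MKO replicate 2. The paper names 14 genes in Fig. 5d, and the value here was 11. DESeq2 and MARS reached 13, and the other alternatives gave between 6 (without the liver labelled *Tshr* MKO replicate 1) and 11. The paper reports enrichment of type 2 diabetes, AGE–RAGE, Toll-like receptor and TNF signaling in liver, and the adjusted p here was 0.703, 0.469, 0.703 and 0.469, and only AGE–RAGE signaling passed 0.05, without the liver labelled *Tshr* MKO replicate 1 (0.0324). The paper names *Egr1*, *Lcn2* and *Socs3* as more abundant in liver, and gives databases (human protein atlas and mouse genome informatics) and not these counts as the basis in its results. In these counts *Dusp1*, *Cdkn1a* and *Sgk1* ranked above *Egr1* and *Socs3*.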

Other observations

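The tests of library size, of cells of another type and of a mislabelled sample for *Tshr* f/f replicate 3, of mislabelled groups in liver, of sampling time, of the headings of Supplementary Table 1, of gene length and GC content for the ribosome and of the immediate-early list beyond the first comparison of all lists were chosen only after the results were seen.

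The cytokine genes were higher in BMDM *Tshr* f/f replicate 3 than in *Tshr* f/f replicates 1 and 2, with a median log2 ratio of 3.58. Its total count was 0.889 of the median of the others, and without TMM factors the ratio was 3.09, so library size and scaling do not account for it. The highest median among neutrophil, T cell and B cell lists was 0.008, which is not what an admixture of those cells would give. Interferon genes were at 1.51. Its *Tshr* count of 2 cannot tell a mislabelled sample from a true *Tshr* f/f sample. Splits that exchanged this library for a *Tshr* MKO library had 38, 85 and 139 genes past the thresholds of the paper. The labelled grouping had 1356. These counts argue against an exchange of this library with a *Tshr* MKO library, and leave other errors of labelling open.

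The median of the TNF signaling set in BMDMs lay at percentile 0 of random sets matched on length, GC and expression, so gene length does not account for it. With a library left out the highest adjusted p of camera was 2.6e-09, and fry gave 0.0968–0.581. The set stayed lower in each of these fits, with a median of −0.44 without *Tshr* f/f replicate 3 against −0.79 with all libraries. Camera with the preset correlation cannot exclude that 1 library made much of the effect, because it does not take in how these genes vary together.

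The median of the nuclear oxidative phosphorylation genes in liver lay at percentile 100 of matched sets, and the set had an adjusted p of camera of 8.1e-34 with the first letter of the sample ID as a covariate and at most 2.1e-17 with a library left out. Relative to all genes the median was 0.339 under each of 3 scalings, a value that a scaling cannot change because it moves all genes alike, so it says nothing on normalization. Mislabelled groups cannot be told apart, because the highest *Tshr* count among the 6 livers was 0. The FoxO set lay at percentile 0.94. The cytosolic ribosome set (79 of 90 higher, median 0.09, camera adjusted p = 1.8e-04, 0.532 with the estimated correlation) lay at percentile 53.3, so gene length, GC content and expression may account for it.

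The immediate-early list was lower in livers labelled *Tshr* MKO (15 of 21 genes, median −0.42, and −0.27 without the liver labelled *Tshr* f/f replicate 2), with an adjusted p of camera of 7.3e-10 with the first letter of the sample ID as a covariate, at most 2.7e-04 with a library left out and 0.0021 without the 2 genes that the study had picked. With the estimated correlation it was 0.344 and with fry 0.151, and without the 2 genes 0.405 and 0.345. Its median lay at percentile 0 of matched sets. The difference between groups of a score of day-phase minus night-phase genes in liver was 1.05 (exact p = 0.4, where the smallest possible is 0.1), so a difference in sampling time cannot be told apart from none.

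Genes within 10 Mb of *Lyz2* or *Tshr* were past the thresholds in 20 of 195 cases in BMDMs (10.3% against 8.8% of other genes, Fisher's exact p = 0.446) and 5 of 199 in liver (2.51% against 1.53%, Fisher's exact p = 0.24). An excess, which a strain variant carried with a locus would give, was not found over the windows taken together. Both groups carry the floxed *Tshr* allele, so a variant linked to it would not differ between them. The window around *Lyz2* was not tested alone, so a variant carried with *Lyz2*-Cre cannot be excluded. The group headings of Supplementary Table 1 match the counts for 72 of 72 values once they are exchanged.

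Among the other lists in BMDMs, interferon genes (18 of 18 lower, median −1.87, camera adjusted p = 1.9e-05), acute-phase genes (10 of 10, −2.34, 7.3e-05), integrated stress genes (−0.93, 6.6e-04) and cholesterol synthesis (−0.37, 0.0061) were lower, and B cell (0.96, 0.0417) and alternative activation (0.64, 0.0466) lists higher. In liver, acute-phase genes (20 of 20 lower, −1.18, 1.0e-09), cholesterol synthesis (15 of 15, −0.65, 2.7e-08), fasting (−0.61, 2.9e-06), neutrophil (9 of 9, −1.38, 6.8e-04), integrated stress (−0.44, 0.0040) and macrophage (−0.23, 0.0402) lists were lower and interferon genes (0.24, 0.0339) higher in livers labelled *Tshr* MKO. Of the 17 lists in BMDMs 7 passed with camera, 0 with the estimated correlation and 1 with fry, and of the 20 in liver 9, 1 and 1.

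In BMDMs, *Lyz2* was higher in the *Tshr* MKO group (0.95, SE 0.25, edgeR adjusted p = 0.218), and *Cd80* (−1.09, adjusted p = 0.375, −0.23 without *Tshr* f/f replicate 3) and *Cd86* (−1.35, adjusted p = 0.262, −0.78 without *Tshr* f/f replicate 3) were lower. In liver, *Il1a* was higher in livers labelled *Tshr* MKO (1.08, SE 0.36, edgeR adjusted p = 0.403), *Il1b* changed by −0.46 (adjusted p = 0.775, −0.10 without the liver labelled *Tshr* f/f replicate 2), and *Il6* had 3, 9 and 0 counts against 0, 11 and 8. By qRT-PCR and ELISA the paper reports all of these cytokines as lower in livers of *Tshr* MKO mice (Supplementary Fig. 15), the other direction for *Il1a*. *Itgam* changed by −1.06 (adjusted p = 0.646, −2.16 without the liver labelled *Tshr* MKO replicate 2 and −0.45 without that labelled *Tshr* f/f replicate 2). The genotype effect did not differ between tissues at an adjusted p under 0.05 for *Lcn2* (3.94, adjusted p = 0.0611, 2.54 without BMDM *Tshr* f/f replicate 3), *Socs3* (1.81, adjusted p = 0.186, 0.08 without BMDM *Tshr* f/f replicate 3) and *Egr1* (−0.46, adjusted p = 0.473, 0.43 without BMDM *Tshr* MKO replicate 3), and *Lcn2* passed without BMDM *Tshr* f/f replicate 1 (0.0146), without the liver labelled *Tshr* f/f replicate 1 (0.0218) and with DESeq2 (0.0117). *Lyz2* had 818, 2173 and 1348 counts in livers labelled *Tshr* f/f and 56, 4473 and 1236 in those labelled *Tshr* MKO. The directions in liver, and the liver part of the differences between tissues, follow the labels of the libraries.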
